# Co-dependency for MET and FGFR1 in basal triple-negative breast cancers

**DOI:** 10.1038/s41523-021-00238-4

**Published:** 2021-03-26

**Authors:** Vanessa Y. C. Sung, Jennifer F. Knight, Radia M. Johnson, Yaakov E. Stern, Sadiq M. Saleh, Paul Savage, Anie Monast, Dongmei Zuo, Stéphanie Duhamel, Morag Park

**Keywords:** Breast cancer, Prognostic markers

## Abstract

Triple-negative breast cancer (TNBC) is a heterogeneous disease that lacks both effective patient stratification strategies and therapeutic targets. Whilst elevated levels of the MET receptor tyrosine kinase are associated with TNBCs and predict poor clinical outcome, the functional role of MET in TNBC is still poorly understood. In this study, we utilise an established Met-dependent transgenic mouse model of TNBC, human cell lines and patient-derived xenografts to investigate the role of MET in TNBC tumorigenesis. We find that in TNBCs with mesenchymal signatures, MET participates in a compensatory interplay with FGFR1 to regulate tumour-initiating cells (TICs). We demonstrate a requirement for the scaffold protein FRS2 downstream from both Met and FGFR1 and find that dual inhibition of MET and FGFR1 signalling results in TIC depletion, hindering tumour progression. Importantly, basal breast cancers that display elevated MET and FGFR1 signatures are associated with poor relapse-free survival. Our results support a role for MET and FGFR1 as potential co-targets for anti-TIC therapies in TNBC.

## Introduction

Triple-negative breast cancer (TNBC) is a heterogeneous subgroup of aggressive breast cancers, accounting for ~15% of all invasive breast cancers^1^. Clinically, patients with TNBC have fewer therapeutic options due to the lack of HER2 amplification and negative oestrogen and progesterone receptor (ER and PR, respectively) status. Patients with TNBC are at high risk of local and metastatic recurrence within the first 5 years post treatment and have poor overall survival^1,2^. The main challenge in treating TNBC is the paucity of patient stratification strategies capable of informing therapeutic decisions. Conventionally, TNBC is largely divided into the basal-like and claudin-low molecular subtypes of breast cancer^3,4^. While more recent efforts to further stratify patients have identified four to seven subtypes based on gene expression and mutational spectra, with the exception of a subtype enriched for the androgen receptor, the clinical relevance of each of these subtypes remains to be fully established^5–8^. Consequently, treatment for TNBC still typically involves combinations of anthracycline and taxane-based chemotherapies along with surgery and in some cases radiotherapy, with no clear consensus on new therapeutic regimens^1,2^.

A growing body of evidence suggests that disease relapse in breast cancer is attributable to the survival of a subpopulation of tumour cells with stem-like properties, termed tumour-initiating cells (TICs) or cancer stem cells^9–12^. TICs are capable of self-renewal and regenerate the heterogeneity of the original tumour following transplantation^13^, display resistance to conventional therapies^9,14–16^ and are postulated to seed local recurrence and distant metastases^17–20^. As a result, therapies that debulk tumours by indiscriminately eradicating highly proliferating cells, but do not target TICs, are now recognised as unlikely to cure patients^21,22^. Signalling pathways that promote TICs, as well as inhibitory compounds that target them, have therefore been the subject of intense research focus^23,24^. Highly tumourigenic and stem-like properties observed in TIC populations can be enhanced by the process of epithelial to mesenchymal transition (EMT)^25,26^, a cellular programme whereby epithelial cells decrease cell–cell junctions, lose apical–basal polarity, and display increased migratory and invasive capacities associated with mesenchymal cells. EMT is orchestrated by a restricted number of transcription factors namely those in the *SNAI*, *TWIST*, and *ZEB* families^27,28^. Indeed, breast TICs possess a mesenchymal gene expression signature supportive of mesenchymal and stem-like properties observed in breast cancer cells undergoing EMT such as elevated expression of *ALDH* and *CD44* and low expression of *CD24*^9,11,29^. The level of expression of these markers is associated with poor clinical outcome in TNBC patients^11^.

MET is a receptor tyrosine kinase (RTK) that, when bound by its ligand hepatocyte growth factor (HGF), coordinates a programme of invasive growth that broadly overlaps with the process of EMT, both in cancer and during the physiological process in development^30^. MET also regulates a variety of distinct biological processes characteristically exploited by tumours, including cell scattering, epithelial remodelling, cell proliferation and cell survival^31^. Elevated levels of MET protein are detected in 15–20% of all breast cancers and are associated with poor outcome across subtypes and within the TNBC subclass itself^32–35^. Despite these correlations, the functional role of MET in TNBC remains poorly understood. We have previously developed a murine model in which mammary gland expression of *Met* (MMTV-*Met*^*mt*^)^34^ and loss of the tumour suppressor gene *Trp53* (MMTV-*Met*^*mt*^*;Trp53fl/+;Cre*) synergise to promote tumours displaying a spindloid, mesenchymal pathology associated with the molecular and pathological features of claudin-low breast cancer^36^. Cross-species gene expression analysis revealed that spindloid tumours were characterised by mesenchymal properties and high expression of EMT and stem cell gene signatures, reminiscent of the basal B molecular subtype of breast cancer^4,36,37^. In this murine model of basal breast cancer, the endogenous *MET* locus becomes amplified and Met kinase activity is required to sustain both the EMT phenotype and proliferation of spindloid tumour cells^36^.

Fibroblast growth factor receptors (FGFRs) are a family of four RTKs (FGFR1-4) that are activated by fibroblast growth factors (FGFs) and regulate predominantly cell survival, proliferation and differentiation, and are implicated in many cancers^38^. Amplification of the genomic locus of *FGFR1* at chromosomal region 8p11-12 occurs in ∼10% of breast cancers^39^. While in ER + breast cancers, *FGFR1* amplification is associated with poor prognosis^39,40^ and resistance to endocrine therapy^39^, the role of FGFR1 in TNBCs remains poorly understood.

In this study, we assay TIC properties to directly investigate the role of Met in tumour initiation and identify FGFR1 signalling as a key convergent pathway with Met for the maintenance of TICs. We find that simultaneous inhibition of Met and FGFR1 activity abrogates properties of stemness and reduces TICs, hindering tumour progression. Importantly, we show that both human TNBC cell lines and TNBC patient-derived xenografts (PDXs) with co-expression of MET and FGFR1 are highly sensitive to dual-MET-FGFR1 inhibition in TIC assays. Finally, we find that human TNBCs with mesenchymal characteristics are significantly enriched for *HGF* and *FGFR1*, and that co-expression predicts poor prognosis among basal breast cancer patients. These studies identify MET and FGFR1 as co-regulators of TIC properties in basal breast cancer and provide a new understanding of treatment modalities for highly mesenchymal TNBC tumours.

## Results

### MMTV-*Met*^*mt*^;*Trp53fl*/+;*Cre* spindloid tumour cells are enriched in tumour-initiating cells

Spindloid tumour cells from the MMTV-*Met*^*mt*^;*Trp53fl*/+;*Cre* murine basal-like mammary tumour model are associated with increased mesenchymal status and tumourigenicity^36^. Unsupervised clustering of gene expression data from three independent MMTV-*Met*^*mt*^*;Trp53fl/+;Cre*-derived spindloid and non-spindloid tumours revealed that spindloid tumours displayed a gene expression profiling distinct from the non-spindloid tumours (Supplementary Fig. 1a). Analysis of Molecular Signatures DB (MSigDB) revealed that spindloid tumours were predominantly linked to stemness, EMT, and invasive gene signatures, while differentiation, *Cdh1* (E-Cadherin), and cell junction gene signatures were enhanced in non-spindloid tumours (Supplementary Fig. 1b, c). Accordingly, increased levels of key regulatory genes implicated in the promotion of EMT and stemness (*Cd44*, *Mybl2* and *Hmga2*) were elevated in the spindloid tumours, while higher levels of cell junction markers (*Cldn1, -7* and *-8)* and differentiation genes (*Gdpd2* and *Ogn*)^9,11,29^ are elevated in non-spindloid tumours (Supplementary Fig. 1d).

To evaluate if this is reflective of a higher tumour-initiating cell population, we compared TIC populations from spindloid tumours with those from non-spindloid tumours from the same murine model utilising a range of established assays. Cell lines derived from spindloid tumours (A1005 and A1129) were nearly three times more proliferative than cell lines derived from non-spindloid tumours (A1221 and A1222) (Fig. 1a). To functionally test TIC capacity, we employed a tumoursphere assay commonly used to enrich for putative TICs based on their stem-like ability to survive and propagate in vitro as spheres in suspension^41^. We found that spindloid cell lines (A1005 and A1129) formed a higher number of and larger tumourspheres when compared to non-spindloid cell lines (A1221 and A1222), hence supporting the idea that spindloid cell lines possess higher proportions of TICs that form tumourspheres with greater proliferative capacity (Fig. 1b). Since limiting dilution assays performed in vivo remain the gold-standard functional readout for TIC frequency, we tested this by injecting spindloid (A1129) and non-spindloid (A1221) single cells at limiting dilutions (100, 50 and 10 cells) into the 4th mammary fat pads of female athymic mice. As predicted, the TIC frequency of the mesenchymal A1129 cells was four times higher than that of A1221 cells (1:68 and 1:283, respectively, *P* = 0.023) (Fig. 1c), providing further support that MMTV-*Met*^*mt*^*;Trp53fl/+;Cre* spindloid tumour cells are enriched for TIC.

**Fig. 1:**
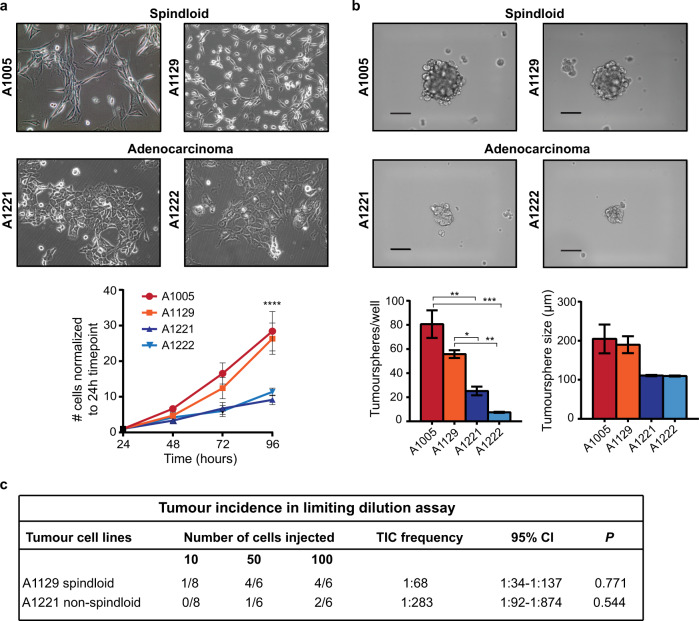
MMTV-*Met*^*mt*^*;Trp53fl*/+;*Cre* spindloid tumour-derived cells have higher sphere-forming efficiencies (SFE) than non-spindloid cells. **a** Representative image of MMTV-*Met*^*mt*^*;Trp53fl*/+;*Cre* spindloid cell lines A1005 and A1129 and adenocarcinoma (non-spindloid) cell lines A1221 and A1222 in adherent culture are shown (top). The proliferative rates of the spindloid (A1005, A1129) and non-spindloid (A1221, A1222) cell lines were assessed for 96 h by Trypan blue assay (bottom) (*n* = 3). **b** Representative images of tumourspheres formed from MMTV-*Met*^*mt*^*;Trp53fl*/+;*Cre* tumour cell lines (top). Tumourspheres were assessed on day 5 for quantity and size using AxioVision (Carl Zeiss) (bottom). Scale bar: 100 μm (*n* = 3). **c** Cells were injected into the mammary fat pads of female athymic mice at the indicated numbers. Tumour-initiating capacity was calculated using Extreme Limiting Dilution Analysis online software (http://bioinf.wehi.edu.au/software/elda/) 12.5 weeks post-inoculation (10 injected cells (*n* = 8); 50 injected cells (*n* = 6); 100 injected cells (*n* = 6)). Student’s *t* test; *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001. Error bars indicate SEM.

### Dual inhibition of Met and FGFR targets TICs from spindloid tumours in vitro

The EMT phenotype and proliferative capacity of MMTV-*Met*^*mt*^*;Trp53fl/+;Cre* spindloid cells on both plastic and in soft agar are dependent on Met kinase activity^36^. To determine whether active Met signalling was also required to maintain TIC populations in these cells, tumourspheres derived from A1005 and A1129 cells were cultured in the presence of the small-molecule Met inhibitor Crizotinib for 5 days. Met inhibition significantly decreased but did not completely abrogate tumoursphere formation (Fig. 2a). When downstream signalling pathways were examined, we observed that following Met inhibition, Akt showed a decrease in phosphorylation, whereas ERK1/2 phosphorylation remained unaffected (Fig. 2b). The ability of RTKs, including Met, to engage in compensatory signalling is well-documented^42^, hence we hypothesised that loss of Met signalling may be compensated by growth factors present in the sphere culture medium, namely, epidermal growth factor (EGF), basic fibroblast growth factor (bFGF) and insulin^43^. To test this, tumoursphere assays were performed with sequential removal of individual growth factors. Strikingly, in the absence of bFGF, treatment with Crizotinib abrogated tumoursphere formation of both A1005 and A1129 cell lines (Fig. 2c). This difference supports that signalling through the FGFR pathway can compensate for loss of Met signalling in response to Crizotinib to sustain TICs derived from MMTV-*Met*^*mt*^*;Trp53fl/+;Cre* spindloid cells.

**Fig. 2:**
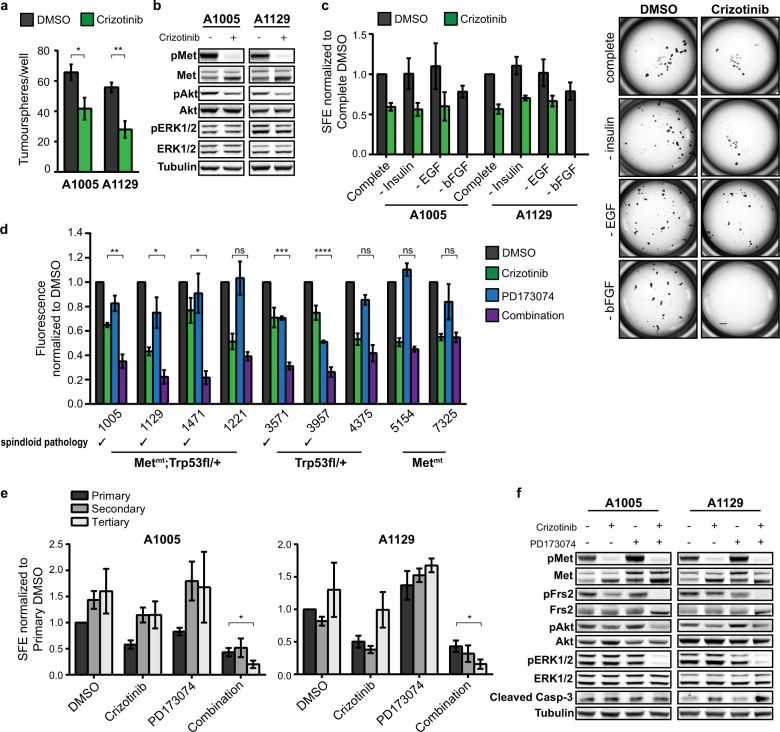
Dual inhibition of Met and FGFR signalling abrogates tumoursphere formation of spindloid tumour cells in vitro. **a** A1005 and A1129 tumourspheres were cultured in the presence or absence of Crizotinib (1 μM) and counted after 5 days (*n* = 3). **b** The activation of Met and its downstream signalling effectors in control and Crizotinib-treated tumourspheres were assessed by western blot analysis (*n* = 3). **c** A1005 and A1129 tumourspheres were cultured in media lacking insulin, EGF (20 ng/ml), or bFGF (20 ng/ml), and in the presence or absence of Crizotinib (left). Representative images of tumourspheres in growth factor-depleted media are shown (right) (*n* = 3). Scale bar: 500 μm. **d** A panel of MMTV-*Met*^*mt*^*;Trp53fl*/+;*Cre*, and MMTV-*Met*^*mt*^ cells were seeded in 96-well low-attachment plates, treated with 1 μM Crizotinib and/or 1 μM PD173074, and tumoursphere proliferation was detected by Cyquant proliferation assay (Invitrogen) (*n* = 3). **e** A1005 and A1129 tumourspheres were allowed to form over 48 h, and subsequently treated with Crizotinib and/or PD173074 for 72 h. Primary tumourspheres were enzymatically and mechanically dissociated into single cells and serially passaged to assess self-renewal capacity (*n* = 3). **f** Western blot analysis was used to detect cell death and signalling changes in tumourspheres treated with Crizotinib and/or PD173074 for 72 h (*n* = 3). Student’s *t* test; *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001. Error bars indicate SEM.

To determine if the signalling interaction between Met and FGFR was specific to MMTV-*Met*^*mt*^*;Trp53fl/+;Cre* spindloid tumours, or was ubiquitous among different breast cancer models, we tested a panel of cell lines derived from MMTV-*Met*^*mt*^*;Trp53fl/+;Cre*, *Trp53fl/+;Cre* and MMTV-*Met*^*mt*^ tumours. Tumourspheres were cultured in the presence of DMSO, Crizotinib alone, small-molecule FGFR inhibitor, PD173074, alone, or both inhibitors in combination. Tumoursphere proliferation, measured by Cyquant proliferation assays after 7 days in culture, revealed that all spindloid tumour cell lines, including those derived from *Trp53fl/+;Cre* tumours (which spontaneously amplified the endogenous murine *Met* locus^36^), showed a significant reduction in sphere proliferation when treated with both inhibitors when compared to either inhibitor alone (Fig. 2d). In contrast, non-spindloid tumour cells lines that retain expression of the MMTV-*Met*^*mt*^ transgene responded only to a Met inhibitor and are dependent on this oncogenic Met.

A key functional characteristic of TICs is the ability to self-renew, which can be assayed in vitro by assessing the capacity of tumourspheres to maintain sphere-forming efficiency (SFE) over multiple rounds of passage. Since spindloid tumourspheres fail to form in the presence of Met and FGFR inhibitors in combination, A1005 and A1129 tumourspheres were allowed to establish over 2 days before inhibitors were added for a further 3 days. On day 5, tumoursphere numbers in each condition were determined, tumourspheres were enzymatically and mechanically dissociated into single cells, re-plated, and the treatment with inhibitors was repeated. Strikingly, Met and FGFR inhibitor combination-treated tumourspheres exhibited a decrease in SFE by the tertiary passage that was not observed in any other conditions (Fig. 2e). Under these conditions, Met and FGFR co-inhibition resulted in a loss of ERK1/2 phosphorylation in both cell lines tested, as well as elevated levels of the apoptosis marker, cleaved Caspase-3, in A1129 tumourspheres (Fig. 2f). Interestingly, compensatory signalling between Met and FGFR correlated with the tyrosine phosphorylation of Frs2, a large scaffold protein known to couple FGFR1 with downstream signalling pathways, notably the ERK1/2 MAPK through recruitment of the adaptor protein Grb2^44^, but is poorly described downstream of Met. Under TIC conditions, Met and FGFR can both independently promote tyrosine phosphorylation of Frs2, enabling its function as a scaffold protein integrating each RTK with downstream signalling pathways. Notably, tyrosine phosphorylation of Frs2 is lost only under dual inhibition of Met and FGFR, resulting in loss of ERK1/2 phosphorylation. These findings support a network in which Met and FGFR signalling cooperate to sustain proliferation, self-renewal, and survival of TICs derived from spindloid, basal-like breast tumours through maintenance of an activated ERK1/2 pathway.

### FGFR1 is preferentially expressed in spindloid tumour cells and maintains tumoursphere formation when Met is inhibited

We found *FGFR1* transcript to be selectively elevated in cells from spindloid tumours when compared to all other tumour types and normal mammary gland, while *FGFR2* and *FGFR3* were not modulated (Fig. 3a) and *FGRF4* was undetectable (not shown). The increase of FGFR1 expression in spindloid tumours was confirmed at the protein level (Fig. 3b). Consistent with our findings in tumour-derived cell lines, MMTV-*Met*^*mt*^*;Trp53fl/+;Cre* and *Trp53fl/+;Cre* mammary tumours with spindloid pathology showed stronger immunohistochemical staining for FGFR1 when compared to tumours with non-spindloid pathologies (Fig. 3c). To directly test the requirement for FGFR1 in spindloid tumoursphere formation, FGFR1 expression was silenced using shRNA in spindloid tumour-derived mesenchymal A1005 and A1129 cell lines (Fig. 3d). Whereas loss of FGFR1 did not inhibit 2D proliferation following Met inhibition by Crizotinib (Fig. 3e), tumoursphere formation was abrogated in the presence of Crizotinib (Fig. 3f) demonstrating that loss of FGFR1 sensitised tumourspheres from mesenchymal cell lines to Met inhibition. Likewise, shRNA mediated knockdown of Frs2 failed to inhibit 2D proliferation but abrogated tumoursphere formation of both A1005 and A1129 cell lines in the presence of Crizotinib (Supplementary Fig. 2a–c). These data demonstrate that the Frs2 scaffold protein is required downstream of FGFR1 for maintenance of TIC capacity of spindloid MMTV-*Met*^*mt*^*;Trp53fl/+;Cre* in the absence of Met activation.

**Fig. 3:**
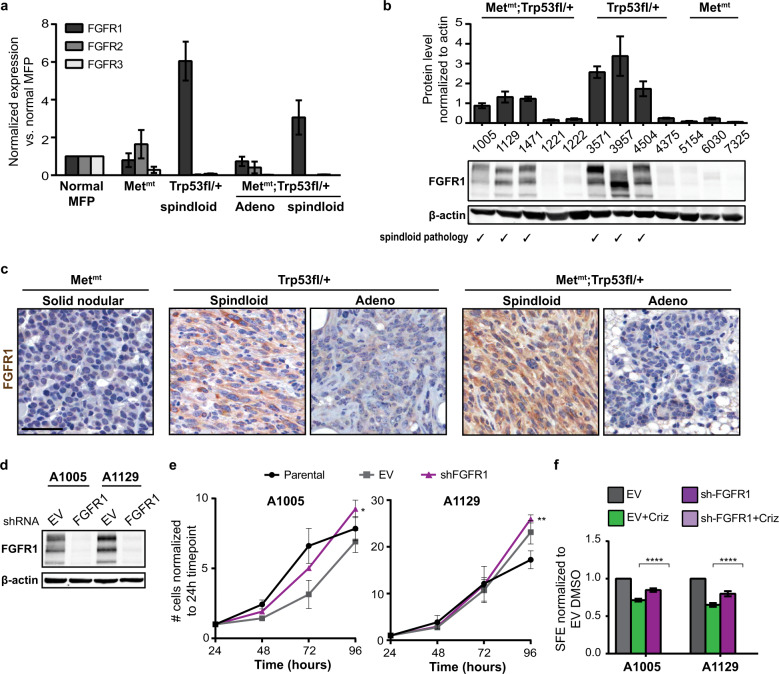
FGFR1 is preferentially expressed in spindloid tumours and compensates for loss of Met signalling to sustain tumourspheres. **a** RNA extracted from MMTV-*Met*^*mt*^, *Trp53fl*/+;*Cre* and MMTV-*Met*^*mt*^*;Trp53fl*/+;*Cre* tumour cells was used to assess relative expression levels of FGFR1, 2 and 3 using quantitative RT-PCR. **b** Western blot analysis to validate FGFR1 expression at the protein level. The pathology of each tumour-derived cell line tested (*n* = 3 for MMTV-*Met*^*mt*^, *n* = 4 for *Trp53fl/*+;*Cre* and *n* = 5 for MMTV-*Met*^*mt*^*;Trp53fl*/+;*Cre* tumours) is indicated. **c** Paraffin-embedded sections of corresponding tumours were analysed by immunohistochemistry for FGFR1 expression (*n* = 3). Representative images are shown. Scale bar: 50 μm. **d** A1005 and A1129 cells were transfected with empty vector or shRNA against FGFR1, and efficient knockdown of FGFR1 was verified by western blot analysis (*n* = 3). **e** The effect of FGFR1 knockdown on proliferation in adherent condition was assessed for 96 h by Trypan blue assay (*n* = 3). **f** The effect of FGFR1 knockdown on tumoursphere formation in the presence or absence of 1 μM Crizotinib was assessed after 5 days of culture. Student’s *t* test; *P ≤ 0.05; **P ≤ 0.01. Error bars indicate SEM.

### Co-inhibition of Met and FGFR signalling in TICs impairs EMT, stemness and proliferation, and induces a programme of cell differentiation

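RNA-sequencing data were examined for tumourspheres of the spindloid cell lines A1005, A1129 and A1471, each derived from a separate mouse mammary tumour that carried the activated Met transgene and conditional loss of Trp53. Each line was grown as tumourspheres and treated for 24 h with the vehicle DMSO, with 1 µM of the Met kinase inhibitor Crizotinib, with 1 µM of the FGF receptor kinase inhibitor PD173074, or with both. Each of the 4 treatments had 1 library from each of the 3 cell lines (n = 3). The cell lines are the replicates, and libraries of the same line are paired across treatments. The authors sequenced the libraries on a NextSeq500 instrument, aligned the reads with STAR to the mouse genome build mm10 and deposited the number of reads counted on each of 55573 Ensembl genes, without normalization. Total counts per library ranged from 13031492 to 14946602 with DMSO (median 14894514), from 14094195 to 15042414 with Crizotinib (median 14899857), from 13828094 to 16957535 with PD173074 (median 14259539) and from 13077143 to 17750476 with the combination (median 15317336). None of the 66 pairs of libraries held identical counts, and the lowest chi-square per degree of freedom between 2 libraries was 4.53, above the sampling noise of repeated counting of one library. From these counts, 13836 genes that passed edgeR's filter on low counts were normalized by its TMM method and tested by its quasi-likelihood test in one unpaired fit over the 12 libraries, because the paper's methods state an unpaired analysis. The same test was also run with the cell line as a block, which removes differences between the lines that are shared by all treatments. Log2 fold changes are given for the treated against the DMSO libraries. Adjusted p-values are from the Benjamini-Hochberg method, and expression levels are TMM-normalized CPM, the counts scaled to a common library size. The filter on low counts, the normalization, the testing tool and the use of the block are the choices that could change these numbers.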

To understand the events that occur in TICs upon inhibition of Met and FGFR1, we performed gene expression profiling by RNA-Sequencing of RNA prepared from tumourspheres from three independent MMTV-*Met*^*mt*^*;Trp53fl/+;Cre*-derived spindloid tumour cell lines (A1005, A1129 and A1471) following treatment with Met or FGFR inhibitor alone (Crizotinib or PD173074, respectively), or in combination for 24 h. All three cell lines treated with inhibitor combinations displayed a gene expression signature distinct from that of cells treated with either inhibitor alone (Fig. 4a). By contrast, and consistent with the moderate effect of Met inhibition alone on tumoursphere formation (Fig. 2a, d), there were no statistically significant differences in gene expression between DMSO and Crizotinib alone-treated cells (Fig. 4a). 

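In the unpaired fit, 1990 of the 13836 genes differed between the combination and DMSO (edgeR's quasi-likelihood test, adjusted p under 0.05), 844 higher and 1146 lower, and 794 of them had an absolute log2 fold change of at least 1.5. Libraries of the same cell line deviated together from their treatment means (mean correlation across genes 0.871 over 18 pairs of libraries, against -0.422 over 36 pairs from different lines). With the cell line as a block, 7578 genes differed (3953 higher and 3625 lower), and these included all 1990. Leaving out A1471 gave 120 genes. The combination differed from Crizotinib alone at 1823 genes (747 higher and 1076 lower; with the block 7389, 3797 higher and 3592 lower) and from PD173074 alone at 660 genes (116 higher and 544 lower; with the block 5506, 2714 higher and 2792 lower). Of the 1990 genes, 1989 moved in the same direction in all 3 cell lines, as did 66.7% of all tested genes. The root mean square log2 distance over all tested genes between a treated library and the DMSO library of its own line was 0.346 ± 0.0146 (SD, n = 3 lines) for Crizotinib, 0.569 ± 0.106 for PD173074 and 1.09 ± 0.139 for the combination. The order was the same in each line. DMSO libraries of different lines lay 1.37 ± 0.255 apart (SD over the 3 pairs of lines). Average-linkage clustering on all tested genes placed the libraries by cell line. After each gene was centred within its cell line, the first division of the libraries was between the 3 combination libraries and the other 9. Changes were ranked among genes past the threshold with an average log2 CPM of at least 3 and the same direction in each line. The 5 largest falls were those of Spry4, Areg, Eya2, Ccnd1 and Glp1r, with log2 fold changes from -5.98 to -5.07. The 5 largest rises were those of Plin4, Ogn, Nrep, Ptgds and Ccn5, from 6.29 to 7.90. Ccnd1, the cyclin D1 gene on chromosome 7 of mm10 from 144929931 to 144939925, fell from 996 ± 260 to 25.5 ± 8.37 CPM (SD, n = 3), a log2 fold change of -5.29 (standard error 0.36, edgeR adjusted p = 4.6e-05).

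**Figure D1:**
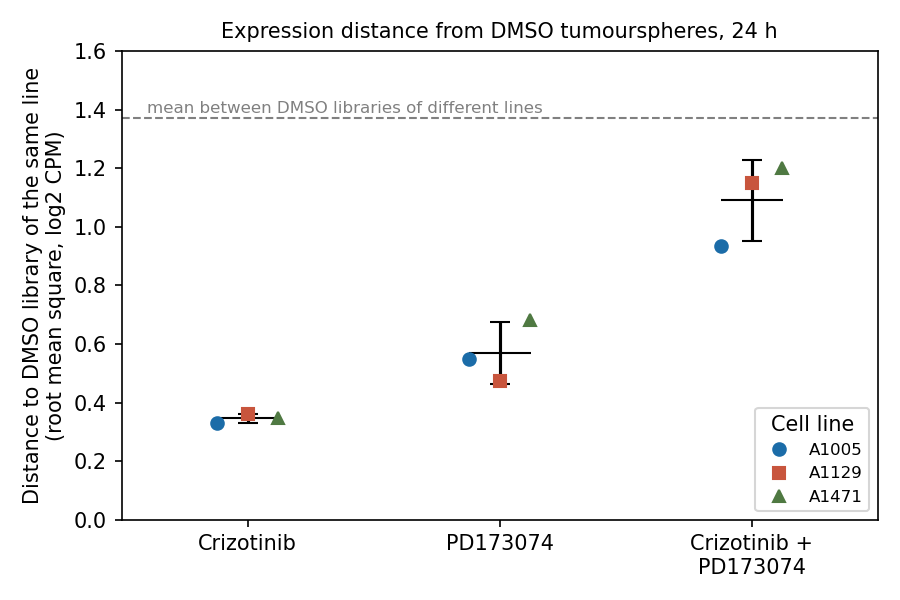
Root mean square log2 distance, over all tested genes, of each treated library from the DMSO library of the same cell line, by treatment, with the mean and SD over the 3 lines. The combination lies between 0.935 and 1.2 and the single inhibitors between 0.331 and 0.683.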

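No gene differed between Crizotinib and DMSO at an adjusted p under 0.05 in edgeR's quasi-likelihood test, either unpaired (lowest adjusted p 1) or with the cell line as a block (lowest adjusted p 0.130), while 18 and 258 of the 13836 genes had an unadjusted p under 0.05. More than 2-fold changes against the DMSO library of the same line were seen at 298 genes in A1005, 319 in A1129 and 397 in A1471, but these changes differed between lines. Across genes, which are not independent replicates, Pearson's r between the changes of 2 lines was 0.134 to 0.153, and 36.5% of genes moved in the same direction in all 3 lines. The 3 genes with the smallest p-values in the unpaired test were Iigp1, Tgtp1 and Gbp10, and with the block they were Iigp1, Il24 and Chl1. Iigp1 (ENSMUSG00000054072, chromosome 18 of mm10 from 60376027 to 60392634) had 118, 104 and 23 counts with DMSO and 3, 2 and 1 with Crizotinib in A1005, A1129 and A1471. With 3 counts as the floor, it was at least 28.5-fold lower (edgeR adjusted p = 1 unpaired and 0.130 with the block). DESeq2, another test for counts, called this gene alone (adjusted p = 0.00126). Tgtp1 had no counts with Crizotinib in any line and was at least 2.22-fold lower than with DMSO. It shares sequence with its paralog Tgtp2, and the division of reads between the 2 genes is uncertain. Chl1 was read with DMSO in A1005 only. Il24 was lower in all 3 lines (log2 fold change -2.61, standard error 1.19, edgeR adjusted p = 1, and 0.499 with the block).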

Notably, the gene expression signature of tumourspheres treated with FGFR inhibitor, PD173074, alone exhibited a partial overlap with expression profiles observed in tumourspheres treated with a combination of Met and FGFR inhibitors; however, no significantly modulated gene signatures were observed.

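With PD173074 alone, no gene passed an adjusted p of 0.05 in the unpaired edgeR test (lowest adjusted p 0.566; 307 genes had an unadjusted p under 0.05). With the cell line as a block, 296 genes passed (224 higher and 72 lower; lowest adjusted p 0.00309), and 280 of these moved the same way in all 3 lines, against 47.4% of all tested genes. DESeq2 without the block called 21 genes. Of the 296 genes, 287 (97.0%) were also called with the block in the combination, in the same direction. Of the 21 genes from DESeq2, 20 (95.2%) were among the 2924 genes that DESeq2 called in the combination without the block, in the same direction. Across the tested genes, the log2 fold changes of PD173074 and of the combination correlated with r = 0.792 when both were taken against the same DMSO libraries. With the combination taken against Crizotinib instead, so that no library was shared, r was 0.779. The slopes were 1.58 and 1.59. Within single lines the correlation with separate libraries was 0.682 in A1005, 0.588 in A1129 and 0.729 in A1471. Of the 1990 genes changed by the combination, 95.1% had the same sign with PD173074, at a median 0.233 of the change in the combination. For Crizotinib this ratio was 0.0347, and its correlation with the combination was 0.0406. Each fit that left out a line took the ratio over the genes called in that fit. Without A1471 these were 120 genes, 12 higher and 108 lower, so the effects of the line and of the genes cannot be told apart. Without that line, 84.2% of the 120 genes then changed by the combination had the same sign with PD173074. Their median ratio was 0.0732 for PD173074 and 0.0472 for Crizotinib. Across 13684 genes, the log2 fold changes of PD173074 and of the combination against DMSO still correlated without A1471 (r = 0.742, slope 1.51). The ratio for PD173074 was 0.21 without A1005 and 0.19 without A1129. The smallest p-values in the unpaired test belonged to Bmf, Gas1 and the pseudogene Gm13216, and with the block to Mme, Klhl38 and Fmo1. Gas1 (ENSMUSG00000052957, chromosome 13 of mm10 from 60174405 to 60177365) rose from 81.2 ± 3.20 to 145 ± 19.7 CPM (SD, n = 3; log2 fold change 0.83, edgeR adjusted p = 0.566 unpaired and 0.00751 with the block). Gdpd2 rose by a log2 fold change of 3.15 (edgeR adjusted p = 0.636 unpaired and 0.00425 with the block) and Etv5 fell by 1.09 (edgeR adjusted p = 1 unpaired and 0.0082 with the block). Klhl38 and Fmo1 had at most 3 counts in each DMSO library.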

**Fig. 4:**
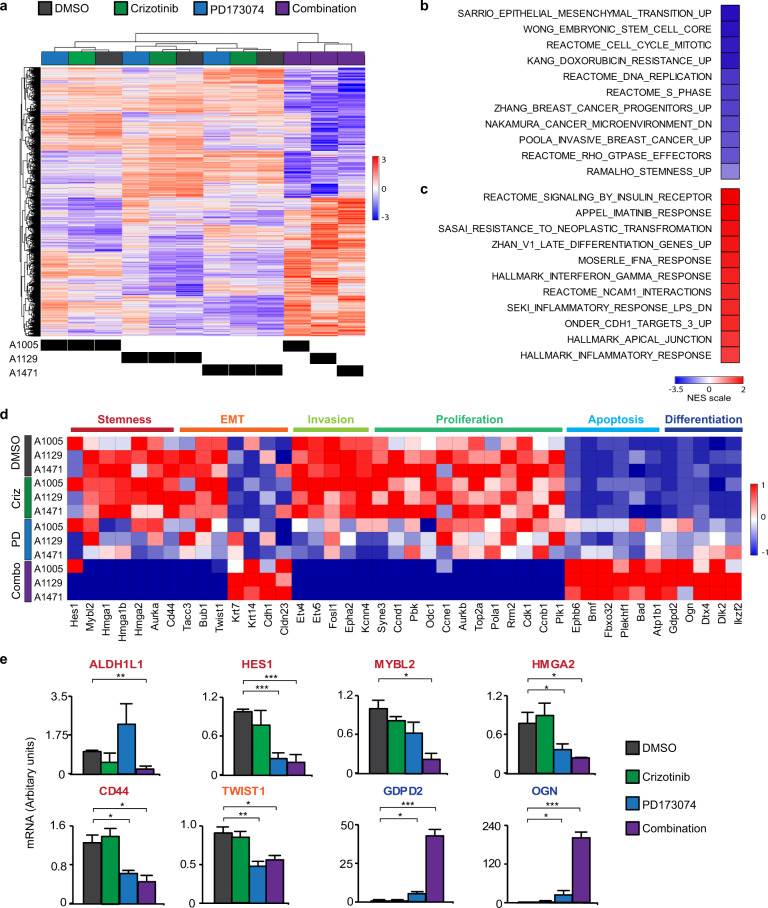
Co-inhibition of Met and FGFR1 signalling in TICs abrogates EMT, stemness and proliferation, and induces cell differentiation. **a** Tumourspheres generated from three independent MMTV-*Met*^*mt*^;*Trp53fl*/+;*Cre* spindloid tumour cell lines were treated for 24 h with DMSO, Crizotinib, PD173074, or a combination of both agents. RNA was extracted from treated tumourspheres and subjected to RNA-Sequencing. Unsupervised hierarchical clustering of all genes that were differentially expressed in each pairwise comparisons tested with adjusted *P* value ≤0.05 (BH method). **b**, **c** Heatmap showing changes in the normalised enrichment score (NES) for the most enriched pathways in tumourspheres treated for 24 h with DMSO, Crizotinib, PD173074 and a combination of both agents (1 μM for both inhibitors) (FDR *P* ≤ 0.05). The top-up and downregulated gene signatures of Hallmark, genetic and chemical perturbations and Reactome pathways. **d** Heatmap representation of the relative expression of known phenotypic markers for each indicated cellular process. **e** Quantitative RT-PCR for the indicated genes. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001. Error bars indicate SEM.

To gain further insight into these differences, we performed gene set enrichment analysis (GSEA) on tumourspheres subjected to dual-MET-FGFR inhibition and found negative enrichment indicating loss of gene signatures associated with EMT, stemness, breast cancer progenitors, and Met signalling when compared to DMSO-treated control tumourspheres (Fig. 4b, d). 

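Gene sets were tested on these libraries with camera, limma's gene set test, over 659 Reactome sets of 15 to 500 tested genes. The Hallmark and perturbation collections behind the EMT, stemness, progenitor and Met signatures were not used here. In the combination, 252 sets differed from DMSO at an adjusted p under 0.05, 28 higher and 224 lower (268 with the cell line as a block). When the correlation between the genes of a set was estimated from the data in place of camera's preset of 0.01, a choice made after the values were seen, 64 sets passed, and 0 with the block. Cell Cycle, Mitotic was lower (limma camera adjusted p = 9.0e-22, 1.3e-18 with the block; 312 of its 387 genes lower, median log2 fold change -0.64). DNA Replication was lower (limma camera adjusted p = 5.8e-16, 4.2e-14 with the block; 83 of 98 genes lower). Of the 7 stemness genes of Fig. 4d, all were lower, with a median log2 fold change of -2.35, and their mean was -2.28 in A1005, -2.81 in A1129 and -2.52 in A1471. In edgeR's unpaired test 6 of the 7 passed an adjusted p of 0.05 over all genes, and 7 with the block. Of the 7 EMT genes, 5 had enough counts to be tested, and 3 were lower and 2 higher (Krt7 and Cldn23, log2 fold changes 2.69 and 1.06). In edgeR's test the 3 lower genes, Bub1, Tacc3 and Twist1, passed unpaired, and all 5 passed with the block. Each of the 5 moved the same way in all 3 lines. Their mean over both directions, in which rises and falls partly cancel, was -0.59 in A1005, -0.28 in A1129 and -0.40 in A1471. The paper presents the genes of Fig. 4d as known markers and does not state how they were chosen. The counts come from the same libraries as that figure, so they are no separate check of it. The transcripts of the inhibited receptors did not fall by more than the replicate error. Met (ENSMUSG00000009376, chromosome 6 of mm10 from 17463800 to 17573980) was at 4227 ± 1399 CPM with DMSO and 5189 ± 2235 with the combination (SD, n = 3; log2 fold change 0.30, edgeR adjusted p = 0.722), and Fgfr1 was at 287 ± 31.7 and 267 ± 44.1 CPM (edgeR adjusted p = 0.711).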

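In the sequencing libraries of the combination, Twist1 (ENSMUSG00000035799, chromosome 12 of mm10 from 33957671 to 33959829) fell from 113 ± 12.6 to 53.2 ± 8.31 CPM (SD, n = 3 lines), a log2 fold change of -1.09 (standard error 0.15, edgeR adjusted p = 0.00156, and 2.8e-05 with the cell line as a block). Mybl2 (ENSMUSG00000017861, chromosome 2 from 163054687 to 163084688) fell from 101 ± 12.9 to 12.1 ± 1.61 CPM, a log2 fold change of -3.06 (edgeR adjusted p = 4.3e-05, 5.4e-07 with the block). Hmga2 (ENSMUSG00000056758, chromosome 10 from 120361275 to 120476469) fell from 396 ± 132 to 55.9 ± 25.2 CPM, a log2 fold change of -2.82 (edgeR adjusted p = 0.00238, 2.7e-07 with the block). Cd44 (ENSMUSG00000005087, chromosome 2 from 102811141 to 102901665) fell from 568 ± 140 to 121 ± 51.3 CPM (edgeR adjusted p = 0.00181, 1.1e-04 with the block), by less in A1005 (log2 fold change -1.29) than in A1129 (-2.91) and A1471 (-2.67). Each of these 4 genes was lower in all 3 lines. Hes1 (ENSMUSG00000022528, chromosome 16 from 30064384 to 30067796) was at 14.1 ± 11.6 CPM with DMSO and 9.04 ± 14.1 with the combination, a difference within the spread between lines (log2 fold change -0.64, standard error 1.29, edgeR adjusted p = 0.809). With the cell line as a block its log2 fold change was -1.41 (edgeR adjusted p = 0.0467), and by line it was -0.12 in A1005, -2.71 in A1129 and -2.99 in A1471. Aldh1l1 (ENSMUSG00000030088, chromosome 6 from 90486427 to 90600203) had 5, 1 and 0 counts with DMSO and 68, 3 and 40 with the combination in A1005, A1129 and A1471 (log2 fold change 3.90, standard error 1.76, edgeR adjusted p = 0.174, and 0.00201 with the block), so that it was higher, at few counts.

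**Figure D2:**
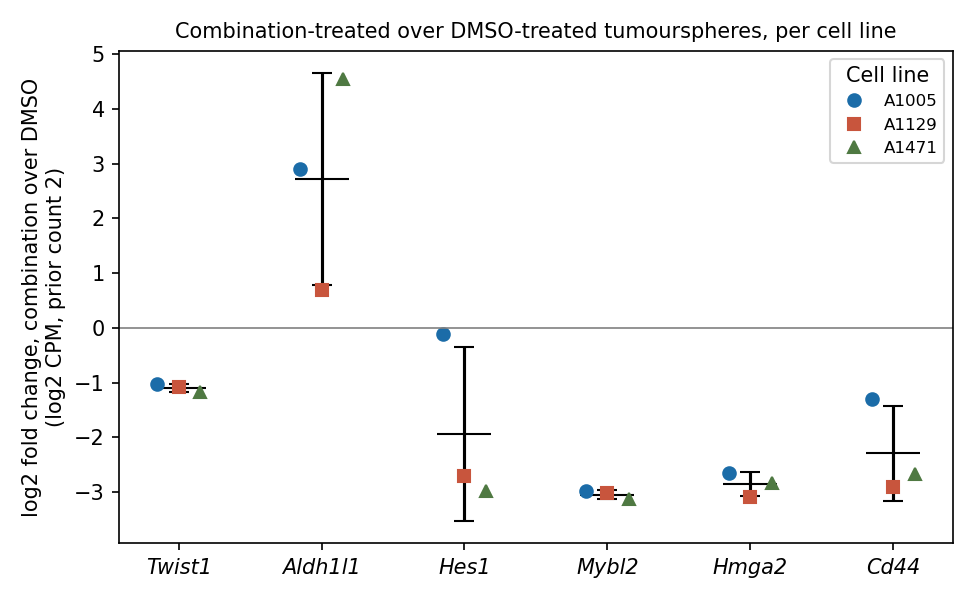
Log2 fold change of Twist1, Aldh1l1, Hes1, Mybl2, Hmga2 and Cd44 between the combination and DMSO in each of the 3 cell lines, with the mean and SD. Mybl2 lies between -3.14 and -2.99 in the 3 lines, and Aldh1l1 lies above 0 in each.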

Reduced expression of key regulatory genes implicated in the promotion of EMT (*Twist1*) and stemness (*Aldh1h1, Hes1, Mybl2*, *Hmga2* and *Cd44*) were confirmed independently by qPCR (Fig. 4e). Interestingly, the HES1 pathway is essential for the maintenance of TIC in breast cancer cells and has been associated with metastasis and multidrug resistance^45^. 

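The Reactome set Extracellular matrix organization was higher in the combination than with DMSO (limma camera adjusted p = 0.0408, 0.0103 with the cell line as a block; 104 of 155 genes higher), and with DESeq2's size factors its limma camera adjusted p was 0.0522. The 5 genes of Fig. 4d listed for invasion (Etv4, Etv5, Fosl1, Epha2 and Kcnn4) had log2 fold changes from -4.99 to -3.28, and all 5 passed an adjusted p of 0.05 in edgeR's test unpaired and with the block. Their mean was -3.55 in A1005, -5.05 in A1129 and -4.41 in A1471.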

Cancer microenvironment, invasiveness, and Rho GTPase gene signatures were also negatively enriched indicating loss in the combination-treated tumourspheres, in accordance with the reversion of mesenchymal and invasive properties in the treated cells. 

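NCAM1 interactions, a Reactome set with 22 tested genes, was higher in the combination than with DMSO (limma camera adjusted p = 0.0141, 8.8e-04 with the cell line as a block), with 18 genes higher and a median log2 fold change of 1.31. The mean of its genes was 0.93 in A1005, 1.12 in A1129 and 1.15 in A1471. Preranked GSEA with fgsea gave this set a normalized enrichment score of 1.86 and an adjusted p of 0.00672. Integrin cell surface interactions had 31 of 49 genes higher and did not pass (limma camera adjusted p = 0.345, 0.0943 with the block). Cell-cell junction organization had 19 of 23 genes higher and did not pass (limma camera adjusted p = 0.326, 0.106 with the block). The Ncam1 gene itself (ENSMUSG00000039542, chromosome 9 of mm10 from 49502136 to 49798925) was at 39.1 ± 32.3 CPM with DMSO and 145 ± 125 with the combination (SD, n = 3; log2 fold change 1.89, standard error 0.93, edgeR adjusted p = 0.212). The SDs reflect differences between lines, and the change by line was 1.71, 1.98 and 1.93 (edgeR adjusted p = 7.8e-06 with the block). Cdh1 (ENSMUSG00000000303, chromosome 8 from 106603351 to 106670246) had 0, 2 and 0 counts with DMSO and 1, 9 and 4 with the combination in A1005, A1129 and A1471, too few to be tested.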

Reciprocally, GSEA showed enhancement for gene signatures associated with interactions with the adhesion mediator NCAM1, the cell junction protein CDH1, and Integrin surface adhesion, which provides mechanical strength and influences the differentiation state of cells in contact with the extracellular matrix^46^ (Fig. 4c). An increase in cell differentiation gene signatures was also observed in combination-treated tumourspheres (Fig. 4c, d), with significantly elevated expression of the differentiation genes *Gdpd2* and *Ogn*, confirmed by qPCR (Fig. 4e). 

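Gdpd2 (ENSMUSG00000019359, chromosome X of mm10 from 100729873 to 100738895) rose from 7.04 ± 2.87 CPM with DMSO to 193 ± 42.6 with the combination (SD, n = 3), a log2 fold change of 4.78 (standard error 0.59, edgeR adjusted p = 0.00105, and 8.6e-06 with the cell line as a block), and the change was 4.85, 4.36 and 5.26 in A1005, A1129 and A1471. Ogn (ENSMUSG00000021390, chromosome 13 from 49608046 to 49624501) was nearly unread with DMSO, at 0.404 ± 0.538 CPM, and reached 69.2 ± 47.6 with the combination (log2 fold change 7.43, standard error 1.38, edgeR adjusted p = 0.00716, and 1.1e-05 with the block). All 5 genes listed for differentiation in Fig. 4d were higher in each of the 3 lines and passed an adjusted p of 0.05 in edgeR's test unpaired and with the block, with a median log2 fold change of 2.88 (2.65 to 7.43). Their mean was 3.36 in A1005, 4.21 in A1129 and 4.24 in A1471.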

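Bmf (ENSMUSG00000040093, chromosome 2 of mm10 from 118528757 to 118549687) was at 2.21 ± 1.17 CPM with DMSO and 119 ± 7.38 with the combination (SD, n = 3), a log2 fold change of 5.75 (standard error 0.60, edgeR adjusted p = 4.1e-04, and 5.3e-06 with the cell line as a block). Bad (ENSMUSG00000024959, chromosome 19 from 6941861 to 6951899) was at 18.4 ± 1.91 and 33.4 ± 3.05 CPM, a log2 fold change of 0.86 (standard error 0.18, edgeR adjusted p = 0.0119, and 1.2e-04 with the block). With each cell line left out in turn, the change of Bad stayed between 0.86 and 0.87 but passed in 0 of the 3 fits, each of which had 2 lines per treatment. The 6 genes listed for apoptosis in Fig. 4d were all higher in each line, with a median log2 fold change of 3.75 (0.86 to 5.75).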

In accordance with the increased levels of cleaved Caspase-3 observed in combination-treated tumourspheres (Fig. 2f), a significant increase of the cell death regulators *Bmf* and *Bad* genes was observed (Fig. 4d). Notably, qPCR analyses revealed that the expression of the key EMT/Stemness regulators, *Twist1*, *Cd44, Hes1* and *Hmga2* were significantly modulated in PD173074-treated tumourspheres (Fig. 4e). Overall, the observed changes in gene expression are consistent with a reversion of EMT and stem-like features and support the induction of a differentiation programme in *Met*^*mt*^*;Trp53fl/+;Cre* spindloid cells upon loss of Met and FGFR signalling, resulting in a reduced capacity to survive and propagate under TIC conditions.

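Of the 42 genes shown in Fig. 4d, 40 had enough counts to be tested. Between the combination and DMSO, 37 of them passed an adjusted p of 0.05 over all genes in edgeR's unpaired test, 38 when adjusted over the list alone and 40 with the cell line as a block, and all 40 moved the same way in the 3 lines. The 12 genes listed for proliferation all fell, with a median log2 fold change of -2.67. From the changes in gene expression, the paper proposes a reversion of EMT and stem-like features and a differentiation programme when Met and FGFR signalling are both lost.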

### Dual inhibition of Met and FGFR signalling reduces spindloid tumour initiation and impairs progression of established spindloid tumours in vivo

To investigate whether co-targeting Met and FGFR in vivo could suppress tumour-initiation, female athymic mice were injected with A1129 tumour cells and randomised into four groups, receiving either vehicle control, Crizotinib, the orally available FGFR inhibitor BGJ398, or both agents in combination by daily gavage (Fig. 5a). Mice receiving combination therapy showed prolonged event-free survival when compared to all other treatment arms (Fig. 5b). Treatment with Crizotinib alone decreased overall tumour volume, though not reaching statistical significance (Fig. 5c). Strikingly, whereas BGJ398 alone did not affect tumour burden, combination therapy with Crizotinib strongly reduced tumour penetrance. These results are consistent with in vitro data and support that tumour initiation of spindloid tumour cells is combinatorially dependent on Met and FGFR signalling in vivo.

**Fig. 5:**
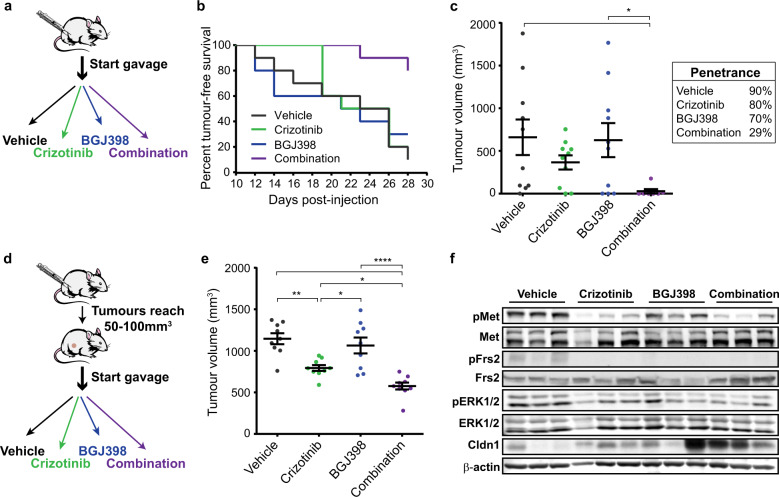
Co-inhibition of Met and FGFR1 signalling in vivo reduces tumour-initiating potential of MMTV-*Met*^*mt*^;*Trp53fl/+*;*Cre* spindloid cells and delays progression of established tumours. **a** Female athymic mice were injected with A1129 cells in the 4th mammary fad pad and treated daily with vehicle control, Crizotinib alone (50 mg/kg), BGJ398 alone (30 mg/kg), or the two agents in combination by oral gavage. **b** Kaplan–Meier curves of the percentage of tumour-free A1129-injected mice in the indicated treatment groups. Mice were sacrificed after 28 days and their tumours collected. **c** Tumour volumes on day of sacrifice (left) and percent penetrance in each treatment group (right) (vehicle (*n* = 10), Crizotinib (*n* = 10), BGJ398 (*n* = 10), and combination (*n* = 7)). **d** Female athymic mice were injected with A1129 cells in the 4th mammary fat pad and tumours were allowed to reach 50–100 mm^3^ in volume before randomisation into treatment groups. **e** Tumour volumes after 11 days of drug treatment (*n* = 9). **f** Tumour lysates were prepared from three mice per treatment group, and western blot analysis was performed for the indicated antibodies. Student’s *t* test; *P ≤ 0.05; **P ≤ 0.01; ****P ≤ 0.0001. Error bars indicate SEM.

To evaluate the potential of Met and FGFR co-inhibition as a therapeutic strategy, female athymic mice were orthotopically injected with spindloid A1129 tumour cells and randomised into 4 treatment groups and subjected to treatment when tumours reached 50–100 mm^3^ (Fig. 5d). Whereas combination treatment failed to induce regression of established tumours, it did impair progression more effectively than either treatment arm alone (Fig. 5e). Western blot analysis confirmed that Met and FGFR co-inhibition resulted in the loss of Met, Frs2 and ERK1/2 phosphorylation, whereas Crizotinib alone exerts a limited effect on ERK1/2 phosphorylation. Notably, following Crizotinib treatment the expression of the tight junction protein Claudin-1 was elevated, supporting our previous observations that activation of Met signalling decreases Claudin-1 levels and induces cell–cell junction disassembly^36^ (Fig. 5f). Taken together, our findings support that Met and FGFR signalling cooperate to support TIC capacity in murine basal-like mammary tumours with spindloid pathology, and that co-inhibition of both Met and FGFR receptors suppresses tumour initiation and impairs progression in vivo.

### Dual inhibition of MET and FGFR signalling targets TICs in basal B breast cancer cell lines

We next sought to establish if TICs derived from human breast cancers were specifically dependent on FGFR1 and MET signalling. FGFR signalling is enriched in human-derived TNBC cell lines, several of which display autocrine bFGF signalling^47^. Among TNBC-derived cell lines used to interrogate human breast cancer biology, “Basal B” breast cancer cell lines are the most representative of claudin-low breast cancer^4,48,49^. Utilising gene expression data from the publicly available database, Cancer Cell Line Encyclopedia (CCLE), we found that basal B cell lines exhibited the highest expression of FGFR1 when compared to luminal, HER2, and basal A cell lines (corresponding to ER + , HER2 amplified and basal-like breast cancers, respectively). In contrast, FGFR2 and FGFR3 were not significantly correlated with any subgroup of breast cancer cell lines, whereas FGFR4 expression was elevated in HER2 and luminal cell lines (Supplementary Fig. 3a–d). Western blot analysis confirmed that FGFR1 expression is preferentially elevated in basal B cell lines (Fig. 6a).

**Fig. 6:**
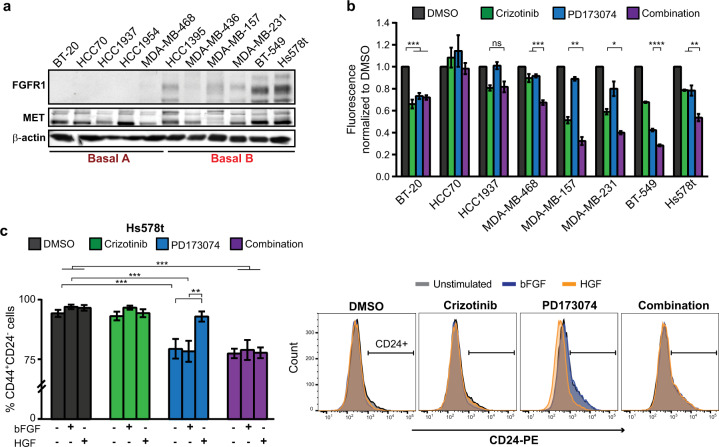
Co-inhibition of MET and FGFR signalling targets TICs in basal B breast cancer cell lines. **a** Western blot analysis was performed to validate MET and FGFR1 protein levels across a panel of TNBC cell lines (*n* = 3). **b** The indicated TNBC cell lines, comprised of a mix of basal A and basal B cell lines, were cultured as tumourspheres in the presence of HGF (50 ng/ml) and bFGF (20 ng/ml) and treated with 1 μM Crizotinib and/or 1 μM PD173074. Tumoursphere proliferation was detected by Cyquant proliferation assay (*n* = 3). **c** Hs578t cells were treated with Crizotinib and/or PD173074 for 2 h, followed by 30 min stimulation with HGF or bFGF. The proportion of CD44^+^CD24^-^ cells was determined by flow cytometry 72 h later (*n* = 3). Student’s *t* test; *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001. Error bars indicate SEM.

To establish whether dual inhibition of MET and FGFR signalling results in reduced tumourigenicity, a panel of TNBC cell lines (four basal A and four basal B) were cultured as tumourspheres in the presence of DMSO, Crizotinib, PD173074, or both inhibitors in combination. In addition to bFGF, a regular component of tumoursphere medium, tumourspheres were also cultured in the presence of HGF to ensure MET activation. Measurement of tumoursphere proliferation revealed that tumourspheres from all four basal B cell lines consistently exhibited a greater decrease in proliferation under conditions of MET and FGFR co-inhibition when compared to all other conditions, while in contrast, basal A tumourspheres varied in their sensitivity (Fig. 6b).

In human breast cancer, TICs are often enriched within a population of cells characterised by the cell surface marker profile CD44^+^CD24^−/low^. Reflecting their strong overlap with mesenchymal/stem gene expression signatures, basal B cell lines typically have high percentages of CD44^+^CD24^−/low^ cells^23^. To investigate whether the CD44^+^CD24^−/low^ phenotype is regulated by MET or FGFR signalling, basal B cell lines Hs578t and BT-549 were cultured in the presence of HGF and/or bFGF and treated with Crizotinib and/or PD173074 for 3 days. In both cell lines, FGFR inhibition led to TIC depletion, which was rescued upon activation of MET by HGF. However, MET inhibition alone did not affect the CD44^+^CD24^−/low^ population (Fig. 6c and Supplementary Fig. S4a, b). When downstream signalling changes that occur in basal B tumourspheres upon MET and FGFR inhibition were interrogated, co-inhibition of MET and FGFR signalling abrogated tyrosine phosphorylation of FRS2, resulting in loss of ERK1/2 activation (Supplementary Fig. 4c) consistent with our observations in murine claudin-low-like breast cancer. Taken together, these results support that MET and FGFR signalling are key pathways involved in the regulation of human basal B-derived TICs.

### MET and FGFR1 are co-expressed in patient-derived basal B-like xenografts and are required for TIC capacity

Patient-derived xenografts (PDXs) are primary patient tumour fragments that are serially transplanted in immunocompromised mice that are considered to recapitulate properties of the original patient tumours^50,51^. While some clonal divergence has been detected^52^, PDXs are robust tools for studying human cancer. Interrogating a panel of PDXs established from TNBC patients^53^, we found that the basal B-like PDXs, which are associated with increased stemness and EMT markers including *CD44*, *ALDH1A1*, *TWIST1/2* and *ZEB1/2*, and reduced expression of claudins^4,48,49^ (Supplementary Fig. 5a), co-expressed MET and FGFR1 proteins (Fig. 7a). Interestingly, *HGF* and *FGFR1* gene expression were also significantly increased in the basal B PDXs, as well as downstream effectors of the MET, FGFR1-FRS2 and ERK1/2 signalling pathways (Supplementary Fig. 5b). Unbiased GSEA analysis further confirmed that the basal B PDXs, expressing a higher level of FGFR1, are positively associated with stem cells and negative cell differentiation genes signatures and are correlated with increased expression of the stem cell markers *ALDH1A1* and *CD44* (Supplementary Fig. 5c, d). Immunofluorescence of FFPE sections derived from PDX tumours (GCRC1886 and GCRC1915) revealed that MET and FGFR1 are not mutually exclusive and that both RTKs are expressed in the same tumour cells (Fig. 7a and Supplementary Fig. S6a). The PDX GCRC1863, with low expression of FGFR1 and absence of Met and FGFR1 co-localisation in the tumour, was included to validate staining specificity (Supplementary Fig. 6a).

**Fig. 7:**
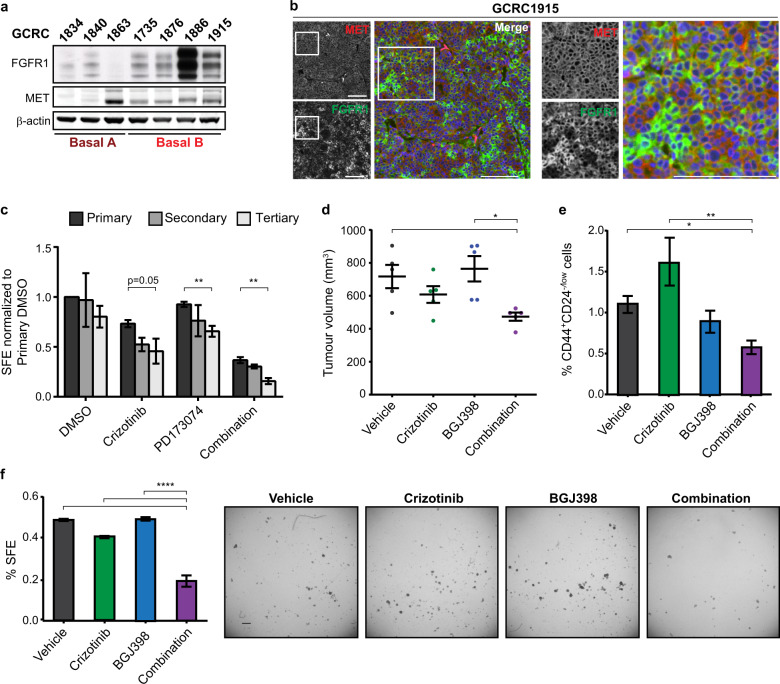
Basal B TNBC PDX tumours that co-express MET and FGFR1 are susceptible to TIC depletion via dual inhibition of MET and FGFR signalling. **a** Cell lysates were generated from mammary PDX tumour fragments and used to determine MET and FGFR1 expression by western blot (*n* = 3). **b** Immunofluorescence was performed on GCRC1915 PDX tumour sections to validate co-expression of MET and FGFR1. Scale bars: 100 μm. **c** GCRC1915 PDX was dissociated into single cells and cultured as tumourspheres in the presence of Crizotinib and/or PD173074 (1 μM for both inhibitors). Tumourspheres were subsequently serially passaged to evaluate self-renewal capacity (*n* = 3). **d** Female NSG-hHGFki mice were orthotopically injected with GCRC1915 cells, and tumours were permitted to progress to 50–100 mm^3^ in volume. Tumour-bearing mice were treated with vehicle control, Crizotinib (50 mg/kg), BGJ398 (30 mg/kg) or both agents in combination (*n* = 5). **e**, **f** Tumour volumes after 17 days of treatment are shown. Treated tumours were dissociated into single cells and evaluated for CD44^+^CD24^−/low^ populations by flow cytometry as well as cultured as tumourspheres and counted after 7 days of culture (*n* = 4). Scale bar: 200 μm. Student’s *t* test; *P ≤ 0.05; **P ≤ 0.01; ****P ≤ 0.0001. Error bars indicate SEM.

To assess the role of MET and FGFR signalling in putative TICs derived from PDXs, the GCRC1915 PDX tumour was collected, digested into single cells and cultured as tumourspheres in media containing DMSO, Crizotinib, PD173074, or both inhibitors in combination. A reduction in SFE was observed in both Crizotinib and combination-treated tumourspheres, with the latter exhibiting a larger decrease (Fig. 7c). Serial passaging revealed that MET-FGFR co-inhibition had the most deleterious effect on SFE.

To investigate how the GCRC1915 PDX would respond to MET and FGFR inhibitors in vivo, single cells were transplanted into mice carrying insertion of the human *HGF* gene in the murine locus (NSG-hHGFki), ensuring that both FGFR and MET signalling pathways can be activated. Combination treatment with both Crizotinib and BGJ398 by oral gavage resulted in a moderate but significant reduction in tumour burden compared to all other treatment arms (Fig. 7d). Treated GCRC1915 PDX tumours were collected at the endpoint and digested into single cells for flow cytometry analysis of TIC markers. We observed a 1.9-fold depletion in the proportion of the CD44^+^CD24^−/low^ TIC population in combination-treated tumours, but not in those treated with either inhibitor alone (Fig. 7e and Supplementary Fig. S6b). Consistent with TIC depletion, when single cells from treated tumours were cultured as tumourspheres, cells from combination-treated tumours resulted in a marked decrease in SFE compared to all other groups (Fig. 7f). Together, these in vitro and in vivo findings using PDX models provide strong support that MET and FGFR signalling can be combinatorially targeted to deplete TICs in human TNBC.

### Patient tumours enriched for TIC/EMT signatures are also enriched for MET and FGFR1 signalling pathways

We sought to identify patients who would potentially benefit clinically from combination therapies of MET and FGFR inhibitors. Using single-sample gene set enrichment analysis (ssGSEA), TNBC patients from The Cancer Genome Atlas (TCGA)^54^ dataset of invasive breast carcinomas were clustered into TIC/EMT high and TIC/EMT low cohorts, using published gene signatures for claudin-low breast cancer^36^, TIC^9^, EMT^4^ and undifferentiated mammary epithelial cells^41^ (Fig. 8a). Accordingly, expression of the TIC-related gene *ALDH1A1* was enriched in the TIC/EMT high patients, as were EMT-related genes *SNAI2*, *ZEB1*, *ZEB2*, *TWIST1* and *VIM* (Supplementary Fig. 7a). Comparing expression of genes encoding FGFR1 and MET, as well as their ligands FGF2 and HGF respectively, between TIC/EMT high and low patients revealed that *FGFR1* and *HGF* were significantly increased in the TIC/EMT high group, whereas *FGF2* and *MET* were not significantly different (Fig. 8b, c). Despite this, using GSEA, TIC/EMT high patients scored higher for gene signatures associated with both MET^55^ and FGFR1^56^ signalling activation (Supplementary Fig. 7b), further supporting that TNBCs with mesenchymal features were enriched for components of MET and FGFR1 signalling.

**Fig. 8:**
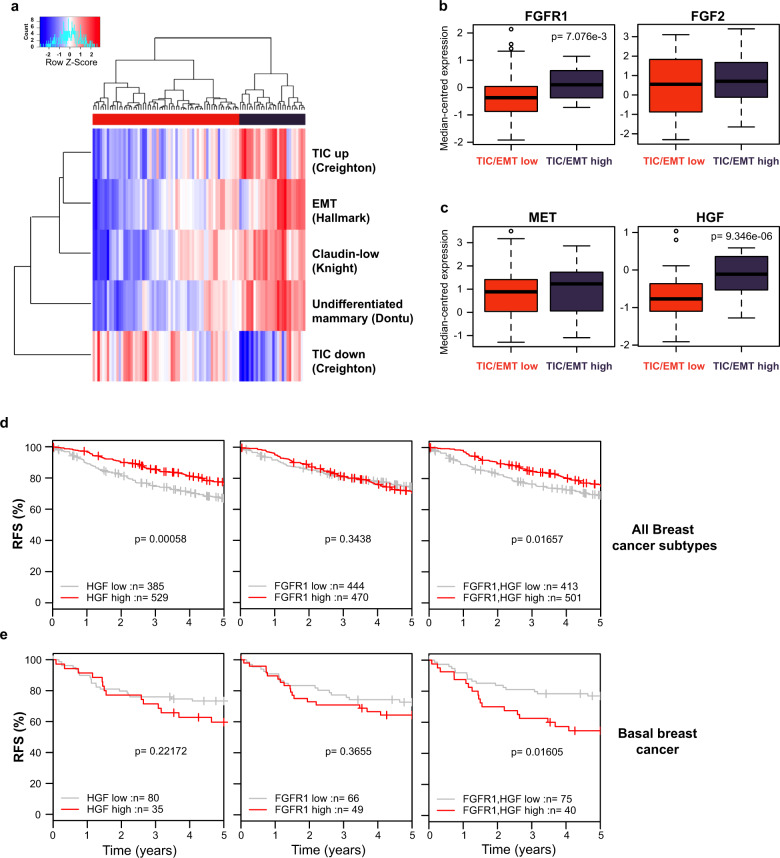
HGF and FGFR1 are co-expressed in highly mesenchymal TNBC tumours and together are associated with poor outcome. **a** Gene expression profiles from triple-negative tumours from the TCGA patient cohort were subjected to ssGSEA for the indicated tumour-initiating cell and mesenchymal gene signatures and stratified into TIC/EMT high and low groups. **b**, **c** Box plots of median-centred expression of the indicated genes in TIC/EMT high and low patient groups. **d**, **e** Relapse-free survival (RFS) analysis across (**d**) all breast subtypes and (**e**) basal breast cancers split by expression HGF and/or FGFR1 expression.

Since highly mesenchymal TNBCs are associated with elevated expression of both *FGFR1* and *HGF*, we assessed whether these two genes in combination could predict outcome in breast cancer patients. Analysis of publicly available breast cancer expression profiles revealed that high expression of both *FGFR1* and *HGF* were associated with poor relapse-free survival (RFS) specifically in basal tumours (Fig. 8d, e). Collectively, these data support the combination targeting of MET and FGFR1 as a feasible therapeutic option for basal B TNBCs.

## Discussion

Increasing evidence supports that TICs can promote intratumoural heterogeneity given their capacity to give rise to multiple different cell types within a single tumour^57,58^ and that this is a key driver of disease relapse. Indeed, targeting TICs is thought to be essential for optimal cancer treatment as their self-renewal, plasticity, and tumourigenic properties are associated with disease recurrence and resistance to standard-care therapies^9,10,12,14–16,57,58^. Triple-negative breast cancer (TNBC) is a heterogeneous disease that lacks both effective patient stratification and therapeutic targets, and where strategies to target TICs are still poorly defined. Here, we identify a co-dependency between the MET and FGFR RTKs for self-renewal of TICs and tumourigenesis of mesenchymal TNBC. This was established by functional studies using transgenic mouse models of TNBC, human TNBC cell lines and PDXs from patients with TNBC. These multiple complementary preclinical and clinical models, together with quantitative biochemical data, and gene expression and TCGA data analyses, support a model whereby MET cooperates with FGFR to regulate TICs, and where dual inhibition of MET and FGFR1-FRS2 signalling results in TIC depletion, hindering tumour progression in TNBC.

A role for MET signalling in TIC biology has been documented in several cancers including glioblastoma, prostate, pancreatic and breast cancers^59–66^, where MET acts as a functional marker of TICs, facilitating their survival under stress such as hypoxia, as well as conferring therapeutic resistance and metastatic potential^59–62,66–68^. This is consistent with our observation that MMTV-*Met*^*mt*^*;Trp53fl/+;Cre* mouse mammary tumours with a spindloid pathology are highly enriched in TIC populations that are dependent on Met signalling for survival, proliferation and self-renewal. FGFR signalling is essential for normal mammary gland development and promotes the growth of TNBC cell lines^47^. FGFR1-3 inhibition with AZD4547 has been reported to selectively target mammary stem cells and TIC populations in an ErbB2-overexpressing breast cancer mouse model^69^. However, while FGFR1 is an independent prognostic marker of survival in TNBC patients^70^, the contribution of FGFR1 signalling in TIC renewal in these tumours remains to established.

The ability of MET and FGFR1 signalling to compensate for one another in support of tumour growth has been identified in various human cancers. In FGFR1-amplified lung cancer cell lines, MET-amplification is a mechanism of resistance to FGFR-targeting drugs^71–74^ and conversely, FGFR1-dependent resistance to MET inhibitors is observed in leukaemia, kidney and prostate cancers^75–77^. Resistance is typically associated with amplification of MET or FGFR1, supporting the ability of MET and FGFR to activate similar key signalling pathways required for tumour progression. Despite extensive research into the therapeutic applications of MET and FGFR inhibitors, studies exploring the potential benefit of targeting both receptors in TNBC are lacking.

Here, we report that MET or FGFR-dependent TIC renewal in TNBC requires tyrosine phosphorylation of the downstream scaffold protein FRS2. FRS2 phosphorylation generates multiple binding motifs for tyrosine phosphatase Shp2 and adaptor protein Grb2, recruiting additional scaffold proteins such as GAB1, and is required for maintenance of ERK1/2 signalling^78–80^. This unexpected crosstalk between these RTKs for FRS2 phosphorylation and TNBC TICs is further supported by in vivo studies where tumour initiation was inhibited only upon combination therapy with Met and FGFR inhibitors. Accumulating evidence highlights the strict requirement of ERK1/2 signalling in the maintenance of TIC properties^81–83^. As both Met and FGFR are robust activators of ERK1/2 signalling, it is improbable that there are unique pathways downstream of ERK1/2 that regulate TIC/stemness properties that cannot be activated by either MET or FGFR alone. Yet transcriptional changes in response to MET and FGFR inhibition are distinct, implying that alternate pathways can be activated and/or the amplitude of the signal may alter transcriptional responses. Whereas Met inhibition alone exerted a limited effect on FRS2 phosphorylation in tumourspheres, Crizotinib was sufficient to reduce FRS2 phosphorylation in tumours to a level similar to FGFR inhibitor.

The specific sensitivity of mesenchymal TNBCs to MET and FGFR inhibitors reflects the dual expression of these RTKs. Although MET is elevated in most basal breast cancer cell lines, we found that both FGFR1 protein and mRNA levels are preferentially enriched in basal B cell lines. Consistent with MET and FGFR1 signalling crosstalk in TNBCs, following FGFR inhibition, basal B cell lines underwent reduction of CD44^+^CD24^−/low^ TIC populations, a process that can be prevented by HGF stimulation, further highlighting the role of MET activity in the maintenance of TICs. Notably, in these TNBC cells, tyrosine phosphorylation of FRS2 can occur via HGF-dependent activation of MET. Although FRS2 tyrosine phosphorylation has been identified in a MET-amplified gastric cancer cell line^84^, this is the first study to establish FRS2 as a common downstream signal in response to ligand activation of non-amplified MET. FRS2 contains a PTB domain for binding to RTKs, including FGFR, RET, ALK and the neurotrophin receptor^82,85,86^. MET can form complexes with multiple RTKs^42,87^ leading to crosstalk downstream from RTKs. We may envision that proximity of MET and FGFR complexes is enriched in highly mesenchymal and invasive cells, subsequently facilitating FRS2 phosphorylation downstream of MET.

We found that TIC/EMT-enriched breast cancers were elevated in gene signatures associated with both MET and FGFR1 signalling pathway activation. Consistent with basal B PDXs, the TIC/EMT high patient group was enriched for co-expression of *FGFR1* and *HGF*. Importantly, we found that co-expression of *HGF* and *FGFR1* predicts poor relapse-free survival specifically among basal breast cancers, providing further support that FGFR1 and MET pathways contribute to the tumourigenicity of highly mesenchymal breast cancers. Accordingly, we found that combined inhibition of MET and FGFR in a basal B PDX resulted in a decrease in sphere-forming and CD44^+^CD24^−/low^ populations, indicative of a loss of TICs and reduction in overall tumour burden. The finding that co-inhibition of MET and FGFR signalling reduces but does not completely abrogate sphere formation and tumour growth in human cell lines and PDXs may suggest the involvement of other compensatory pathways, such as EGFR, which has been associated with mesenchymal TNBCs^88^. We can also envision that MET and FGFR1 inhibition targets a specific subgroup of TICs. This is consistent with data where MET was specifically correlated with ALDH1A3 and CD133 in breast cancers^66^. In addition, phenotypically and functionally distinct TIC populations can exist within a single tumour. Several studies have also documented the spontaneous conversion between TIC and non-TIC states, demonstrating a robust capacity for plasticity^58,89^. These complexities have implications for TIC-targeting therapies and warrant further study. Taken together, our data support that MET and FGFR1-FRS2 pathways cooperate to promote a population of mesenchymal-like TICs in TNBCs and, consistent with other potential therapies targeting mesenchymal-like TIC populations^90,91^, the clinical benefits of inhibiting these receptors are likely maximised if paired with tumour de-bulking by a chemotherapeutic agent.

In summary, we have established that MET and FGFR1 are co-expressed in highly mesenchymal TNBCs and that they co-regulate TICs therein through a compensatory interplay. We demonstrate for the first time to our knowledge, the ability of non-amplified MET to independently phosphorylate FRS2. Finally, the prognostic power of *HGF* and *FGFR1* co-expression in basal breast cancers offers a new strategy for stratifying patients, as well as potential anti-TIC therapeutic targets that warrant further investigation.

## Methods

### Cell culture

Primary mouse cell lines were established by dissociation of MMTV-*Met*^*mt*^, *Trp53fl/+;Cre*, and MMTV-*Met*^*mt*^*;Trp53fl/+;Cre* mammary tumours as previously described^34,36^. Cells were cultured in DMEM (Gibco) supplemented with 5% serum, epidermal growth factor (5 ng/ml), insulin (5 μg/ml), bovine pituitary extract (35 μg/ml) and hydrocortisone (1 μg/ml). BT-20, HCC70, HCC1937, HCC1954, HCC1395, MDA-MB-468, MDA-MB-436, MDA-MB-157, MDA-MB-231, BT-549 and Hs578T were from ATCC and cultured according to ATCC recommendations. All cells were grown at 37 °C and 5% CO_2_.

### Patient-derived xenografts (PDXs)

PDXs have been previously described^53^. Briefly, all human participants provided informed consent for this study, and tissue was collected at McGill University Health Center in accordance with the protocols approved by the research ethics board (SUR-99-780). All animal studies linked to this protocol were approved by the McGill University Animal Care Committee (2014–7514). The Biobank protocol (05-006) and the protocol to generate PDX from biobank tissues (14–168) were both approved by the Jewish General Hospital ethics committee.

### Antibodies and reagents

Commercial antibodies used include Met (R&D System), Claudin-1 (Thermo Fisher), FRS2 (Santa Cruz) and β-actin (Sigma). Antibodies against phospho-Met (Y1234/1235), FGFR1, Akt, phospho-Akt (S473), ERK1/2, phospho-ERK1/2 (T202/Y204), phospho-Frs2 (Y196), phospho-Frs2 (Y436), β-tubulin and cleaved-Caspase-3 were from Cell Signaling. CD24-PE and CD44-FITC for flow cytometry were from BD Biosciences. Antibodies dilutions are provided in Supplementary Table 4.

### Lentiviral infection

Knockdown of *FGFR1* and *Frs2* in A1005 and A1129 cells were carried out using shRNAs cloned into pLKO.1 lentiviral vectors shRNAs (Sigma-Aldrich). The following clones were used for *FGFR1*: TRCN0000023295 (Sequence: CCGGCCTGGAGCATCATA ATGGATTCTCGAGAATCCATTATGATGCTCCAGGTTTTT) and *Frs2*: TRCN0000097281 (sequence: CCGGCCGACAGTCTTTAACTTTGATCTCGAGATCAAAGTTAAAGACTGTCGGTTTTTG) HEK293T cells were transfected using FuGENE HD (Promega) to produce lentivirus. Packaging vectors used were pRSV-Rev, pHCMV-VSVg and pMDLg/pRRE. Media containing viral particles was collected and passed through a 0.45-μm filter. Infected A1005 and A1129 cells with stable knockdown were selected under Puromycin (2 μg/ml) and the drug efflux inhibitor Cyclosporin A (2.5 μM).

### Tumoursphere-formation assays

Single cells were seeded in six-well ultra-low attachments plates (Corning) in 2 ml serum-free DMEM/F12 supplemented with 1× B27, 10 μg/ml insulin (Gibco), 20 ng/ml EGF (BP Bioscience), 20 ng/ml bFGF (StemRD), 10 μg/ml heparin (StemCell Technologies) and 0.5 μg/ml hydrocortisone (Wisent). Tumoursphere number and size were determined after 5–7 days of culture using the software AxioVision (Carl Zeiss). To serially passage, tumourspheres were enzymatically and mechanically dissociated in 0.05% Trypsin-EDTA (Gibco), passed through a 25-G needle, and re-seeded as single cells. All experiments were performed in triplicate.

### Tumoursphere proliferation assays

The proliferation of tumourspheres was determined using the CyQUANT Cell Proliferation Assay Kit (Invitrogen) according to the manufacturer’s instructions with some modifications. Briefly, single cells were seeded in 96-well ultra-low-attachment plates (Corning) and cultured for 5–7 days. Plates were collected on the first and last days of culture and centrifuged at 2000 rpm for 20 min to pellet the tumourspheres. Plates were then inverted to remove media, frozen at −80 °C for a minimum of 24 h, and thawed at room temperature when ready to quantify. The CyQUANT dye/lysis buffer solution was added to all wells, and each plate was analysed using a VarioSkan plate reader (Thermo Scientific). Proliferation was expressed as a ratio of fluorescence on the last day to the first day of culture. All experiments were performed in triplicate.

### Western blot analysis

Tumour-derived cell lines were lysed in 1% Triton lysis buffer (150 mM NaCl, 50 mM HEPES, 1 mM EDTA, 1.5 mM MgCl2, 1% Triton X-100, 4% glycerol), and snap-frozen mammary tumours were lysed as previously described^23^. Whole-cell lysates were resolved by SDS/PAGE and transferred to PVDF membranes. Membranes were blocked with Li-COR Blocking Buffer (Li-COR Biosciences) and probed with primary antibodies overnight at 4 °C. After TBS-Tween washes, membranes were incubated with infrared-conjugated (Li-COR Biosciences) or HRP-conjugated (Cell Signaling and GE Healthcare) secondary antibodies for 1 h at room temperature for signal detection by Odyssey IR Imaging System (Li-COR Biosciences) or enhanced chemiluminescence (Amersham Biosciences) respectively. All blots derive from the same experiment and were processed in parallel.

### Quantitative RT-PCR

RNA was isolated using the RNAeasy Mini Kit (Qiagen) according to the manufacturer’s instructions. cDNA was synthesised using the Transcriptor First Strand cDNA Synthesis Kit (Roche) according to the manufacturer’s instructions. qPCR reactions were performed using SYBR Green I Master on a LightCycler480 (Roche). Primers sequences (Integrated DNA Technologies) are provided in Supplementary Table 5. Normalisation was done using both *Hprt* and *Gapdh* genes for the FGFR transcript quantification and RNA-Seq gene expression validation. For RNA-Seq gene expression validation, the data presented represent the merge of three different cell lines for the DMSO, PD173074 and Crizotinib-treated tumourspheres and two cell lines for the combination-treated tumourspheres.

### Immunohistochemistry

Tumour tissues were formalin-fixed and paraffin-embedded in a previous study^36^, and sections were cut at 4 μm. Sections were deparaffinized xylene and re-hydrated in ethanol, followed by antigen retrieval in Tris-EDTA at boiling temperature. Slides were cooled and blocked with Power Block (BioGenex) and incubated overnight with primary antibody at 4 °C. Rinse slides in distilled water then incubated in 3% H_2_O_2_ for 30 min. SignalStain Boost (Cell Signaling) was used as the secondary antibody, and the SignalStain DAB substrate kit (Cell Signaling) was used to detect signal prior to counterstaining with Harris’ hematoxylin. Finally, slides were dehydrated, mounted, and scanned using Aperio-XT slide scanner (Aperio).

### RNA sequencing

A1005, A1129 and A1471 tumourspheres treated with inhibitors as indicated were collected, and the total RNA was extracted using the AllPrep DNA/RNA Mini Kit (Qiagen) according to the manufacturer’s instructions. High RNA quality was verified using the Bioanalyzer RNA 6000 Nano assay (Agilent). The samples were sequenced using a NextSeq500 sequencer (Illumina) by the Genomics Core Facility of the Institute for Research in Immunology and Cancer, Université de Montréal. Reads were mapped to mouse genome version mm10 using Spliced Transcripts Alignment to a Reference (STAR). Reads counts were normalised using mean-centred and log-transformed. Differentially expressed genes among groups were identified using the R packages DESeq2^92^ and Lima. After unpaired analysis, only genes with False Discovery Rate (FDR) < 0.05, and log2 fold change ≥1.5 were considered. Hierarchical clustering of differentially expressed genes was used to represent the results (R package ggplot2). The gene set enrichment analysis was performed using the Molecular Signature-DB 7.1 and the GSEA software version 4.10^93^ with the complete set of normalised input values, using the Hallmark, canonical pathway gene sets (chemical and genetic perturbations, BioCarta, Reactome and Kegg), and Gene ontology gene sets (Biological process and cellular component). Heatmaps were constructed using Partek software. For all statistical analysis, differences were considered statistically significant if the adjusted *P* values calculated by Student’s *t* test with Bonferroni correction were <0.05. RNA-Sequencing of the tumoursphere (GSE162272). The microarray of the MMTV-*Met*^*mt*^;*Trp53fl*/+;*Cre* tumours (GSE41601) were previously published^36^. RNA-Sequencing of the PDXs (GSE142767) were previously published^94^.

### In vivo limiting dilution assay

Mice were housed in accordance with McGill University Animal Ethics Committee guidelines. A1129 and A1221 cells were resuspended in sterile PBS and injected at decreasing numbers (100, 50 and 10 cells) into the 4th mammary fat pad of female athymic mice aged between 6 and 8 weeks (Taconic Farms). The study was conducted over 12.5 weeks, during which mice were palpated every 2–3 days monitor for tumour outgrowth. TIC frequency was calculated using the Extreme Limiting Dilution Analysis (ELDA) online software available at http://bioinf.wehi.edu.au/software/elda/.

### In vivo inhibitor treatments

For the tumour-initiation study, 100,000 A1129 cells were resuspended in sterile PBS and injected into the 4th mammary fat pad of female athymic mice (Taconic Farms, Inc.). On the day of injection, mice were randomised into four groups (*n* = 10), with each group receiving vehicle control, Crizotinib (50 mg/kg/d, p.o.), BGJ398 (30 mg/kg/d, p.o.), or both drugs in combination. For the tumour progression study, mice were injected with MMTV-*Met*^*mt*^*;Trp53fl/+;Cre* cells (A1129) as above. Once tumours reached 50–100 mm^3^, mice were randomised into four treatment groups (*n* = 10) and gavaged daily as above. Tumour diameters were measured every 2 days with callipers, and tumour volume (mm^3^) was calculated by the following formula: (length × 4.18879)/2 × (width/2)^2^. PDX GCRC1915 tumours were transplanted as fragments into the 4th mammary fat pad of female NSG mice with *HGF*^*tm1.1(HGF)Aveo*^ “humanised” knock-in allele (NSG-hHGFki) (https://www.jax.org/strain/014553). Once tumours reached 50–100 mm^3^, mice were randomised into four treatment groups (*n* = 5) and gavaged daily as above. Tumour growth was monitored and volumes calculated as above.

### Flow cytometry

Single cells were stained with fluorophore-conjugated antibodies in 100 μl of PBS with 2% FBS for 30 min on ice protected from light. Cells were washed twice then resuspended in PBS with 2% FBS, and viability dye 7-AAD (eBioscience) was added to each sample. Multi-colour cell sorting was performed on a FACS CantoII (BD Biosciences) and data analysis was performed using FlowJo (Tree Star Inc.). An example of gating is presented in Supplementary Fig. S8.

### Immunofluorescence

Tumour tissues were formalin-fixed and paraffin-embedded, and sections were cut at 4 μm. Sections were deparaffinized in xylene and re-hydrated in ethanol, followed by citrate buffer (pH 6) at boiling temperature. Slides were cooled and blocked with 2% BSA and incubated overnight with primary antibody at 4 °C. Slides were rinsed in distilled water, treated with 3% H_2_O_2_ for 30 min, incubated with secondary antibody for 45 min at room temperature, and counterstained with 0.5 ng/ml DAPI. Tyramide signal amplification (Thermo Fisher) was used according to the manufacturer’s instructions. Finally, slides were imaged with an LSM800 confocal microscope and analysed using Zen software (Zeiss).

### Tumour dissociation

Tumours were minced using razor blades and transferred to a 50-ml conical tube containing tissue digestion media (DMEM + 2.5 FBS with collagenase IV). Tubes were placed in rotating ovens and to dissociate over 2–3 h at 37 °C. The suspension was centrifuged to pellet the epithelial and fibroblast cell content. The pellet was then resuspended in warm PBS, and the epithelial organoids/cells were allowed to gravity sediment for ~5 min. The stromal cell-rich supernatant was removed, and the epithelial content washed in warm PBS then pelleted. The pellet was then trypsinized in 0.05% Trypsin-EDTA and passed through a 40-μm cell strainer to generate a single-cell suspension. Murine stromal cells were further removed using a Mouse Cell Depletion Kit (Miltenyi) according to the manufacturer’s instructions.

### Analysis of gene expression data

The R package GSVA^95^ was used to analyse data from TNBC patients of the TCGA dataset^41^. In order to enrich for patients with high expression of TIC or EMT gene signatures, ssGSEA was applied using the indicated published gene signatures. Welch two-sample *t* test was used to compare the expression of single genes, as well as MET and FGFR1 activation signatures between TIC/EMT high and TIC/EMT low patient cohorts.

The gene expression-based outcome for breast cancer online (GOBO) tool (http://co.bmc.lu.se/gobo/) was used to determine the association of HGF, FGFR1, EGF and EGFR expression with relapse-free survival across a large set of breast cancers analysed by Affymetrix U133A arrays^96^.

### Statistical analysis

Quantitative data are presented as means ± SEM. Statistical significance was assessed using a two-tailed Student’s *t* test, and ordinary one-way ANOVA with Tukey’s correction for multiple comparisons, unless otherwise indicated, using Prism software. Significance is as follows: *P* > 0.05, not significant (ns); ^∗^*P* ≤ 0.05; ^∗∗^*P* ≤ 0.01; ^∗∗∗^*P* ≤ 0.001; ^∗∗∗∗^*P* ≤ 0.0001. Data distribution was assumed to be normal, but this was not formally tested. *P* values and the number of experiments used for quantification and statistical analysis are indicated in the corresponding figure legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary Checklist

## Data Availability

Processed RNA-sequencing datasets generated during the study are available in Gene expression Omnibus: https://identifiers.org/geo:GSE162272^97^. The raw RNA-sequencing data are available in Sequence Read Archive: https://identifiers.org/ncbi/insdc.sra:SRP294504^98^. All other datasets generated and analysed during the study (including tumoursphere-formation assays, tumoursphere proliferation assays, immunohistochemistry data, quantitative RT-PCR, in vivo inhibitor treatments (including tumour volume calculations), flow cytometry data and immunofluorescence data) are publicly available in the figshare repository: 10.6084/m9.figshare.13519181^99^. The publicly available TCGA data analysed during the study are available in cBioPortal for Cancer Genomics: https://identifiers.org/cbioportal:brca_tcga_pub^100^. Microarray data from the MMTV-*Met*^*mt*^;*Trp53fl*/+;*Cre* tumours analysed during the study, are available in Gene Expression Omnibus: https://identifiers.org/geo:GSE41601^101^. RNA-sequencing data from breast cancer pairs of primary tumours and PDXs, analysed during the study, are also available in Gene Expression Omnibus: https://identifiers.org/geo:GSE142767^102^. Uncropped western blots are part of the supplementary files that accompany the article^97–102^.

# Supplementary material for: Co-dependency for MET and FGFR1 in basal triple-negative breast cancers
**Source:** NPJ Breast Cancer. 2021 Mar 26;7:36. doi: 10.1038/s41523-021-00238-4
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Supplemental Figures and Tables:

**Supplementary Figure 1.** MMTV-*Met<sup>mt</sup>;Trp53fl/+;Cre* spindloid tumour-derived are enriched in mesenchymal and stem cell gene signatures. **a** Unsupervised hierarchical clustering of 3 independent MMTV-*Met<sup>mt</sup>;Trp53fl/+;Cre* tumours with spindloid or non-spindloid pathology from microarray analysis (GSE41601). **b-c** Significantly modulated genes in spindloid tumours compared to non-spindloid tumours were subjected to MSigDB (FDR<0.05, log2fold change  $\geq 1.5$ ). Graphs showing significant enrichment of genes signatures associated with positive regulation of stem cells and negative regulation of differentiation. **d** Heatmap representation of the relative expression of known phenotypic markers for each indicated cellular process.

**Supplementary Figure 2.** Frs2 is required to facilitate compensatory signaling between Met and FGFR1. **a** A1005 and A1129 cells were transfected with empty vector or shRNA against Frs2, and efficient knockdown of Frs2 was verified by Western blot analysis. **b** The effect of Frs2 knockdown on proliferation in adherent condition was assessed for 96h by Trypan blue assay. **c** The effect of Frs2 knockdown on tumoursphere formation in the presence or absence of 1 $\mu$ M Crizotinib was assessed after 5 days of culture. Student's t-test; \*\*p $\leq$  0.01. Error bars indicate SEM.

**Supplementary Figure 3.** Human Basal B breast cancer cell lines are enriched in expression of FGFR1. **a-d** mRNA z-scores of MET, FGFR1, 2, 3 and 4 were acquired from the Cancer Cell Line Encyclopedia, and co-expression of MET and each FGFR was compared among human breast cancer cell lines. Student's t-test; \*p $\leq$  0.05; \*\*p $\leq$  0.01; \*\*\*p $\leq$  0.001.

**Supplementary Figure 4.** MET and FGFR signaling regulate TICs in Basal B breast cancer cell lines. **a** Scatter plots of CD44 and CD24 expression as detected by flow cytometry in Hs578t cells treated with Crizotinib and/or PD173074 (1 $\mu$ M for both) and stimulated with HGF (50ng/ml) or bFGF (20ng/ml). **b** BT549 cells were treated for 2h, followed by 30min stimulation with HGF or bFGF. The proportion of CD44<sup>+</sup>CD24<sup>-</sup> cells was determined by flow cytometry 72h later. **c** Protein lysates from BT549 and Hs578t tumourspheres treated with Crizotinib and/or PD173074 for 2h, followed by 30min stimulation with HGF or bFGF, were analyzed by Western blot. Student's t-test; \*\*\*p $\leq$  0.001, \*\*\*\*p $\leq$  0.0001. Error bars indicate SEM.

**Supplementary Figure 5.** Basal B TNBC PDXs are enriched in expression of HGF and FGFR1-FRS2. **a** Unsupervised hierarchical clustering of a published claudin-low (Basal B) breast cancer gene expression signature stratified the PDXs into Basal A and Basal B subtypes from RNA-Seq analysis (GSE142767). **b** Basal B PDXs correlate with increased HGF, FGFR1, and ERK1/2 signaling pathways. **c** Gene expression profiles from Basal B (high FGFR1) and Basal A PDXs (low FGFR1) were subjected to GSEA analysis. Basal B PDXs show significant enrichment of genes signature associated with positive regulation

of stem cells and negative regulation of cell differentiation. Selected enrichment plots for the indicate gene signatures are shown. **d** Heatmap representation of relative expression of known phenotypic markers for each indicated cellular process.

**Supplementary Figure 6.** MET and FGFR signaling regulate TICs in PDXs. **a** Immunofluorescence was performed on GCRC 1886 and GCRC1863 tumour sections to validate not every PDX has MET and FGFR1 co-expression in the same cell. Scale bars: 100µm. **b** Scatter plot of CD44 and CD24 expression as detected by flow cytometry in GCRC1915 xenografts treated with Crizotinib and/or BGJ398.

**Supplementary Figure 7.** Highly mesenchymal TNBCs are enriched for gene signatures associated with MET and FGFR1 signaling activation. **a** Box plots of median-centred expression of the indicated genes in TIC/EMT high and low patient groups. **b** Box plots of ssGSEA enrichment scores for MET and FGFR1 activation gene signatures in TIC/EMT high and low patient groups.

**Supplementary Figure 8.** Gating strategy for evaluating CD24 and CD44 positive cells by flow cytometry in cell lines and dissociated tumours.

**Supplementary Figure 9.** Raw data for the uncropped blots included in each figure and supplementary figure.

**Supplementary Table 1.** List of the most significant differentially expressed genes in Crizotinib versus DMSO treated tumourspheres

**Supplementary Table 2.** List of the most significant differentially expressed genes in PD173074 versus DMSO treated tumourspheres

**Supplementary Table 3.** List of the most significant differentially expressed genes in Combo versus DMSO treated tumourspheres

**Supplementary Table 4.** Antibody dilutions

**Supplementary Table 5.** Primers sequences

# Supplementary Figure 1

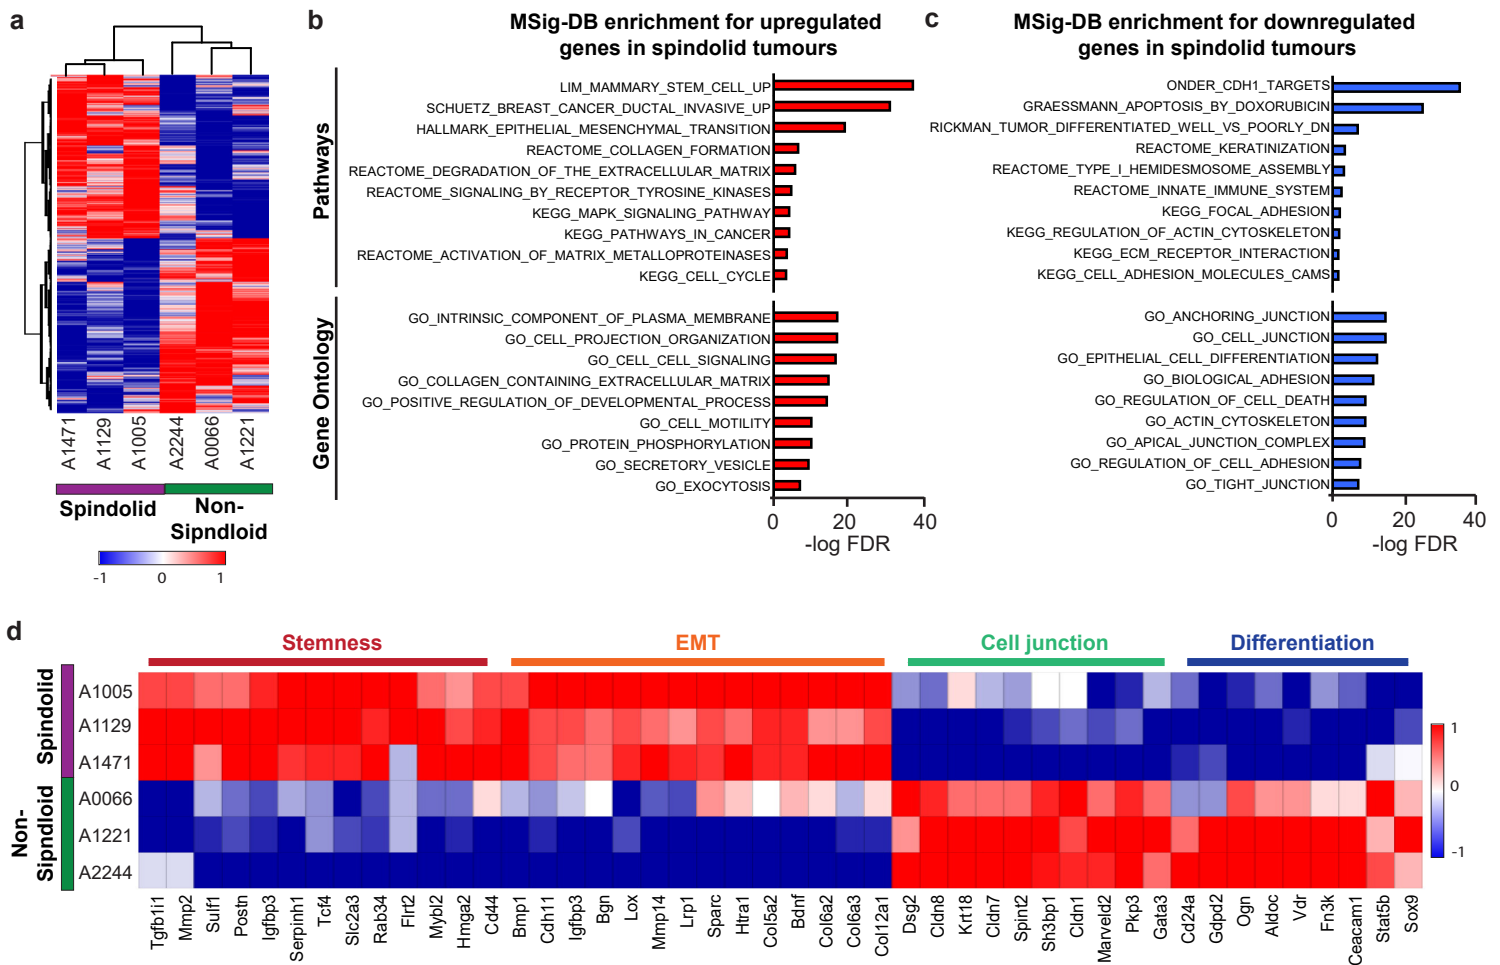

Supplementary Figure 1. MMTV-*Met*<sup>mt</sup>;*Trp53fl/+*;*Cre* spindloid tumour-derived are enriched in mesenchymal and stem cell gene signatures. a Unsupervised hierarchical clustering of 3 independent MMTV-*Met*<sup>mt</sup>;*Trp53fl/+*;*Cre* tumours with spindloid or non-spindloid pathology from microarray analysis (GSE41601). b-c Significantly modulated genes in spindloid tumours compared to non-spindloid tumours were subjected to MSigDB (FDR<0.05, log2fold change ≥1.5). Graphs showing significant enrichment of genes signatures associated with positive regulation of stem cells and negative regulation of differentiation. d Heatmap representation of the relative expression of known phenotypic markers for each indicated cellular process.

## Supplementary Figure 2

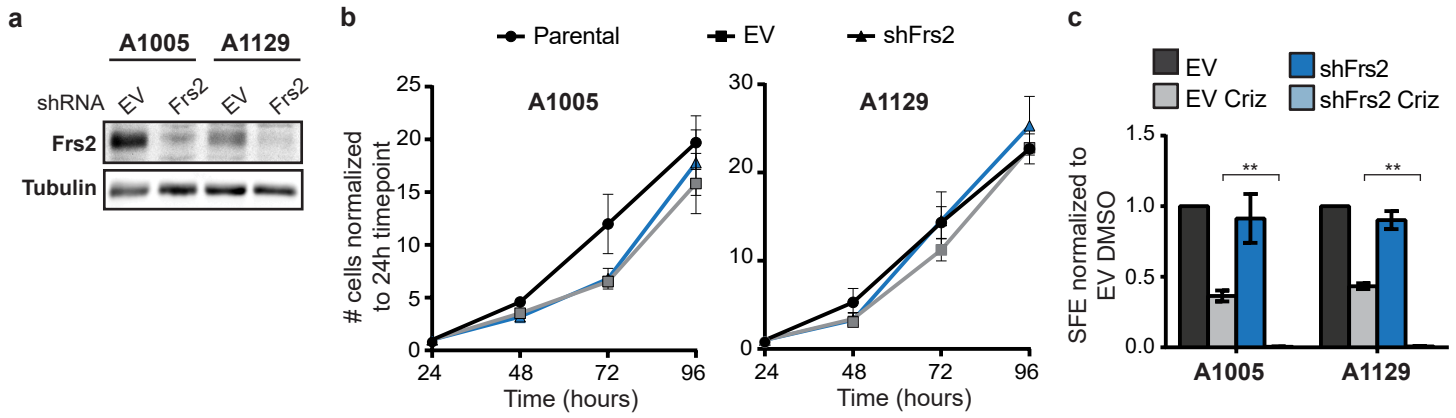

Supplementary Figure 2. Frs2 is required to facilitate compensatory signaling between Met and FGFR1. **a** A1005 and A1129 cells were transfected with empty vector or shRNA against Frs2, and efficient knockdown of Frs2 was verified by Western blot analysis. **b** The effect of Frs2 knockdown on proliferation in adherent condition was assessed for 96h by Trypan blue assay. **c** The effect of Frs2 knockdown on tumoursphere formation in the presence or absence of 1 $\mu$  M Crizotinib was assessed after 5 days of culture. Student's t-test; \*\* $p \leq 0.01$ . Error bars indicate SEM.

Supplementary Figure 3

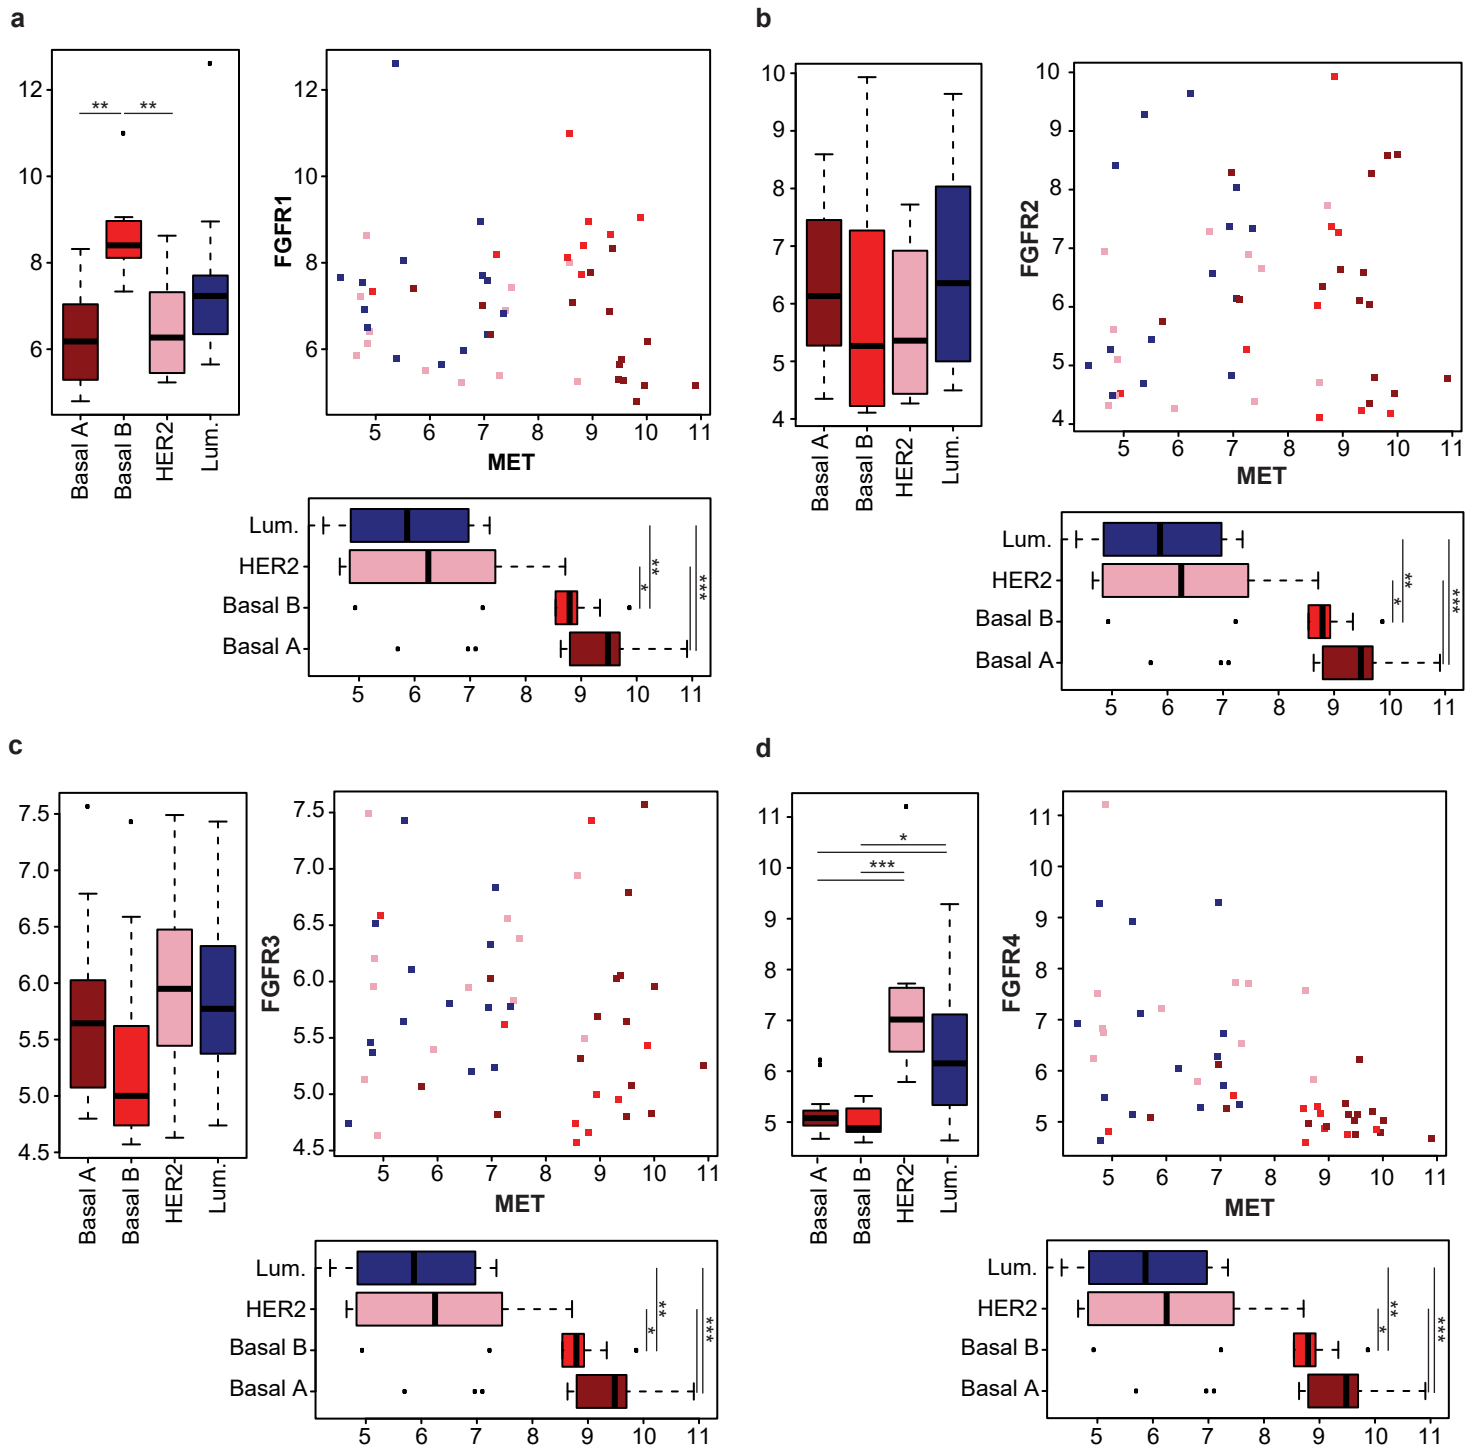

Supplementary Figure 3. Human Basal B breast cancer cell lines are enriched in expression of FGFR1. a-d mRNA z-scores of MET, FGFR1, 2, 3 and 4 were acquired from the Cancer Cell Line Encyclopedia, and co-expression of MET and each FGFR was compared among human breast cancer cell lines. Student's t-test; \* $p \leq 0.05$ ; \*\* $p \leq 0.01$ ; \*\*\* $p \leq 0.001$ .

# Supplementary Figure 4

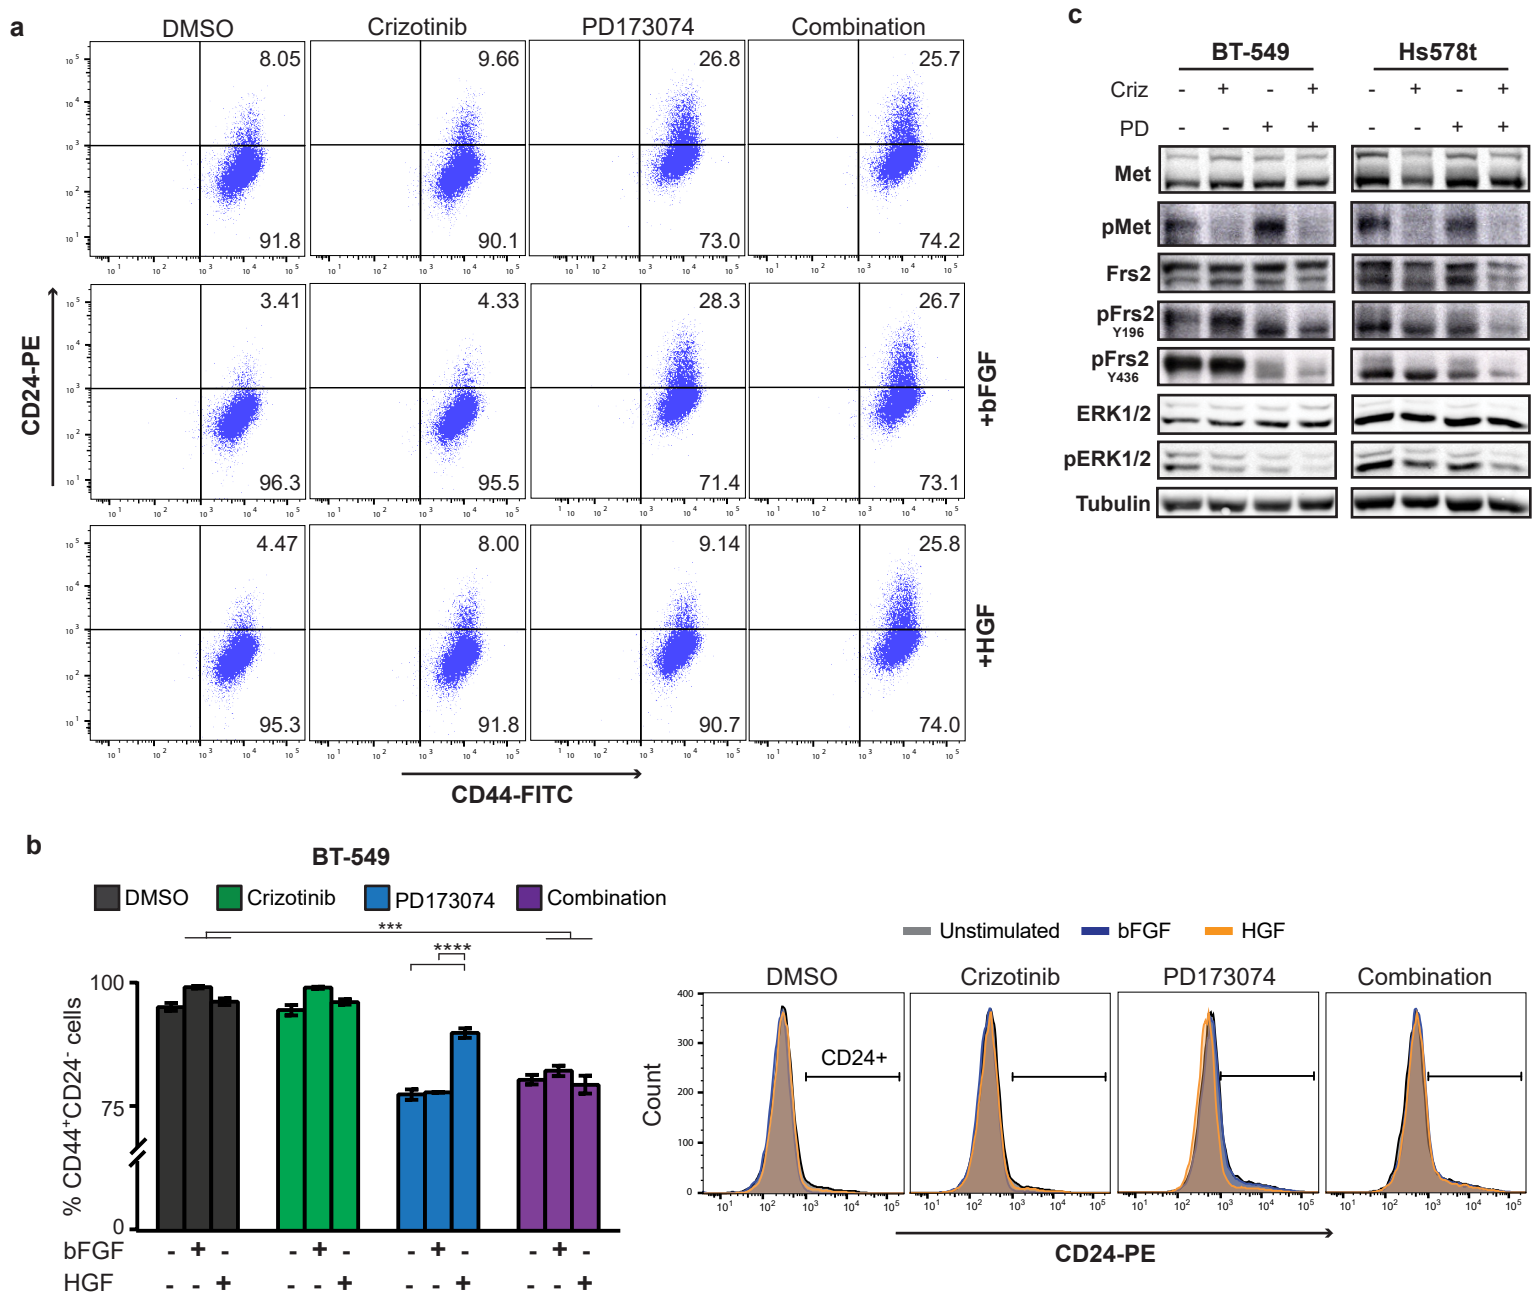

Supplementary Figure 4. MET and FGFR signaling regulate TICs in Basal B breast cancer cell lines. **a** Scatter plots of CD44 and CD24 expression as detected by flow cytometry in Hs578t cells treated with Crizotinib and/or PD173074 (1  $\mu$ M for both) and stimulated with HGF (50ng/ml) or bFGF (20ng/ml). **b** BT549 cells were treated for 2h, followed by 30min stimulation with HGF or bFGF. The proportion of CD44<sup>+</sup>CD24<sup>-</sup> cells was determined by flow cytometry 72h later. **c** Protein lysates from BT549 and Hs578t tumourspheres treated with Crizotinib and/or PD173074 for 2h, followed by 30min stimulation with HGF or bFGF, were analyzed by Western blot. Student's t-test; \*\*\* $p \leq 0.001$ , \*\*\*\* $p \leq 0.0001$ . Error bars indicate SEM.

Supplementary Figure 5

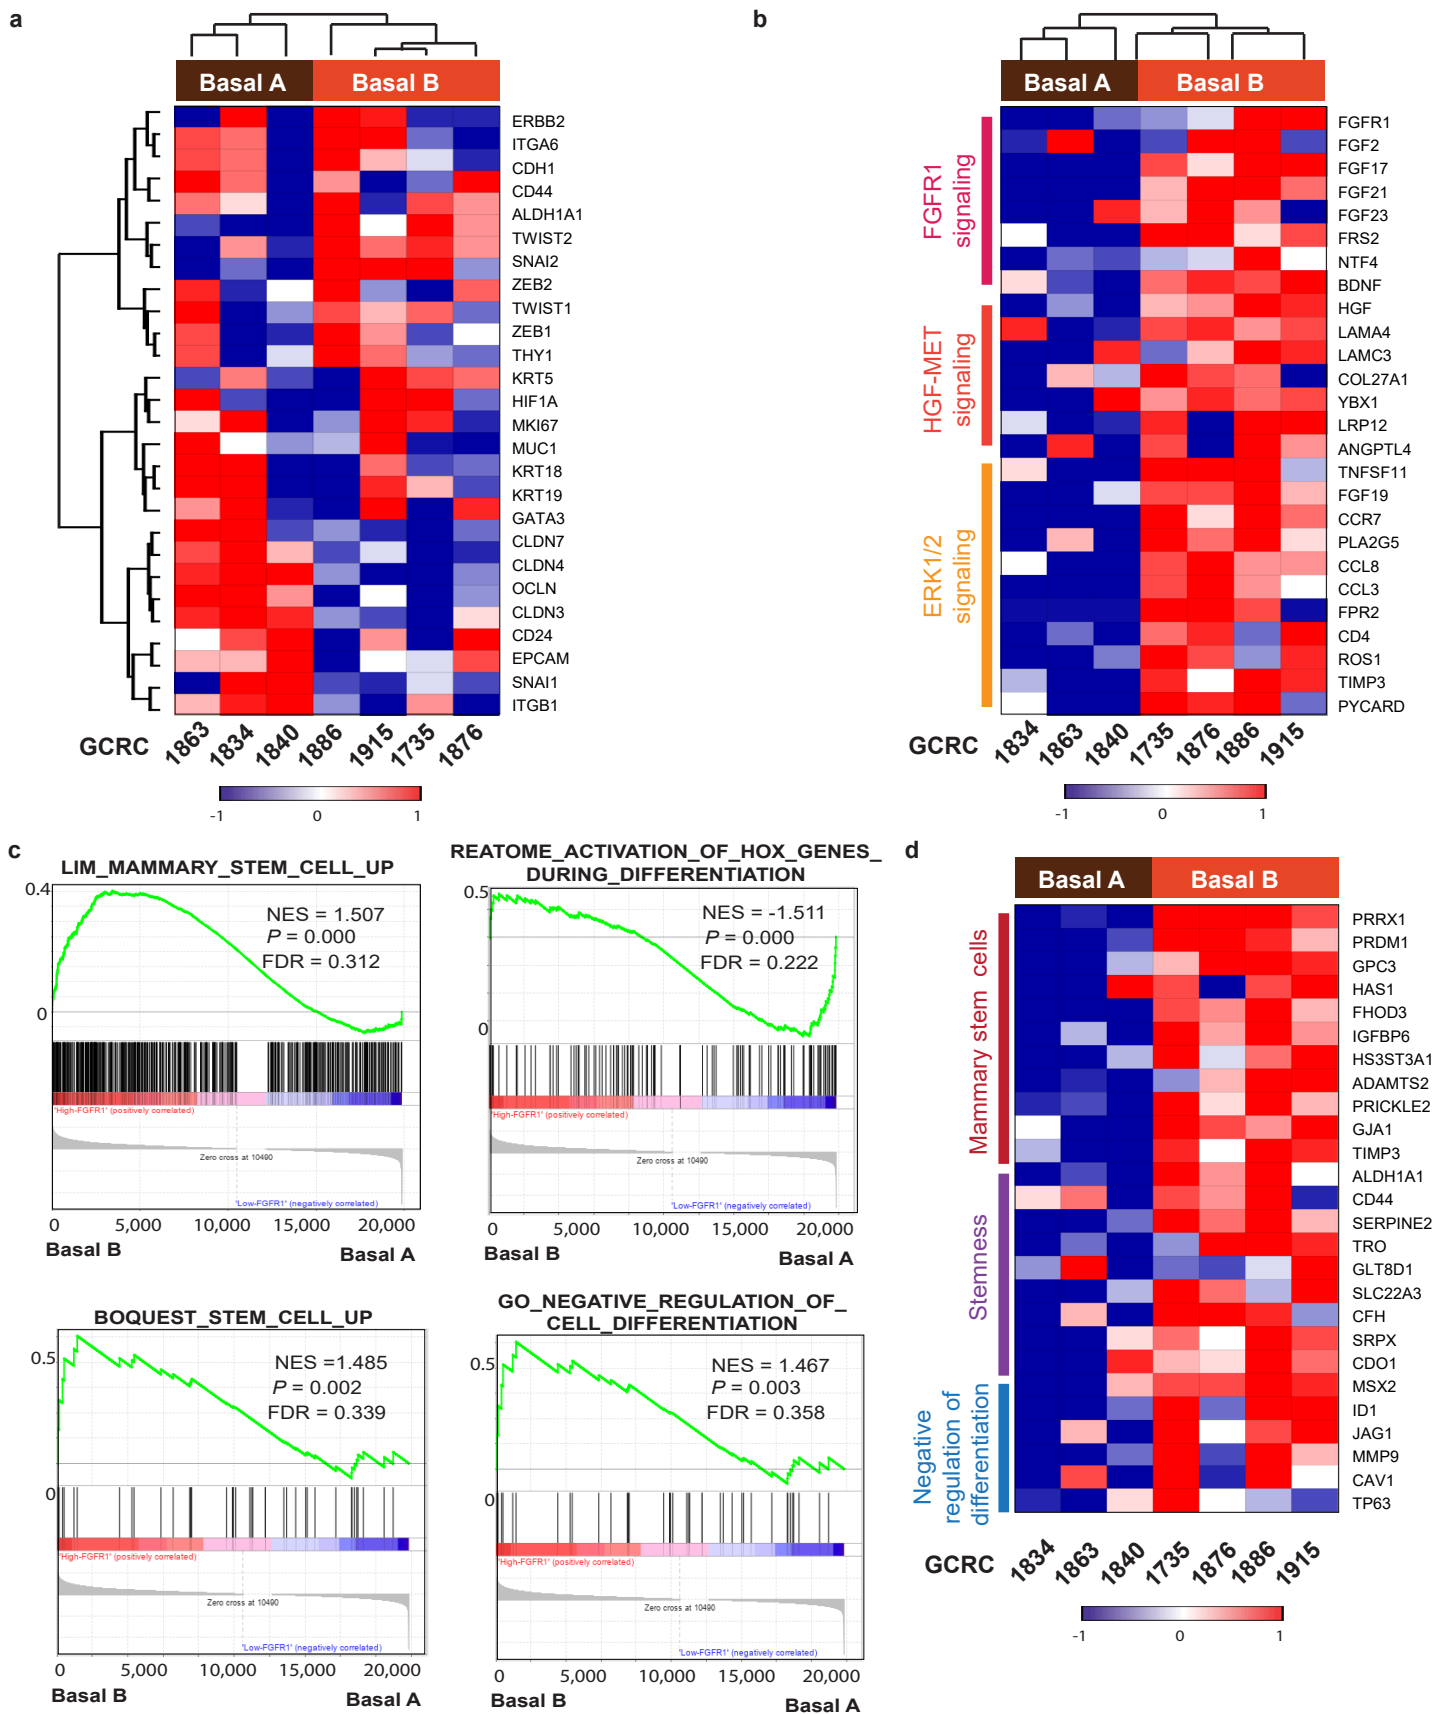

Supplementary Figure 5. Basal B TNBC PDXs are enriched in expression of HGF and FGFR1-FRS2. **a** Unsupervised hierarchical clustering of a published claudin-low (Basal B) breast cancer gene expression signature stratified the PDXs into Basal A and Basal B subtypes from RNA-Seq analysis (GSE142767). **b** Basal B PDXs correlate with increased HGF, FGFR1, and ERK1/2 signaling pathways. **c** Gene expression profiles from Basal B (high FGFR1) and Basal A PDXs (low FGFR1) were subjected to GSEA analysis. Basal B PDXs show significant enrichment of genes signature associated with positive regulation of stem cells and negative regulation of cell differentiation. Selected enrichment plots for the indicate gene signatures are shown. **d** Heatmap representation of relative expression of known phenotypic markers for each indicated cellular process.

# Supplementary Figure 6

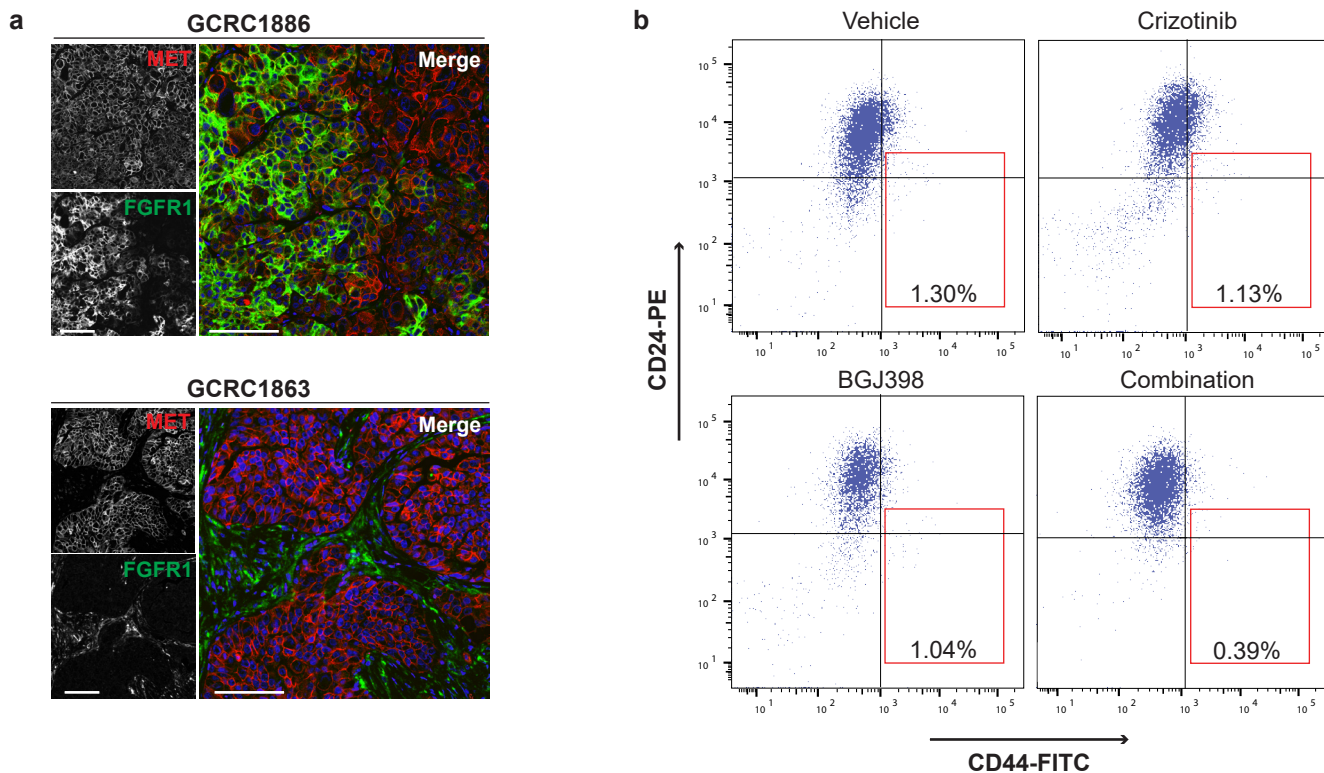

Supplementary Figure 6. MET and FGFR signaling regulate TICs in PDXs. **a** Immunofluorescence was performed on GCRC 1886 and GCRC1863 tumour sections to validate not every PDX has MET and FGFR1 co-expression in the same cell. Scale bars: 100µm. **b** Scatter plot of CD44 and CD24 expression as detected by flow cytometry in GCRC1915 xenografts treated with Crizotinib and/or BGJ398.

**Supplementary Figure 7**

**a**

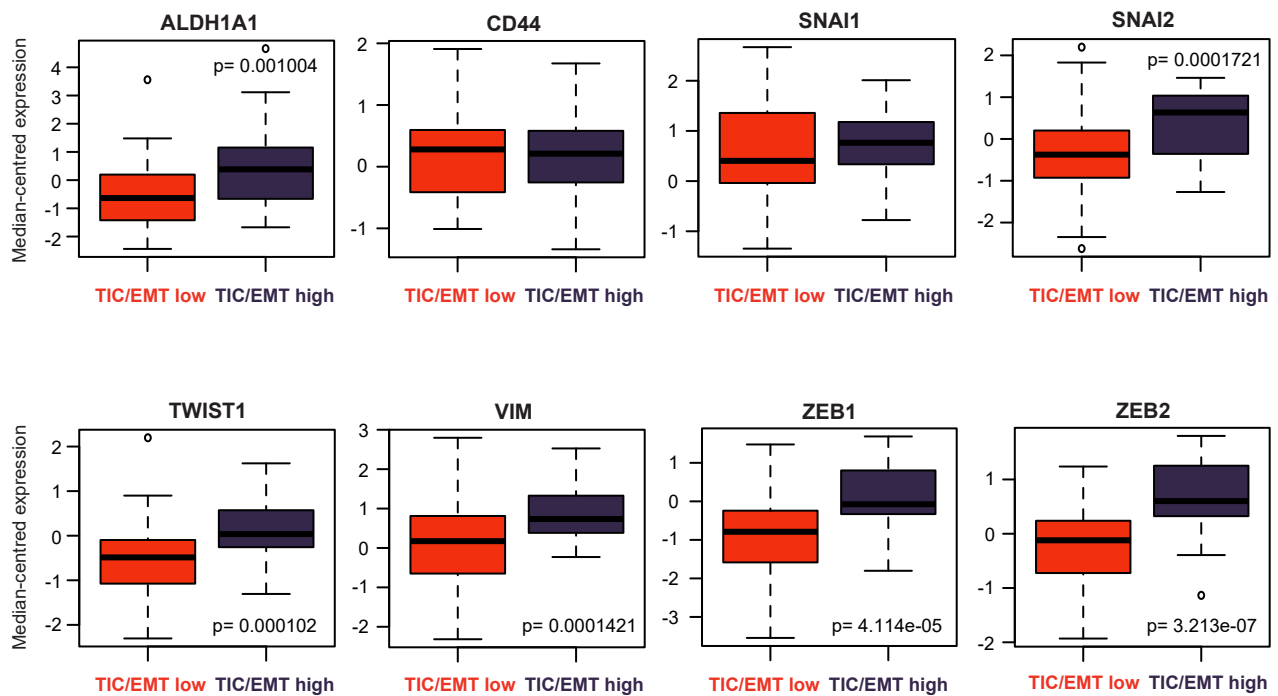

**b**

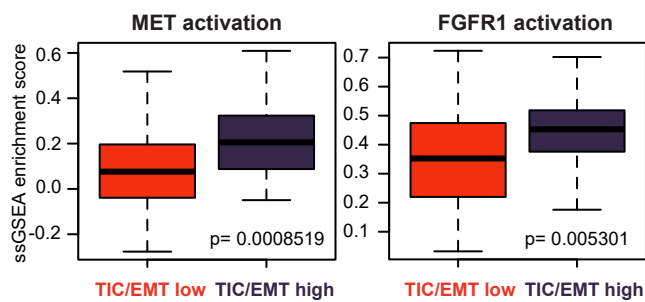

Supplementary Figure 7. Highly mesenchymal TNBCs are enriched for gene signatures associated with MET and FGFR1 signaling activation. a Box plots of median-centred expression of the indicated genes in TIC/EMT high and low patient groups. b Box plots of ssGSEA enrichment scores for MET and FGFR1 activation gene signatures in TIC/EMT high and low patient groups.

**Supplementary Figure 8**

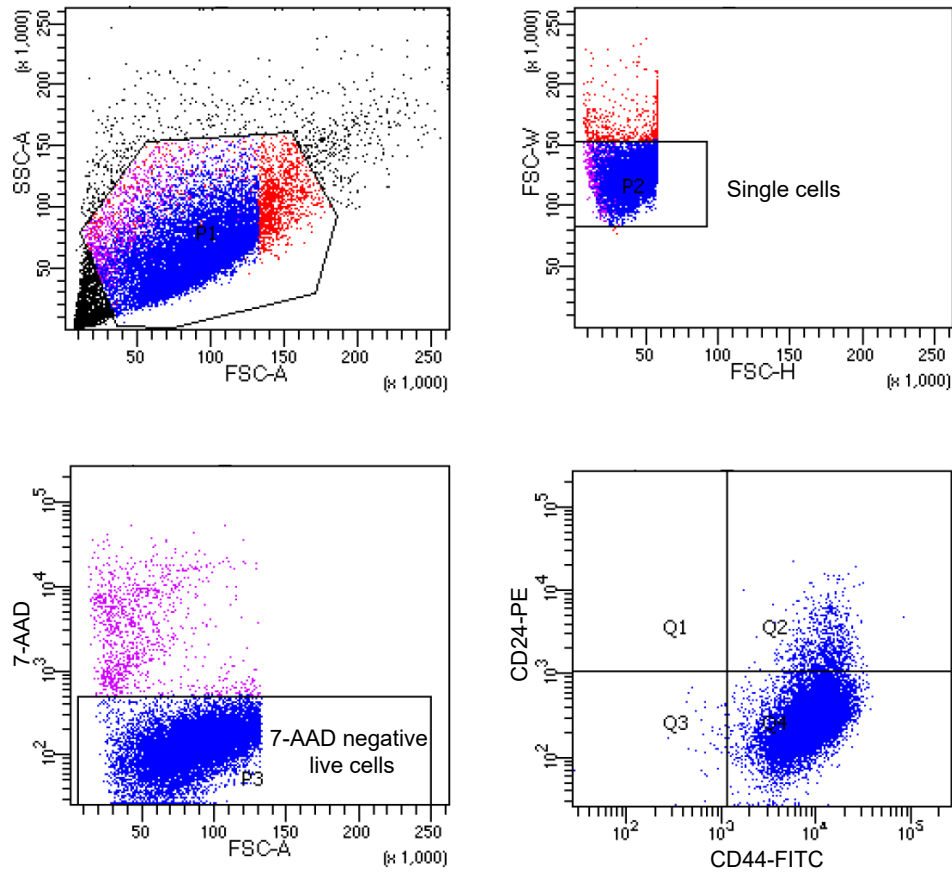

Supplementary Figure 8. Gating strategy for evaluating CD24 and CD44 positive cells by flow cytometry in cell lines and dissociated tumours.

## Supplementary Figure 9.

Figure 2B

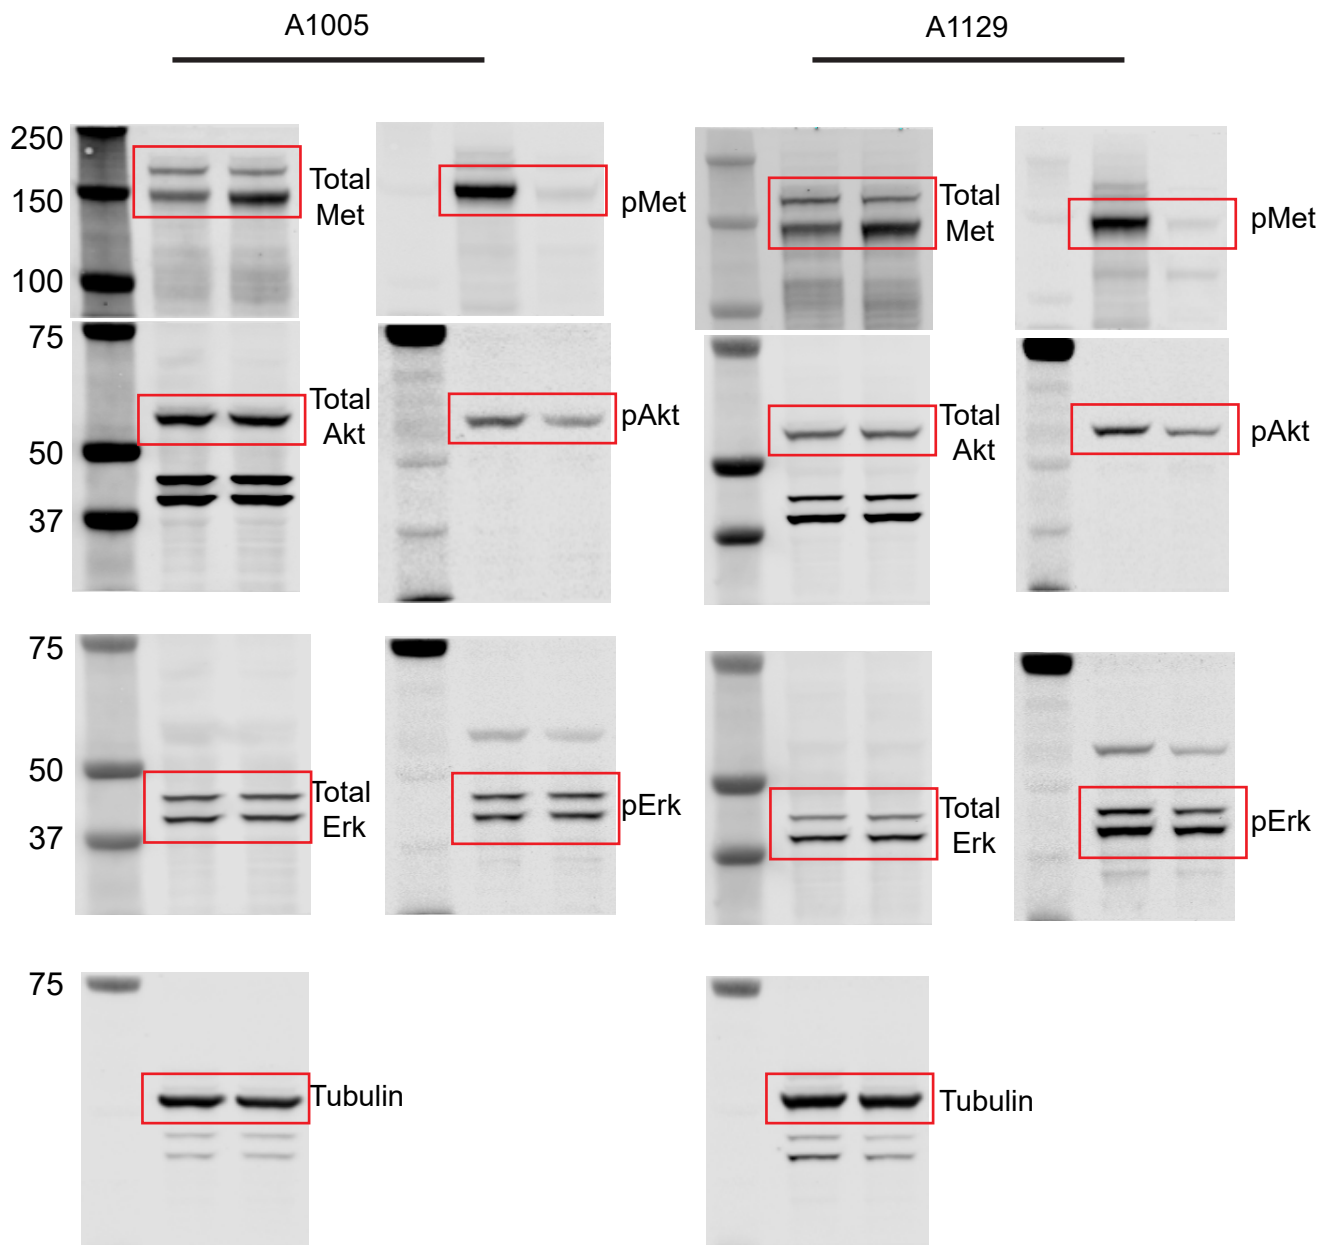

Supplementary Figure 9. Raw data for the uncropped blots included in each figure and supplementary figure. Un-cropped images of all blots from Fig. 2b.

**Figure 2F**

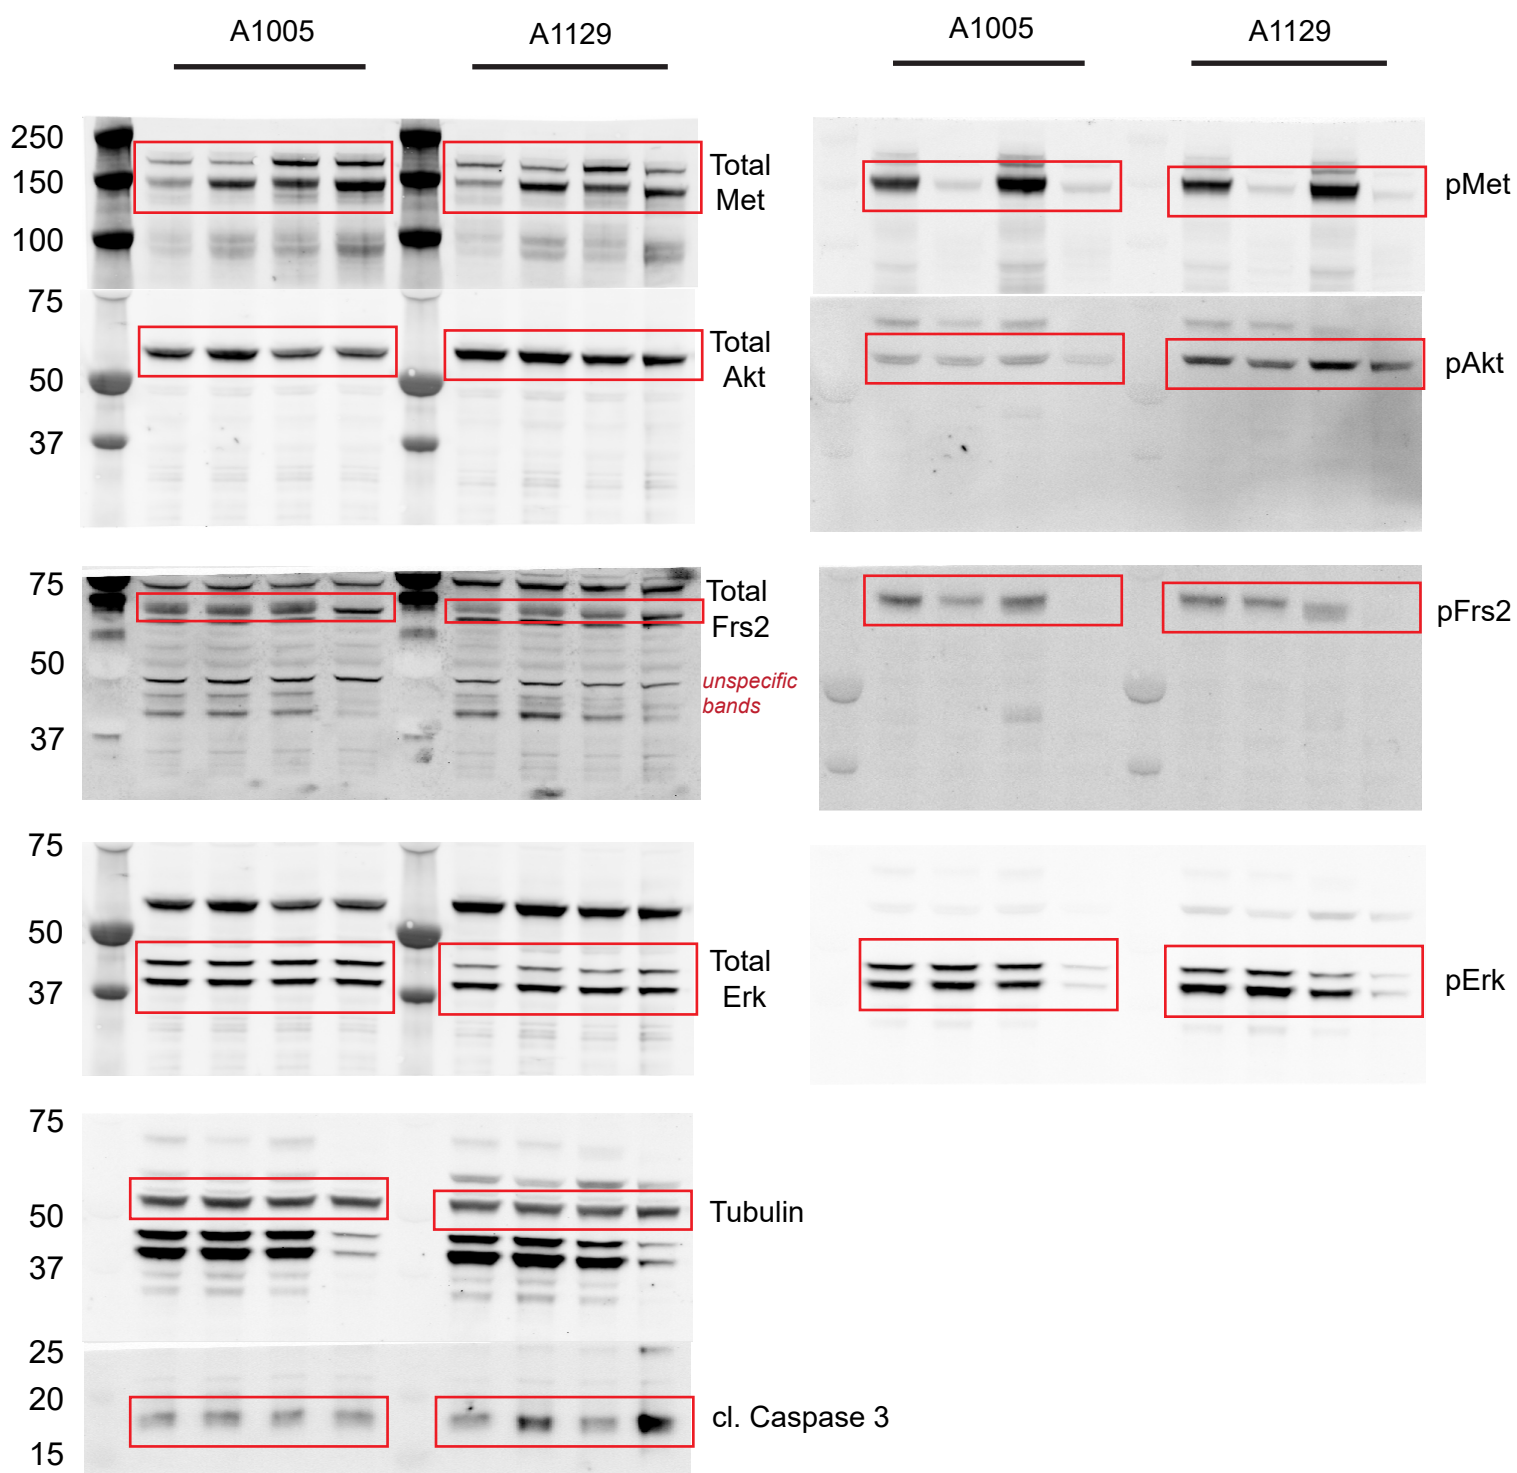

Un-cropped images of all blots from Fig. 2f.

**Figure 3B**

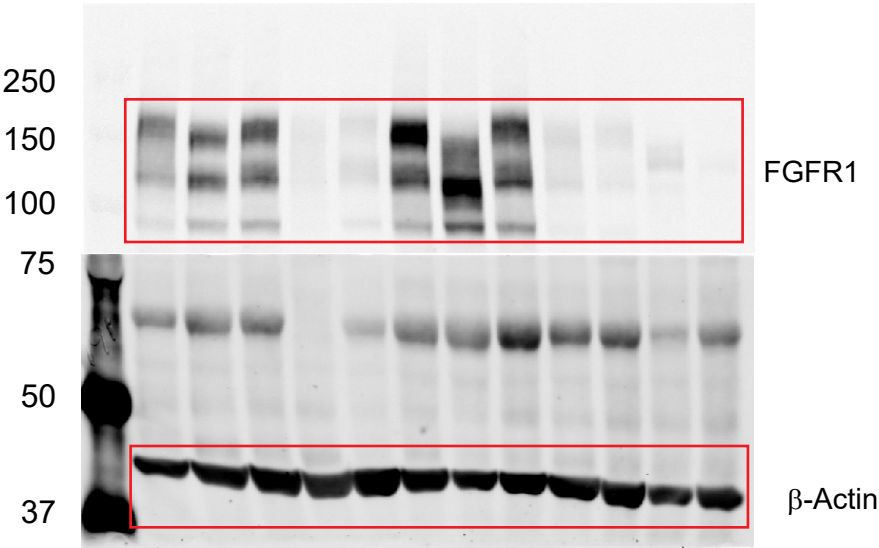

**Un-cropped images of all blots from Fig. 3b.**

Figure 3D

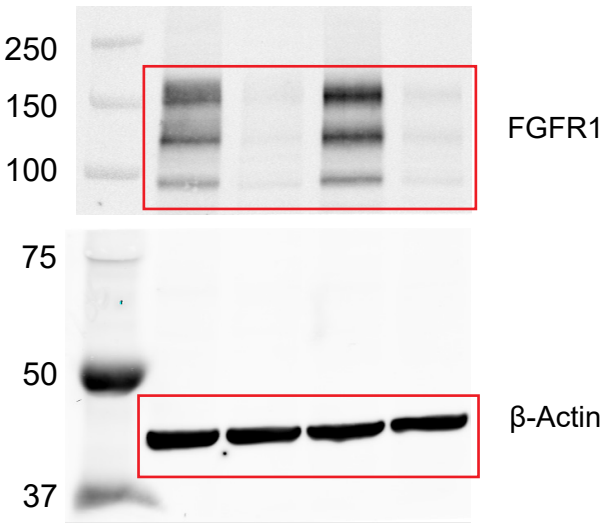

Un-cropped images of all blots from Fig. 3d.

**Figure 5F**

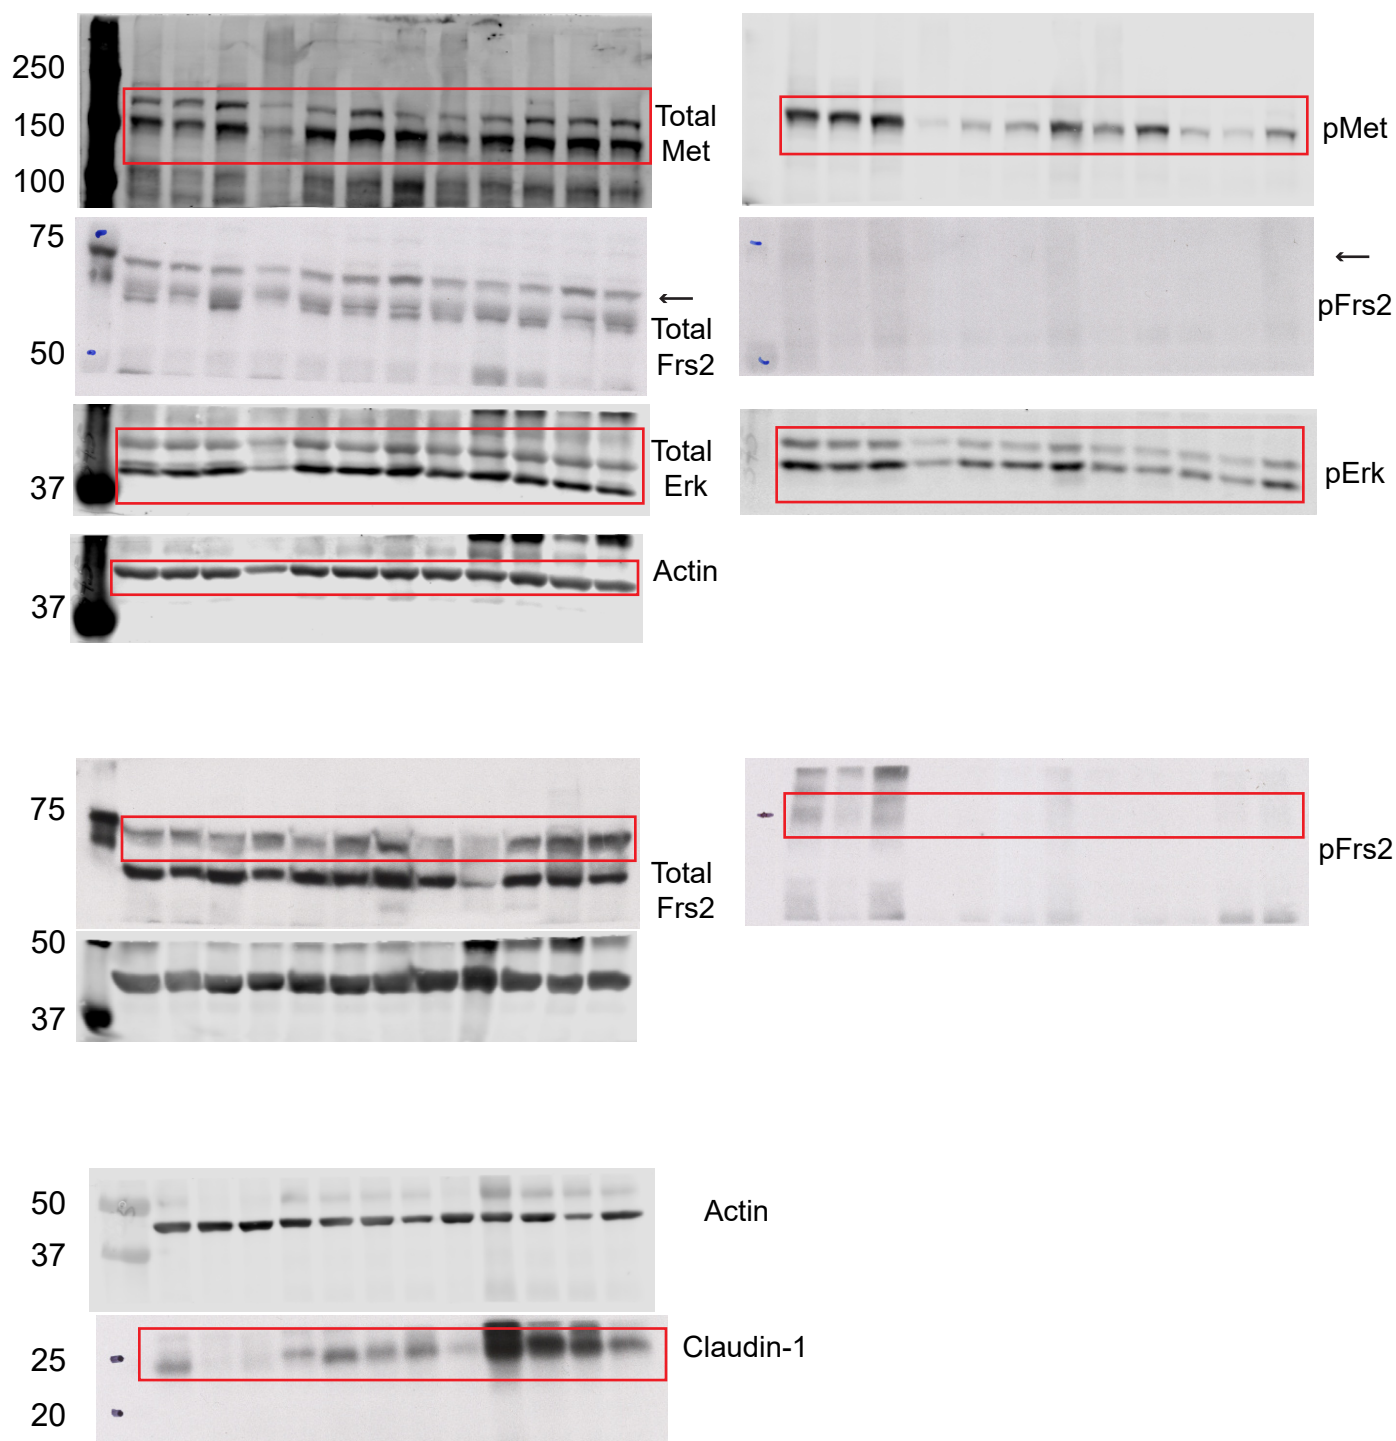

Un-cropped images of all blots from Fig. 5f.

**Figure 6A**

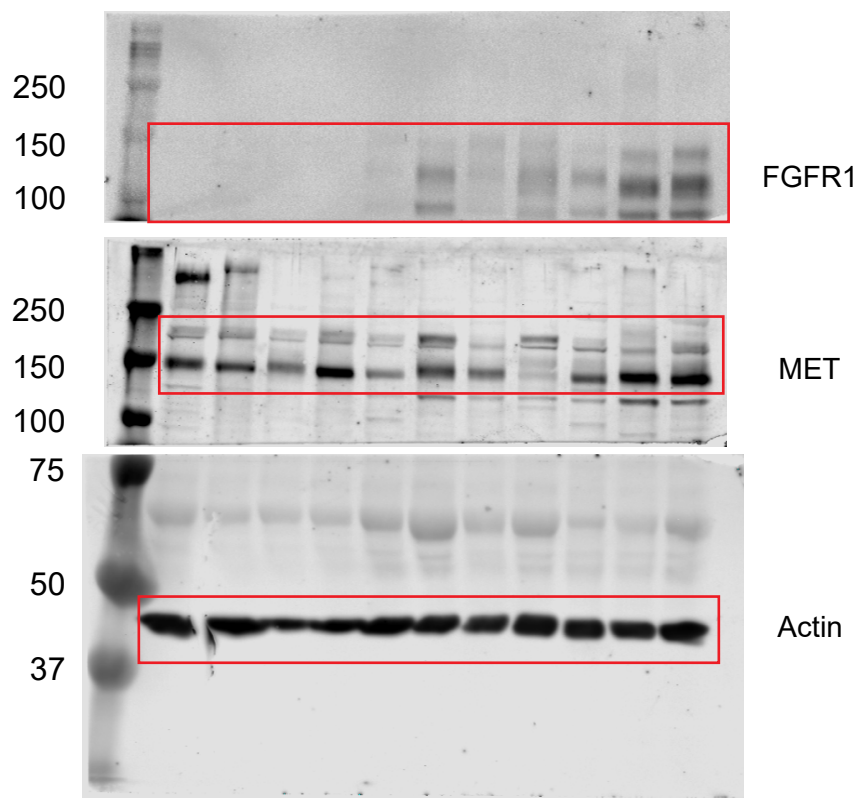

**Un-cropped images of all blots from Fig. 6a.**

Figure 7A

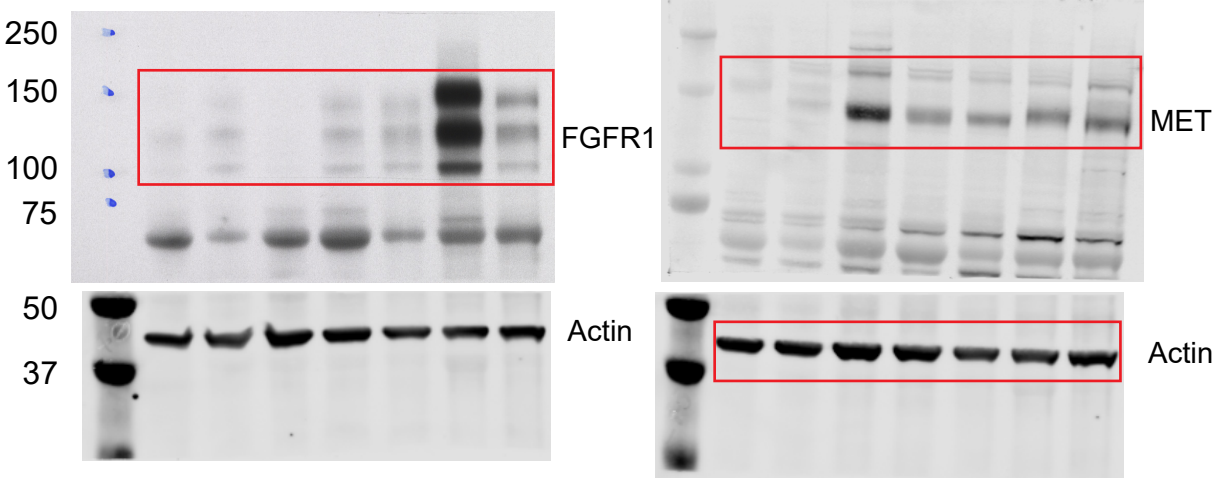

Un-cropped images of all blots from Fig. 7a.

**Figure S2A**

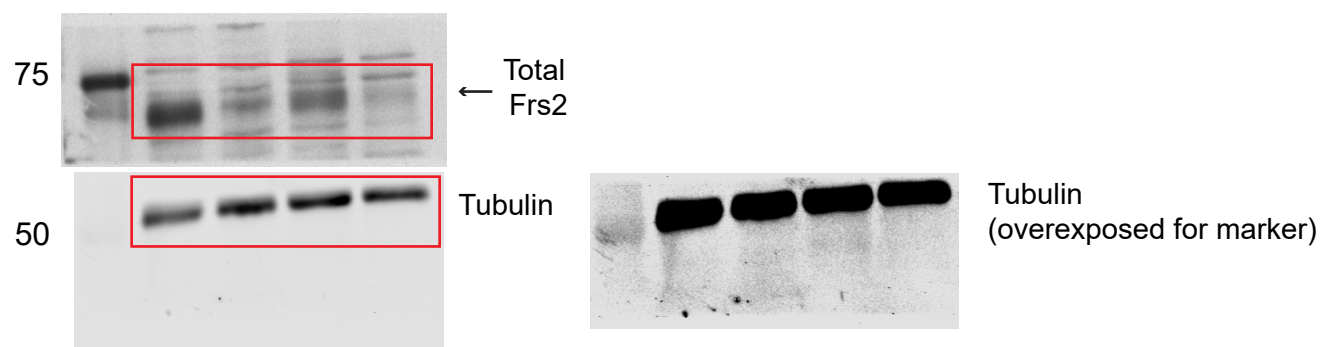

**Un-cropped images of all blots from Fig. S2a.**

**Figure S4C**

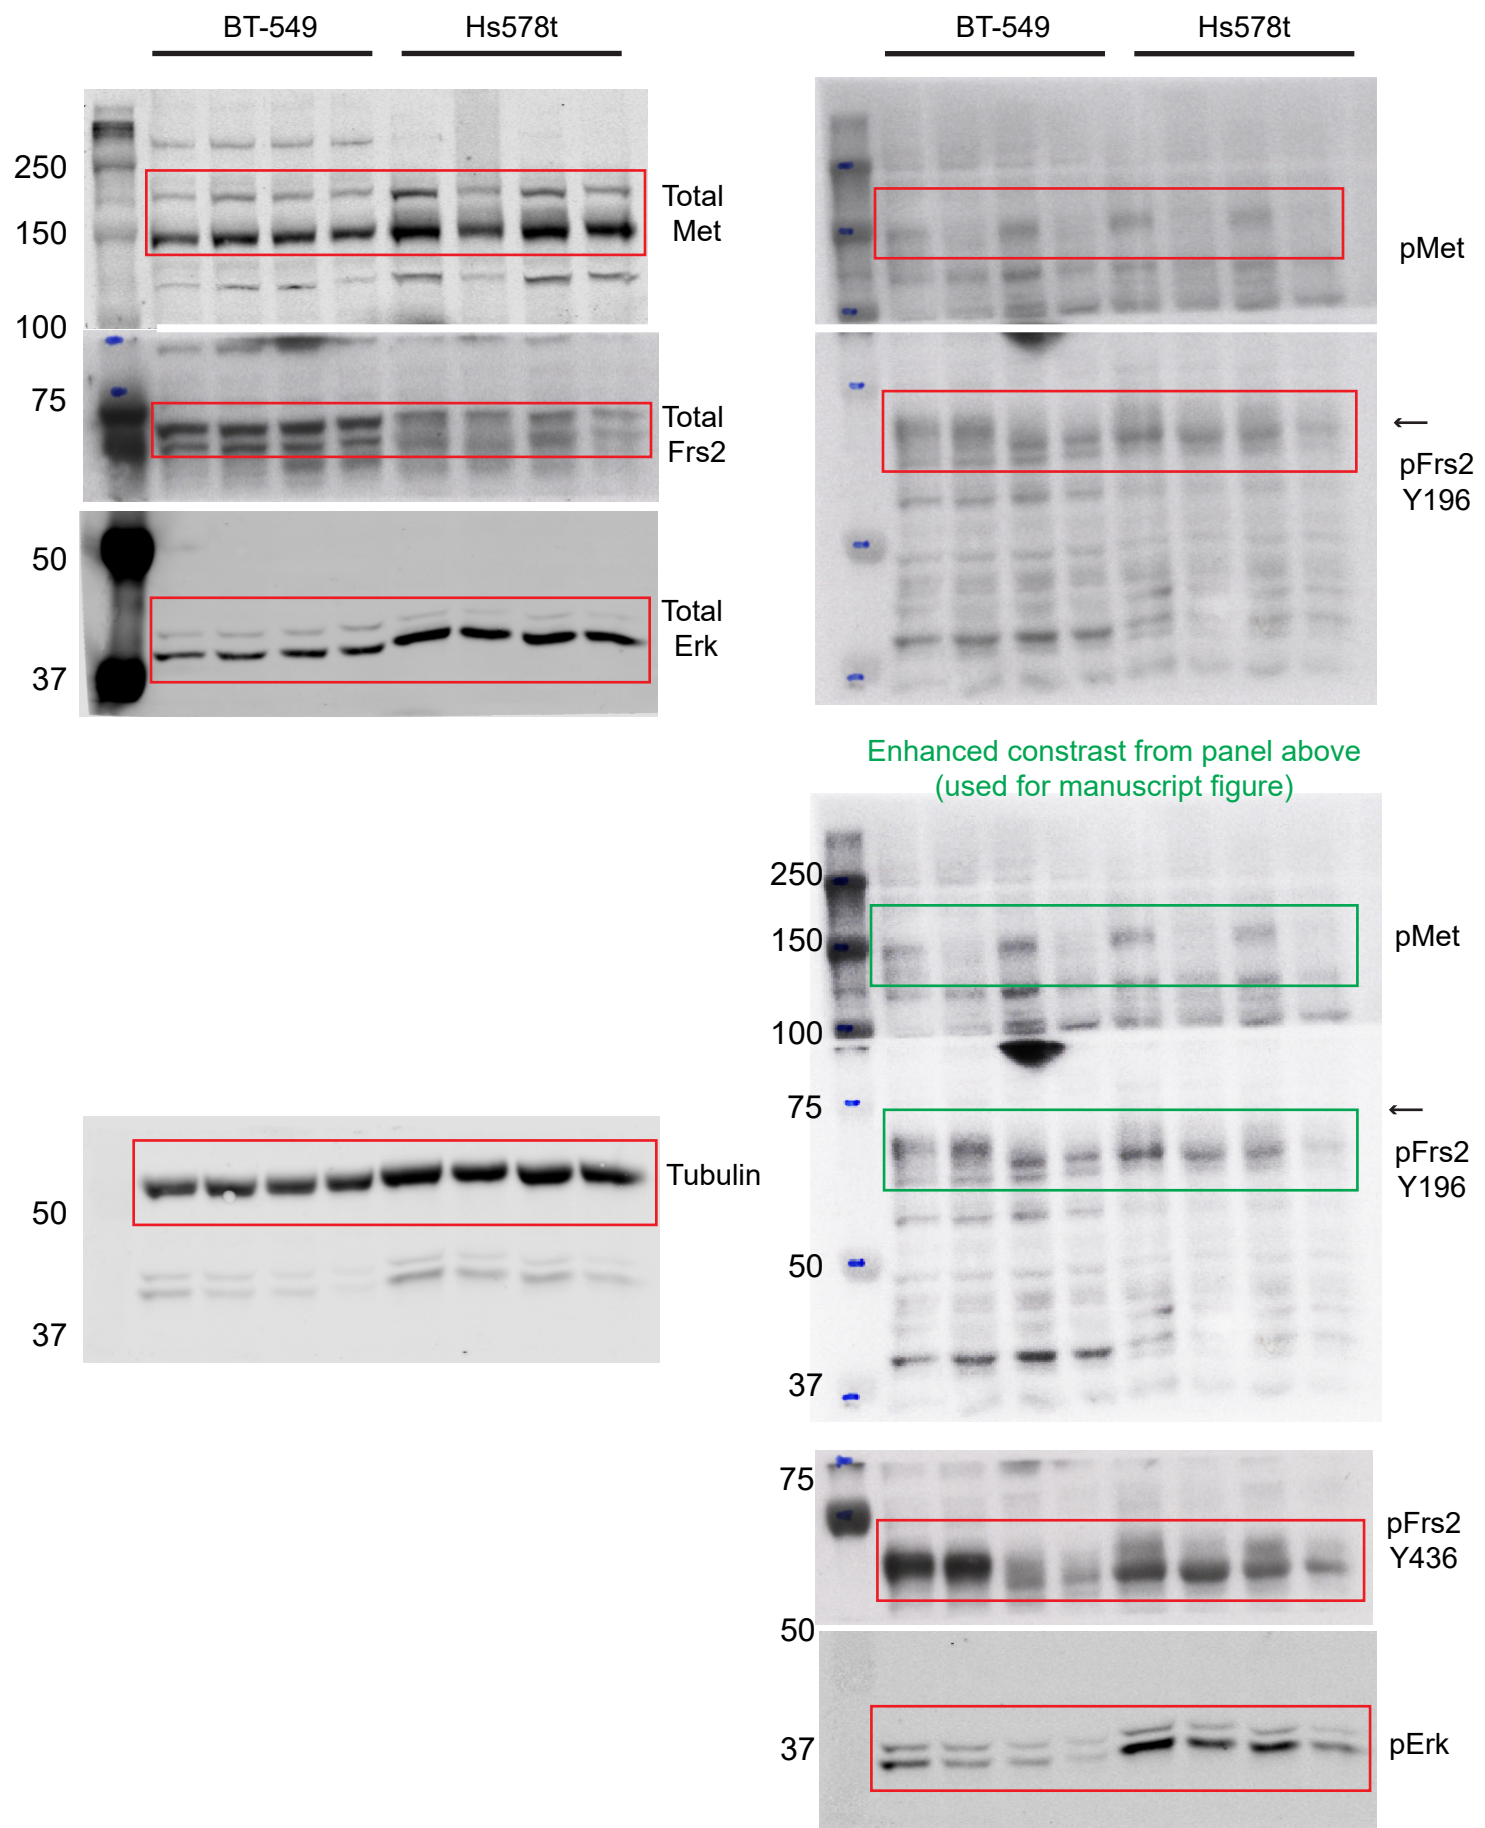

Un-cropped images of all blots from Fig. S4c.

**Supplementary Table 1. List of the most significant differentially expressed genes in Crizotinib versus DMSO treated tumourspheres**

|         |         |         |         |        |   |         |
|---------|---------|---------|---------|--------|---|---------|
| Gm44899 | 1.597   | -2.173  | 2.1955  | 0.0486 | 1 | -4.5707 |
| Khdc4   | 0.2748  | 6.051   | 2.1952  | 0.0486 | 1 | -4.099  |
| Gm26202 | 1.6623  | -2.5356 | 2.1938  | 0.0488 | 1 | -4.5639 |
| Gm8141  | -0.9966 | -0.8337 | -2.1936 | 0.0488 | 1 | -4.5386 |
| Pcdhb8  | -1.736  | -3.2925 | -2.1928 | 0.0488 | 1 | -4.576  |
| Fzr1    | -0.235  | 5.5728  | -2.1927 | 0.0489 | 1 | -4.1194 |
| Grin1   | 1.9794  | -3.3608 | 2.1925  | 0.0489 | 1 | -4.5751 |
| Gm43088 | 1.2791  | -2.7492 | 2.1924  | 0.0489 | 1 | -4.5672 |
| Asap2   | 0.3766  | 5.8115  | 2.192   | 0.0489 | 1 | -4.1093 |
| Apoh    | 2.1395  | -3.2824 | 2.192   | 0.0489 | 1 | -4.5751 |
| Psph    | -0.3743 | 5.122   | -2.1898 | 0.0491 | 1 | -4.1349 |
| Gm43597 | 0.45    | 2.1664  | 2.188   | 0.0493 | 1 | -4.4139 |
| Gm48455 | -0.5808 | -0.163  | -2.1871 | 0.0493 | 1 | -4.5037 |
| Gm4864  | -0.4697 | 1.7989  | -2.1852 | 0.0495 | 1 | -4.4353 |
| Yipf2   | 0.3134  | 4.2163  | 2.1847  | 0.0496 | 1 | -4.2661 |
| Casq2   | 1.6202  | -2.0199 | 2.1843  | 0.0496 | 1 | -4.5724 |
| Pygm    | 0.8847  | -0.4048 | 2.1824  | 0.0498 | 1 | -4.5317 |

**Supplementary Table 2. List of the most significant differentially expressed genes in PD173074 versus DMSO treated tumourspheres**

|         |        |         |        |        |        |         |
|---------|--------|---------|--------|--------|--------|---------|
| Gm10222 | 1.3435 | -2.6312 | 2.1804 | 0.0499 | 0.4717 | -3.7697 |
| Itln1   | 1.0279 | -0.3849 | 2.1804 | 0.0499 | 0.4717 | -3.7499 |
| Sohlh2  | 1.4823 | -3.7361 | 2.1804 | 0.0499 | 0.4717 | -3.8029 |

**Supplementary Table 3. List of the most significant differentially expressed genes in Combo versus DMSO treated tumourspheres**

|               |         |         |         |        |        |         |
|---------------|---------|---------|---------|--------|--------|---------|
| Akr1c18       | -3.1981 | -0.2658 | -2.1846 | 0.0496 | 0.1038 | -3.9092 |
| Xrra1         | 1.1372  | -1.9265 | 2.1845  | 0.0496 | 0.1038 | -3.9238 |
| Gm22884       | -1.7093 | -1.9854 | -2.1845 | 0.0496 | 0.1038 | -3.8517 |
| Lin7c         | -0.4006 | 6.9361  | -2.1834 | 0.0497 | 0.1039 | -5.2332 |
| Arg2          | -1.4288 | 2.1929  | -2.1828 | 0.0497 | 0.1041 | -4.5185 |
| Ccnk          | -0.2735 | 6.0662  | -2.1824 | 0.0498 | 0.1041 | -5.2036 |
| Oga           | 0.2992  | 7.5183  | 2.1818  | 0.0498 | 0.1042 | -5.2504 |
| Gm12091       | -1.631  | -2.6441 | -2.1817 | 0.0498 | 0.1042 | -3.8476 |
| C230038L03Rik | -0.8904 | -2.2372 | -2.1815 | 0.0498 | 0.1042 | -3.8958 |
| Ercc2         | -0.2753 | 4.8125  | -2.1814 | 0.0499 | 0.1042 | -5.0721 |
| Prdx1         | -0.3244 | 9.2351  | -2.1814 | 0.0499 | 0.1042 | -5.2717 |
| Gm37145       | -1.5679 | -2.9245 | -2.1811 | 0.0499 | 0.1043 | -3.7923 |
| Anks3         | 0.3567  | 4.1265  | 2.1809  | 0.0499 | 0.1043 | -4.9733 |
| Gm32219       | 1.0505  | -0.7203 | 2.1803  | 0.0499 | 0.1044 | -4.0696 |
| Gm4045        | -0.7124 | 0.2193  | -2.1801 | 0.05   | 0.1044 | -4.2034 |
| Cfdp1         | -0.2676 | 7.2645  | -2.1801 | 0.05   | 0.1044 | -5.2481 |
| Zfp1          | -0.7684 | 3.453   | -2.1799 | 0.05   | 0.1044 | -4.8    |

**Supplementary Table 4. Antibody dilutions**

| <b>Antibody (clone)</b>    | <b>Supplier</b>   | <b>Catalogue Number</b> | <b>Dilution (application)</b> |
|----------------------------|-------------------|-------------------------|-------------------------------|
| pMET Y1234/5 (D26) XP      | Cell Signaling    | 3077                    | 1:1000 (IB)                   |
| Met                        | R&D System        | AF527                   | 1:500 (IB)                    |
| MET (SP44)                 | Spring Bioscience | M3442                   | 1:50 (IF)                     |
| pAKT S473 (D7F10) XP       | Cell Signaling    | 9018                    | 1:500 (IB)                    |
| AKT (40D4)                 | Cell Signaling    | 2920                    | 1:1000 (IB)                   |
| pERK1/2 T202/Y204          | Cell Signaling    | 9101                    | 1:1000 (IB)                   |
| ERK1/2 (3A7)               | Cell Signaling    | 9107                    | 1:1000 (IB)                   |
| pFRS2 Y196                 | Cell Signaling    | 3864                    | 1:500 (IB)                    |
| FRS2 (H-91)                | Santa Cruz        | sc-8318                 | 1:500 (IB)                    |
| FGFR1 (D8E4) XP            | Cell Signaling    | 9740                    | 1:1000 (IB)                   |
| FGFR1 (D8E4) XP            | Cell Signaling    | 9740                    | 1:200 (IHC)                   |
| FGFR1 (D8E4) XP            | Cell Signaling    | 9740                    | 1:200 (IF)                    |
| Claudin1 (2H10D10)         | Thermo Fisher     | 37-4900                 | 1:1000 (IB)                   |
| Cleaved-Caspase-3 (Asp175) | Cell Signaling    | 9661                    | 1:1000 (IB)                   |
| Beta-Actin (AC-15)         | Sigma             | A5441                   | 1:10000 (IB)                  |
| AAD Viability Stain        | eBioscience       | 00-6993                 | 1:20                          |
| CD24-PE                    | BD Biosciences    | 555428                  | 1:10 (FC)                     |
| CD44-FITC                  | BD Biosciences    | 555478                  | 1:10 (FC)                     |

**Supplementary Table 5. Primers sequences**

| <b>Gene name</b> | <b>Forward</b>          | <b>Reverse</b>          |
|------------------|-------------------------|-------------------------|
| FGFR1            | ATGGTTGACCGTTCTGGAAG    | GGAAGTCGCTCTTCTTGGTG    |
| FGFR2            | GGATCAAGCACGTGGAAAAG    | TATCCCCAGCATCCATCTC     |
| FGFR3            | ATCGACAAGGACCGTACTGC    | CCCCAGCAGGTTAATGATGT    |
| HPRT             | GCCCCAAAATGGTTAAGGTT    | CAAGGGCATATCCAACAACA    |
| RPL13            | AAGGCCAAGATGCACTATCG    | GAGTCCGTTGGTCTTGAGGA    |
| ALDH1L1          | CACCATGGATGCTTCAGAGA    | ACTTTCCCACCATTGAGTGC    |
| HES1             | TACACCTGGAGGGGCTGTAA    | CGCCTCTTCTCCATGATAGG    |
| TWIST1           | GCTCAGCTACGCCTTCTCC     | CCTTCTCTGGAAACAATGACATC |
| CD44             | TCCAGAGGCGACTAGATCC     | GCGGCAGGTTACATTCAAA     |
| MYBL2            | CTGGAAGTTCTTGGCCAGTC    | AACAAGGTCGGGATTCAAAA    |
| HMGA2            | AAGGCAGCAAAAACAAGAGC    | AACAAGGTCGGGATTCAAAA    |
| GDPD2            | CAGAGACTCAATGCTGGAACC   | TGCTGGTATGGTCTGATTCTCA  |
| OGN              | CCATCATTACCAACCAAGAAAGA | GGTGGTACAGCATCAATGTCA   |

# Supplementary material for: Co-dependency for MET and FGFR1 in basal triple-negative breast cancers
**Source:** NPJ Breast Cancer. 2021 Mar 26;7:36. doi: 10.1038/s41523-021-00238-4
**Supplement:** Supplementary file 2 — Reporting Summary Checklist

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | A description of the software and code has been included in the Methods. For RNA-Seq analysis, reads were mapped to human genome version hg19 using Spliced Transcripts Alignment to a Reference (STAR). Reads counts were normalized using mean-centered and log-transformed. Differentially expressed genes among groups were identified using the R packages DESeq2 and Lima.                                                       |
| Data analysis   | Microsoft Office (Excel), Prism Graphpad, AxioVision (Carl Zeiss), Zen software (Zeiss), FlowJo, GSEA 4.0, Partek, Extreme Limiting Dilution Analysis (ELDA) online software ( <a href="http://bioinf.wehi.edu.au/software/elda/">http://bioinf.wehi.edu.au/software/elda/</a> ), and for the gene expression-based outcome for breast cancer (GOBO) online tool ( <a href="http://co.bmc.lu.se/gobo/">http://co.bmc.lu.se/gobo/</a> ) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Accession codes will be available before publication. RNA-Sequencing analysis are presented in Figure 4. GSE XXXXXX. Deposit process ongoing

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculations were performed. The sample size (n) of each experiment is provided in the corresponding figure captions in the main manuscript and supplementary information files. Sample sizes were chosen to support meaningful conclusions. |
| Data exclusions | No data was excluded from the analyses.                                                                                                                                                                                                                     |
| Replication     | All in vitro experiments were replicated successfully 3 times. In vivo tumour measurements were taken 2-3 times week and groups sizes were chosen to support meaningful conclusions.                                                                        |
| Randomization   | In the reported experiments, each group consisted of identically engineered samples. The work does not involve participant groups. Therefore, randomization was not relevant the present study.                                                             |
| Blinding        | Methods for group allocation, data collection and all related analyses were predetermined. Furthermore, the work does not involve participant groups. Therefore, blinding was not relevant to the study.                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Antibody (clone), Supplier (Catalogue Number), Dilution (application)</p> <p>pMET Y1234/5 (D26) XP, Cell Signaling (3077), 1:1000 (IB)</p> <p>Met, R&amp;D System (AF527), 1:500 (IB)</p> <p>MET, In-house (148), 1:1000 (IB)</p> <p>MET (SP44), Spring Bioscience (M3442), 1:50 (IF)</p> <p>pAKT S473 (D7F10) XP, Cell Signaling (9018), 1:500 (IB)</p> <p>AKT (40D4), Cell Signaling (2920), 1:1000 (IB)</p> <p>pERK1/2 T202/Y204, Cell Signaling (9101), 1:1000 (IB)</p> <p>ERK1/2 (3A7), Cell Signaling (9107), 1:1000 (IB)</p> <p>pFRS2 Y196, Cell Signaling (3864), 1:500 (IB)</p> <p>pFRS2 Y436, Cell Signaling (3861), 1:500 (IB)</p> <p>FRS2 (H-91), Santa Cruz (sc-8318), 1:500 (IB)</p> <p>FGFR1 (D8E4) XP, Cell Signaling (9740), 1:1000 (IB), 1:200 (IHC), 1:200 (IF)</p> <p>Claudin1 (2H10D10), Thermo Fisher (37-4900), 1:1000 (IB)</p> <p>Cleaved-Caspase-3 (Asp175), Cell Signaling (9661), 1:1000 (IB)</p> <p>Beta-Actin (AC-15), Sigma (A5441), 1:10000 (IB)</p> <p>Beta-tubulin, Cell Signaling (2148), 1:1000 (IB)</p> <p>AAD Viability Stain, eBioscience (00-6993) 1:20 (FC)</p> <p>CD24-PE, BD Biosciences (555428), 1:10 (FC)</p> <p>CD44-FITC, BD Biosciences (555478), 1:10 (FC)</p> |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Validation

All the commercial antibodies were used as specified by the manufactures protocol. For the anti-Met (in house), validation has been performed in cells derived from our transgenic mouse model MMTV-Metmt;Trp53fl/+;Cre previously described in Knight et al, PNAS, 2013.

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Cell line source(s)

The BT-20, HCC70, HCC1937, HCC1954, HCC1395, MDA-MB-468, MDA-MB-436, MDA-MB-157, MDA-MB-231, BT-549, and Hs578T cells used in this work were purchased from ATCC. The primary mouse cell lines were established by dissociation of MMTV-Metmt, Trp53fl/+;Cre, and MMTV-Metmt;Trp53fl/+;Cre mammary tumours as previously described in Knight et al, PNAS, 2013.

## Authentication

The BT-20, HCC70, HCC1937, HCC1954, HCC1395, MDA-MB-468, MDA-MB-436, MDA-MB-157, MDA-MB-231, BT-549, and Hs578T cells used in this work were not autenticated as they were purchased from ATCC and used in the first few passages.

## Mycoplasma contamination

The cell lines were tested for mycoplasma contamination by PCR. Results were negative for all cell lines in the time these studies were performed.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

Female athymic mice aged between 6-8 weeks were purchased from Taconic Farms.

## Wild animals

n/a

## Field-collected samples

n/a

## Ethics oversight

All in vivo experiments were approved and performed in agreement with the McGill University Animal Ethics Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

## Sample preparation

Single cells were stained with fluorophore-conjugated antibodies in 100µl of PBS with 2% FBS for 30 minutes on ice protected from light. In brief, 1 x 10E6 cells were washed twice then resuspended in PBS with 2% FBS, and viability dye 7-AAD (eBioscience) was added to each sample. For dissociated PDX tumours, murine stromal cells were removed using a Mouse Cell Depletion Kit (Miltenyi) prior to staining.

## Instrument

Multi-colour flow cytometry was performed on a FACS Cantoll (BD Biosciences).

## Software

Flow cytometry data were collected with BD FACS Diva software and analyzed with FlowJo.

## Cell population abundance

After gating for live and single cells, the remaining population for analysis was typically 60-70% of total. No cell sorting was performed. See supplementary figure 8.

## Gating strategy

Cell were gated on general population (SSC/FSC), single cells (FSC-W/FSC-H), live cells (7-AAD negative), and finally divided into 4 quadrants to evaluate FITC/PE levels. Compensation and gating for positive/negative cells were based on control samples that were unstained and single-stained with each fluorophore used.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

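Gene expression was measured by RNA-sequencing in tumourspheres of 3 mouse spindloid tumour cell lines (A1005, A1129 and A1471), each treated for 24 h with DMSO, 1 µM Crizotinib, 1 µM PD173074 or both, which gives 12 libraries with n = 3 cell lines per treatment. Treatment and cell line were taken from the sample labels, and the paper names the same lines and treatments. The pairing of libraries across treatments comes from the cell line in the labels.

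The authors deposited one table of raw counts, whole numbers of reads per Ensembl gene, which they made by sequencing on a NextSeq500 instrument and aligning the reads with STAR to the mouse genome build mm10. The tool that counted the reads, its use of strand and the release of the gene annotation are not stated in the paper's text. Genes that overlap or share sequence with a paralog are therefore uncertain. Gene names, coordinates, exon lengths and GC content were taken from the GENCODE annotation of the same build, which holds 55480 of the 55573 genes in the table and 13834 of the 13836 genes tested. The total per library was 13031492 to 17750476 counts, and the tested genes held at least 99.85% of them. Reads without molecular identifiers are not independent molecules, so counts near the floor of 3 cover counting error only, and a fold against a group at or under that floor is given as a lower bound.

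Genes were filtered with filterByExpr (minimum count 10, minimum total count 15), normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, in one fit of the treatment over all 12 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. No block was used in this fit because the paper's methods state an unpaired analysis. The comparisons were each inhibitor and the combination against DMSO, the combination against each inhibitor, and the departure of the combination from the sum of both inhibitors. Log2 CPM values used a prior count of 2. Changes of listed genes were compared with those of the 200 genes nearest to each in the ranks of exon length and GC content. Gene sets were tested with camera of limma 3.58.1 (preset correlation 0.01) over the Reactome mouse sets installed with fgsea 1.28.0. Of the 7111 gene identifiers in its 1457 sets, 96.6% matched the table, and 659 sets had 15 to 500 tested members. The paper's GSEA used other collections as well, which were not used here. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used for tables and plots.

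The alternatives set before the data were examined were the cell line as a block, DESeq2 1.42.0, limma-voom, DESeq2's size factors, total counts alone, no filter on low counts, at least 10 counts in every library, only the libraries of the groups compared, an absolute log2 fold change of at least 1.5, a prior count of 0.5, fgsea and leaving out each cell line in turn. Limma-voom with the block and camera with the correlation estimated from the data were added after the values were seen.

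The tests were checked on simulated counts drawn from the means and library sizes of the real genes, with 200 genes changed by a log2 fold change of 2. Without a simulated difference between lines, edgeR recovered 103 of them with 3 false calls among 13483 genes, and DESeq2 recovered 145 with 60 false calls among 13835 genes. With such a difference, edgeR recovered 113 with 0 false calls without the block and 190 with 12 false calls with it, among 13664 genes, and DESeq2 recovered 151 with 0 false calls among 13836 genes. In simulated counts with no changed gene and no difference between lines, DESeq2 made 39 false calls and edgeR made 0, and with such a difference both made 0 without the block. Camera recovered 10 of 10 changed sets among 100 with 0 false calls. The simulated genes were drawn independently of each other. This check therefore cannot show false calls that come from correlation between the genes of a set. In the real libraries the median correlation estimated per set was 0.0347, and 0.0403 with the block. With the correlation estimated, 64 sets passed in the combination against DMSO, and 0 with the block.

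The rule for the genes that may be named was set before the data were examined. It covers the genes the paper names for this experiment in its text and in Fig. 4d and 4e, the receptors Met and Fgfr1 to Fgfr4 with Frs2, Hgf and Fgf2, the qPCR reference genes, the genes past an adjusted p of 0.05 in Supplementary Table 2, Tgtp1, Tgtp2 and Iigp1 of Supplementary Table 1, a list of ERK target genes and a list of interferon genes. It also covers the 5 largest rises and 5 largest falls in the combination, the 3 smallest p-values with each single inhibitor with and without the block, and the genes within 1 Mb of Met. Each gene was followed in the comparison its part of the rule concerns, and the neighbours of Met in the DMSO libraries only. Ogn, Met, Ncam1, Aldh1l1 and Mybl2 with PD173074, and Hmga2, Gdpd2, Ogn and Bmf in the departure from additivity, were added after the values were seen. This gave 125 pairs of a gene and a comparison, of which 121 were tested. Fewer of them are described one by one, a choice made with the values known, and the counts of changed calls under the alternatives cover all 121. The gene sets named were likewise chosen after the values were seen, from the subjects the paper names. One of the gene sets followed is not reported here.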

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

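The tests on paralogs, on correlated genes and on the genes of Supplementary Table 1 in the interferon list, and those on the exon length and GC content of listed genes, were chosen only after the result was seen.

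The response to Crizotinib differed with and without PD173074 at 127 genes (edgeR interaction test, adjusted p under 0.05), of which 126 were lower in the combination than the sum of both inhibitors gives and 1 was higher. All 127 departed in the same direction in the 3 lines, against 57.6% of all genes. With the cell line as a block 2241 genes passed, 755 higher and 1486 lower than the sum, and with DESeq2 405 passed, 51 higher and 354 lower. With any one line left out 0 passed, while 675 to 1486 genes had an unadjusted p under 0.05. The treatment labels were also reassigned within each line: in 8 of 50 assignments, the real one included, as many genes passed. In each of the other 7 the 3 combination libraries again shared a label, and the remaining 42 gave 0 genes (2 to 1574 at an unadjusted p under 0.05). A sum of the single inhibitors' effects was tested on a list of 10 ERK target genes set before the data were examined. The mean departure from additivity was -2.14 in A1005, -3.49 in A1129 and -3.15 in A1471, and -1.42, -2.57 and -2.60 for the 6 genes outside Fig. 4d. Of the 10 genes, 9 were lower than the sum and 1 was higher, Epha4, which was read in A1005 only. In edgeR's interaction test 5 passed over all genes unpaired and 7 with the block. With the correlation between these genes estimated, limma's camera gave p = 0.00487 unpaired and 0.0499 with the block, a p from a model and not an exact test. The departure from the sum may reflect Met and FGFR signalling each keeping the ERK pathway active when the other is inhibited. The paper's western blots bear on this at the protein level. After a longer treatment of A1005 and A1129 tumourspheres, they showed ERK1/2 phosphorylation lost when both receptors were inhibited. That the RNA changes follow from this is a hypothesis. The Spearman correlation of the departure with exon length was -0.0546 and with GC content 0.166 over all tested genes, which leaves a weak bias open for the number of genes. For the ERK target genes, the 200 genes nearest to each in exon length and GC content departed by 0.06 on average in A1005, 0.03 in A1129 and 0.01 in A1471 (ratios to the mean of the list -0.0261, -0.00988 and -0.00385), so that such a bias does not account for their departure. It cannot be told apart from RNA of dying cells, for which the values on the combination are given among the other observations.

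Genes outside those the paper discusses changed with Crizotinib: the 22 genes of the interferon list were all lower than with DMSO, with a median log2 fold change of -0.64. None passed an adjusted p of 0.05 over all genes in edgeR's test (4 had an unadjusted p under 0.05), 2 passed when adjusted over the list and 3 with the block. The mean was -0.74 in A1005, -1.50 in A1129 and -0.84 in A1471, so that 1 line did not carry it (the highest of the 3 means was -0.736), and 17 genes were counted as lower in all 3 lines. These 17 include Oas1a and Psmb9, which had 0 counts in A1471 with DMSO and with Crizotinib. Both were lower in A1005 and A1129 only. Single genes did depend on a line: without A1129, Mx2 and Rsad2 were higher with Crizotinib, as listed under the dependence on processing. Without the paralogs Tgtp1 and Tgtp2 the highest mean of a line was -0.54. With the correlation between the genes estimated, limma's camera gave p = 0.00623 unpaired and 0.0212 with the block, over n = 3 lines per treatment, a p from a model and not an exact test. However, Iigp1, Tgtp1 and Tgtp2 are in the paper's Supplementary Table 1 on the same libraries, so the list was partly chosen for the pattern. For the other 19 genes the mean was -0.32 in A1005, -1.28 in A1129 and -0.65 in A1471, and limma's camera with the correlation estimated gave p = 0.0324 unpaired and 0.082 with the block, a p from a model and not an exact test, so that without the 3 genes the pattern did not pass with the block. With PD173074 all 22 genes were higher, and in the combination the mean was 1.36, -0.02 and 2.66 in the 3 lines. Over all genes the Spearman correlation with exon length was 0.201 for the Crizotinib changes and 0.195 for the PD173074 changes, and the list moved in opposite directions with the 2 inhibitors. The 200 genes nearest to each of the 19 in exon length and GC content changed by at most 0.0574 times the mean of the 19 in any line, so that such a bias does not account for it. Lower interferon gene expression with Crizotinib may be a response to Met inhibition, which is a hypothesis, and it cannot be told apart from the choice of the 3 genes.

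Hprt, which the paper used as a qPCR reference and does not discuss as a changed gene, was lower in the combination than with DMSO, with a log2 fold change of -0.857 (edgeR adjusted p = 0.027; 0.00147 to 0.237 over the alternatives). It fell in 3 of 3 lines, by 0.40 in A1005, 0.84 in A1129 and 1.29 in A1471. With total counts alone in place of TMM it was -0.8094, but the TMM factors differed little (0.973 to 1.018 for DMSO and 1.015 to 1.043 for the combination), so that this comparison cannot settle an effect of library composition. A shift in library composition would move all genes alike. With total counts alone, the median log2 fold change over the tested genes was 0.0699. With TMM this median was 0.0158 in A1005, 0 in A1129 and 0.00415 in A1471. These values argue against library composition for the fall of Hprt. Gapdh, the paper's other reference in the text, fell by 0.75 in A1005 and 0.85 in A1129 and rose by 0.19 in A1471, and Rpl13 fell by 0.21 and 0.69 and rose by 0.09. Gapdh and Rpl13 did not pass (edgeR adjusted p = 0.527 and 0.606; 0.0741 to 0.852 and 0.151 to 0.990 over the alternatives). The fall of Hprt may be part of the response to the combination, or of RNA from dying cells, since the mitochondrial share of the counts rose by a ratio of at least 1.49 in the 3 lines, and these cannot be told apart.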

How the results depend on the processing

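Limma-voom with the block and camera with an estimated correlation were chosen only after the results were seen. Numbers are genes or sets with an adjusted p under 0.05.

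With the cell line as a block, the genes changed were 296 with PD173074, 7578 in the combination against DMSO, 7389 against Crizotinib, 5506 against PD173074 and 2241 with a non-additive change, and 287 PD173074 genes were shared with the combination. Limma-voom with the block gave 1 with Crizotinib (Tnfsf11, named after its value was seen), 366, 7651, 7517, 5685 and 2320. DESeq2 gave 1 with Crizotinib (Iigp1), 21 with PD173074, of which 20 were shared with the combination, 2924 in the combination against DMSO, 2860 against Crizotinib, 1468 against PD173074 and 405 non-additive. In the simulation without a difference between lines, DESeq2 made 60 false calls where edgeR without the block made 3. With such a difference both made 0 without the block, and edgeR with the block made 12. Without a filter on low counts there were 1160 in the combination against DMSO, 1146 against Crizotinib, 401 against PD173074 and 66 non-additive. With only the libraries of the groups compared, the combination gave 594, 616 and 117, and with an absolute log2 fold change of at least 1.5 it gave 794, 741 and 267. Limma-voom, DESeq2's size factors, total counts alone and at least 10 counts in every library kept each number of genes within 1.5 times.

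Across the 3 fits that each left out one line, the combination changed from 120 to 2021 genes against DMSO, from 109 to 1835 against Crizotinib and from 60 to 627 against PD173074. Of the 1990 genes, 1379 were called without A1005, 305 without A1129 and 120 without A1471. Non-additive changes fell to 0 in each (675 to 1486 genes at an unadjusted p under 0.05), and both single inhibitors stayed at 0 (9 to 26 genes with Crizotinib and 149 to 416 with PD173074 at an unadjusted p under 0.05). Fits on 2 lines have fewer degrees of freedom, and the cause was not tested.

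Reactome sets ranged from 133 to 156 with Crizotinib, from 85 to 139 with PD173074 and from 212 to 256 in the combination when one line was left out. With the correlation estimated for each set there were 0, 0 and 64 (110, 58 and 161 at an unadjusted p under 0.05), and 0 in each with the block (52, 36 and 93). Fgsea, the block, the stricter filter and DESeq2's size factors kept the 3 numbers within 1.5 times.

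Log2 distances to DMSO moved with the filter of at least 10 counts to 0.213 for Crizotinib, 0.382 for PD173074 and 0.9 for the combination, and to 0.812 between lines, below the combination. With a prior count of 0.5 they were 0.459, 0.685 and, between lines, 1.64. Leaving out one line gave 0.337 to 0.356, 0.533 to 0.629, 1.06 to 1.18 and, between lines, 1.08 to 1.55.

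Among the 121 named genes, 1198 of 1369 values under an alternative had the same direction and side of the threshold, 100 lost the threshold, 68 gained it and 3 reversed. The reversed values were the log2 fold change of Fgfr1 in the combination without A1005, 0.1176 (edgeR adjusted p = 0.647; 0.507 to 0.865 over the alternatives), and those of Mx2 and Rsad2 with Crizotinib without A1129, 0.155 and 0.02354 (edgeR adjusted p = 1 under each alternative). Leaving out one line in turn gave -0.268 to 0.1176 for Fgfr1, -2.677 to 0.155 for Mx2 and -2.979 to 0.02354 for Rsad2. Among the 14 sets followed, 93 of 98 values were the same, 3 lost the threshold and 2 gained it. Low counts limit Aldh1l1, Fgfr2, Cdh1 and the interferon genes, and for the genes at the floor only a lower bound can be given.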

Differences from the paper's values

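Limma-voom with the block and camera with the correlation estimated were chosen only after the result was seen. The paper's numbers of genes are counts over its Supplementary Tables 1 to 3.

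With Crizotinib, 18 genes had an unadjusted p under 0.05 against 326 in the paper's table. With the cell line as a block there were 258, the alternative set before the data were examined that came within 1.5 times of the paper's number. With PD173074, 307 genes had an unadjusted p under 0.05 against the paper's 1819, and the block gave 2175, which closed the gap, as no other alternative did. At an adjusted p under 0.05, 0 genes passed with PD173074 in edgeR's test against the paper's 3 (Gdpd2, Etv5 and Gas1), and 0 against the paper's 1 with an absolute log2 fold change of at least 1.5 as well. None of the alternatives closed these gaps, since the block gave 296 and DESeq2 gave 21, but both call the paper's 3 genes.

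In the combination, 1990 genes had an adjusted p under 0.05 in edgeR's test against the paper's 6712, 794 against the paper's 1847 with the fold threshold added, and 4002 against the paper's 8229 at an unadjusted p. With the block these were 7578, 1784 and 8323, which closed each gap, and none of the other alternatives did. Limma-voom with the block, chosen after seeing the values, gave 7651, 1708 and 8407 in the combination, 264 genes at an unadjusted p with Crizotinib and 2274 with PD173074, which closed these gaps too. Of the 1990 genes, 1935 are among the 6712 of the paper.

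Il24 had a log2 fold change of -2.609 with Crizotinib against the paper's -2.7693, and DESeq2 (-2.614) and limma-voom (-2.756) came within the spread between lines. Ptgds had 6.518 in the combination against the paper's 7.0309, and limma-voom (6.964) and the fit without A1129 (7.448) came within it. Limma-voom with the block, chosen after seeing the values, gave -2.676 for Il24 and 6.671 for Ptgds, within that spread as well.

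The paper names its stemness gene Aldh1h1 as reduced, for which its primer table lists Aldh1l1. Aldh1l1 was higher in the combination (log2 fold change 3.90, edgeR adjusted p = 0.174; 0.00201 to 0.562 over the alternatives), in each of the alternatives too. Hes1 is stated as reduced and did not pass (edgeR adjusted p = 0.809; 0.00786 to 0.939), although it passed with the block (edgeR adjusted p = 0.0467) and without A1005. Its log2 fold change was -0.12 in A1005, -2.71 in A1129 and -2.99 in A1471. The paper's qPCR merged fewer cell lines for the combination than for the other treatments and does not name them. For Hes1 and Aldh1l1 the samples compared are therefore not the same. Integrin surface adhesion is stated as enhanced, and the Reactome set did not pass (limma camera adjusted p = 0.345; 0.0943 to 0.497 over the alternatives). The paper finds no modulated gene signatures with PD173074, whereas 148 Reactome sets passed in limma's camera, and 0 (58 at an unadjusted p under 0.05) with the correlation between genes estimated, chosen after seeing the values. It describes Hes1, Cd44 and Twist1 as modulated by PD173074 in qPCR, and in the sequencing libraries they did not pass (edgeR adjusted p = 1 each; 0.142 to 1 over the alternatives of the 3 genes). The adjustment is over all tested genes, a stricter threshold than a qPCR test of single genes. By line (A1005, A1129 and A1471), the log2 fold changes were -0.43, -0.69 and -0.93 for Cd44 and -0.57, -0.32 and -0.13 for Twist1. For Hes1 they were 0.11, -0.72 and -0.95.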

Other observations

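The test of a cell line term behind the Supplementary Tables was chosen only after the result was seen.

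Gene numbers were compared with other splits of the same libraries that swap the labels within one line, which keeps every pair of the same line apart. For Crizotinib and for PD173074 against DMSO, 4 of 4 splits gave as many genes with an adjusted p under 0.05, since all gave 0 unpaired (18 and 307 genes at an unadjusted p under 0.05 with the real labels, and 6 to 32 with swapped labels). With the block, PD173074 gave 296 genes with the real labels and 0 with labels swapped in A1005, A1129 or A1471 (176, 322 and 194 at an unadjusted p under 0.05), 1 of 4 splits, while Crizotinib gave 0 in all 4 (258 at an unadjusted p with the real labels and 64 to 79 with swapped ones). For the combination against DMSO, against Crizotinib and against PD173074, 1 of 4 splits did, the real one, and the others gave 0 (69 to 232, 78 to 214 and 26 to 128 at an unadjusted p under 0.05). A design of 4 splits cannot separate a result from another grouping at 0.05. Reactome sets gave 1 of 4 as well, for each treatment: Crizotinib 157 against 82, 1 and 3 with labels swapped in A1005, A1129 and A1471, PD173074 148 against 66, 91 and 32, and the combination 252 against 240, 137 and 164.

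The genes changed by the combination were weighed against technical explanations. The Spearman correlation of the log2 fold change with GC content was 0.1 and with exon length 0.0776 over 99.94% of the tested genes, which leaves a weak bias open. The 10 genes with the most counts took a share 1.08 times that in DMSO libraries. Mitochondrially encoded genes took a share 1.85 times that of DMSO in A1005, 2.08 in A1129 and 1.49 in A1471, so that RNA from dying cells may contribute and cannot be told apart.

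The similarity of the PD173074 and combination changes could come from their shared DMSO libraries, but with separate controls the correlation across genes was 0.779 (0.723 to 0.780 over the alternatives), and shared libraries do not account for it. The PD173074 part of the response may be carried into the combination, which is a hypothesis.

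The Supplementary Tables of the paper list more changed genes than the unpaired fits. The median absolute difference between the t values of Supplementary Table 3 and those of limma-voom was 1.68 without the cell line block and 0.419 with it, a ratio of 0.25. The ratio was 0.239 for Supplementary Table 2 and 0.207 for Supplementary Table 1. A cell line term in the fit behind the tables is a candidate explanation, although the paper's methods state an unpaired analysis.

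With Crizotinib, DNA Replication was lower in the gene set test (limma camera adjusted p = 4.1e-10, 5.9e-11 with the block; 8.1e-13 to 2.05e-07 over the alternatives), with 91 of 98 genes lower and a median log2 fold change of -0.10. Interferon gamma signaling did not pass unpaired (limma camera adjusted p = 0.153; 0.0227 with the block, 0.0311 with fgsea and 0.0227 to 0.644 over the alternatives). No set passed when the correlation between genes was estimated (110 at an unadjusted p under 0.05).

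In the PD173074 libraries, the genes the paper measured by qPCR had log2 fold changes of -0.35 for Twist1, -0.71 for Cd44, -0.16 for Hes1 and -0.65 for Hmga2 (edgeR adjusted p = 1 each). With the block Hmga2 passed (edgeR adjusted p = 0.0125; 0.0125 to 1 over the alternatives), and it was lower in 3 of 3 lines. Met rose by a log2 fold change of 0.64 (edgeR adjusted p = 1, 0.0453 with the block; 0.0453 to 1 over the alternatives), higher in 3 of 3 lines. Fgfr2 had 0, 0 and 1 counts with DMSO and 1, 32 and 25 with the combination in A1005, A1129 and A1471, at least 6.18-fold higher (edgeR adjusted p = 0.0798; 1.1e-04 to 0.395 over the alternatives). Aldh1a1 had no counts with DMSO and 0, 214 and 3 with the combination, and was not tested.

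Met differed between the DMSO libraries of the lines, at a log2 CPM of 12.31 in A1005, 12.28 in A1129 and 11.35 in A1471. The paper states that the mouse's own Met locus becomes amplified in this tumour model. The tumours also carried a Met transgene, whose reads may be counted on Met. A gain shared by the 3 lines cannot be seen in a comparison between them. A gain of the locus that differs between lines would raise the 15 genes within 1 Mb. Met was nearly the same in A1005 and A1129, so a comparison of A1005 with A1129 cannot test a gain. The median log2 CPM of these genes was 1.63 in A1005, 3.32 in A1129 and 0.53 in A1471, lowest in the line with the lowest Met, and the difference of A1005 to the higher of the other medians was -1.69. Many of these neighbours were barely read, such as Tfec with 0, 15 and 7 counts and Asz1 with 11, 9 and 6 in the 3 lines, and the median cannot tell. Among the well-read neighbours, named after their values were seen, Capza2 was at 13162, 6805 and 2300 CPM and St7 at 571, 242 and 144 CPM in A1005, A1129 and A1471, highest in A1005. Tes, at 311, 5423 and 2460 CPM, Cav1, at 326, 913 and 544 CPM, and Cav2, at 158, 1193 and 442 CPM, were lowest there. Met was at 5091, 4978 and 2613 CPM.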
